# A single-cell RNA sequencing atlas of circulating leukocytes from healthy and osteosarcoma affected dogs

**DOI:** 10.3389/fimmu.2023.1162700

**Published:** 2023-05-19

**Authors:** Dylan T. Ammons, R. Adam Harris, Leone S. Hopkins, Jade Kurihara, Kristen Weishaar, Steven Dow

**Keywords:** single cell RNA seq, PBMC (peripheral blood mononuclear cells), canine (dog), osteosarcoma, transcriptomics, cancer, immunology, MDSC (myeloid-derived suppressor cell)

## Abstract

Translationally relevant animal models are essential for the successful translation of basic science findings into clinical medicine. While rodent models are widely accessible, there are numerous limitations that prevent the extrapolation of findings to human medicine. One approach to overcome these limitations is to use animal models that are genetically diverse and naturally develop disease. For example, pet dogs spontaneously develop diseases that recapitulate the natural progression seen in humans and live in similar environments alongside humans. Thus, dogs represent a useful animal model for many areas of research. Despite the value of the canine model, species specific reagent limitations have hampered in depth characterization of canine immune cells, which constrains the conclusions that can be drawn from canine immunotherapy studies. To address this need, we used single-cell RNA sequencing to characterize the heterogeneity of circulating leukocytes in healthy dogs (n = 7) and osteosarcoma (OS) affected dogs (n = 10). We present a cellular atlas of leukocytes in healthy dogs, then employ the dataset to investigate the impact of primary OS tumors on the transcriptome of circulating leukocytes. We identified 36 unique cell populations amongst dog circulating leukocytes, with a remarkable amount of heterogeneity in CD4 T cell subtypes. In our comparison of healthy dogs and dogs with OS, we identified relative increases in the abundances of polymorphonuclear (PMN-) and monocytic (M-) myeloid-derived suppressor cells (MDSCs), as well as aberrations in gene expression within myeloid cells. Overall, this study provides a detailed atlas of canine leukocytes and investigates how the presence of osteosarcoma alters the transcriptional profiles of circulating immune cells.

## Introduction

Traditional animal models, such as rodents, have been used for decades as a steppingstone in understanding human disease. Unfortunately, due to environmental and genetic disparities between humans and model species, research findings frequently fail to translate to human medicine (1). While these animal models are valuable in preclinical research, there has been a push to incorporate the use of more biologically relevant models (2). Client owned dogs offer an excellent model to investigate novel therapeutics as they are outbred, spontaneously develop disease, and share living space with humans. Interestingly, certain cancers, such as osteosarcoma (OS), follow similar disease progression and occur at a rate roughly 75 times that of humans (3). Therefore, clinical trials in dogs allow for thorough investigation of novel therapeutics for the treatment of diseases considered to be rare and difficult to study in humans. With the increasing use of canine models to investigate novel therapeutics, there is a need to better describe canine immune cell populations.

Previous characterizations of canine immune cells have relied on antibody-based assays, such as flow cytometry, cell sorting, and immunohistochemistry, to describe cell populations (4–6). While these approaches have been fundamental in understanding canine immunology, the limited availability of markers to define cell populations has the tendency to introduce pre-selection bias. An alternative and novel approach to describe the heterogeneity of canine immune cells is to use single-cell RNA sequencing which enables the unsupervised characterization of individual immune cell transcriptomes. The flexibility of this platform allows researchers to overcome species-specific reagent barriers that have limited previous characterizations of canine immune cells.

Circulating immune cells play a key role in responding to disease and have been reported to be altered in cancer patients, with increased immune suppression being a predominate finding (7). For example, two recently defined cell populations, polymorphonuclear (PMN-) and monocytic (M-) myeloid-derived suppressor cells (MDSCs), have been reported to be expanded in individuals with cancer, and increases in circulating MDSCs have been demonstrated to have prognostic implications (8). These two distinct MDSC populations exhibit immature phenotypes with potent immune suppressive activity. Recently, canine MDSCs were characterized using flow cytometry-based assays and were defined to be MHCII negative monocytes and neutrophils isolated through density centrifugation (9, 10). Given the limited antibody selection for flow cytometry-based approaches there is a need to evaluate heterogeneity within MDSC populations, as well as investigate how all leukocyte transcriptomes are altered in dogs with cancer.

In the present study, we first complete single-cell transcriptomic analysis on seven middle-aged healthy dogs of varying breeds and genders to develop a comprehensive reference database for canine leukocytes. Then we apply the database to investigate how leukocyte abundances and transcriptomes are altered in ten dogs with spontaneously arising osteosarcoma. In depth analysis revealed key changes in immune cell abundances as well as OS induced transcriptomic changes. The data presented here highlight the differences in circulating leukocytes between healthy and osteosarcoma affected dogs, as well as provide an open-access annotated canine leukocyte database for future investigations.

## Methods

### Patient selection

Clinically healthy client-owned dogs without preexisting conditions were selected for inclusion in the healthy reference database. All dogs were followed for at least two months to ensure no disease was observed. Osteosarcoma patients were selected based on the presence of a primary tumor and all dogs were naïve to treatment. All dogs presented with radiographic evidence of OS and underwent amputation in the weeks following blood collection. All studies were approved by the Colorado State University (CSU) Institutional Animal Care and Use Committee and the CSU Clinical Review Board. All dog owners provided informed consent prior to blood donation.

### Sample preparation

Approximately 10 mL of whole blood was obtained in an EDTA collection tube then processed within 30 minutes using Ficoll Paque (Cytiva; Marlborough, MA) to complete density gradient centrifugation. Whole blood was mixed with 12 mL of phosphate buffered saline, pH = 7.40 (PBS), then layered onto 12 mL of Ficoll Paque. To isolate leukocytes, the layered sample was then centrifugated at room temperature for 40 minutes at 500 rcf with acceleration at maximum and brake off. Leukocytes were isolated through collection of the cell interface then washed one time with PBS, resuspended in 10 mL of Ammonium-Chloride-Potassium (ACK) lysis buffer for 3-7 minutes at room temperature, then washed an additional time with PBS. A final wash at 100 rcf x 15 minutes was completed to remove platelets and other small contaminates. Finally, cells were resuspended in 0.04% molecular grade BSA (Sigma-Aldrich; St. Louis, MO) in PBS and adjusted to obtain a cell count between 700-1200 cells/µL. Once in solution, leukocytes were transported to a chromium instrument (10x Genomics; Pleasanton, CA) and captured within 2 hours of preparation.

### Library preparation and sequencing

Single cells were isolated and tagged with unique cell barcodes using a Chromium controller or Chromium iX instrument (10x Genomics) with a target of 5,000 cells per sample. Single cells were isolated and processed using a Chromium Next GEM Single Cell 3' Kit v3.1 following manufacture recommended protocols. Once cells were barcoded and unique molecular identifiers (UMIs) added, a standard Illumina library preparation was completed using a dual index library construction kit (10x Genomics). Sample quality was analyzed using a TapeStation bioanalyzer and/or LabChip (Agilent Technologies; Santa Clara, CA/PerkinElmer; Waltham, MA) then submitted for sequencing on an Illumina NovaSeq 6000 sequencer (Novogene Corporation; Sacramento, CA) with a target of 50,000 150 bp paired-end reads per cell. Raw data was demultiplexed by the sequencing core then transferred for downstream analysis.

### Read mapping and quantification

A Cell Ranger analysis pipeline (version 7.0.0, 10x Genomics) was utilized to process raw FASTQ sequencing data, align reads to the canine genome, and generate a count matrix. First, the CanFam3.1 ensembl annotation (gtf) file was filtered for protein_coding, lincRNA, antisense, and immunoglobulin gene biotypes. Then a canine reference package using the filtered gtf file and CanFam3.1 genome (FASTA) was created using the cellranger mkref command. The reference package and raw FASTQ filles were then used to complete read mapping and quantification of UMIs using the cellranger count command. Each sample was aligned once using include-introns mode set to true and once with include-introns mode set to false. We observed that include-introns mode increased the sensitivity of the assay, but also increase the abundance of low-quality cell clusters. By using both methods we were then better able to filter out artifactual clusters while retaining clusters with low transcript abundance. Due to incomplete annotation of the canine genome, we also aligned the healthy dog samples to an alternate canine genome (ROS_Cfam_1.0) using Cell Ranger version 7.0.0 with include-introns mode set to true. The output count matrices obtained under each alignment protocol in the format of cell barcode x feature (column x row) were then exported and used for downstream analysis.

### Data filtering and integration

For each sample, the count matrix was imported into R using the Read10X() function then converted to a Seurat object using the CreateSeuratObject() function (11). To estimate the number of dead/poor quality cells, the percent mitochondrial reads per cell was calculated using PercentageFeatureSet() to count all reads mapped to features with the prefix “MT-”. Each object was then filtered to only retain cells which met the following requirements: 200 < nFeature_RNA < 4500, percent.mt < 10, and 500 < nCount_RNA < 20000. An initial low resolution unsupervised clustering was completed to remove contaminating red blood cells and platelets. Next, DoubletFinder was used to identify and remove putative cell doublets (12). After filtering each sample individually, all samples were integrated into one object using a SCTransform workflow (13). During this step, we regressed out the percent mitochondrial reads and percent platelet-associated reads to minimize the impacts on clustering and used 2000 features as integration anchors. Following data integration, ideal clustering parameters of each subset of data were determined using the R package clustree (14). Dimension reduction and visualization was then completed, and the data were projected using 2-dimensional, non-linear uniform manifold approximation and projection (UMAP) plots.

### Cell classification

Cells were classified using the integrated dataset containing 7 healthy and 10 OS dogs. Annotations were then transferred to the healthy only dataset to create gene lists for each cell population. Major cell population identities were assigned using compiled data gathered from singleR reference mapping, Seurat reference mapping, gene set enrichment analysis, and manual annotation based on the literature (15, 16). Further high-resolution cell identification was completed through use of independent re-clustering on cells within each major immune cell population. Confirmation of T cell subsets was completed using the AddModuleScore() function and gene lists provided in a comprehensive human T cell dataset (17). The gene lists presented as **Supplemental Data** were generated using the FindAllMarkers() function (Wilcoxon Rank Sum test) on final cell type classification in healthy only (**Supplemental Data 1**) and combined datasets (**Supplemental Data 2**). The final short gene lists were generated using a selection of the top features that define a cell type (as defined in the healthy only dataset) with preference given to unique features in the top 50 genes (weighted by adjusted P value) identified to define each cell population.

### Feature visualization

Feature expression was visualized using dot plots, feature plots, and violin plots. Selected features were chosen based on prior biological knowledge and features identified using the FindAllMarkers() function. Y-axis scales for violin plots within a figure are fixed, so they are all on the same scale. Feature plots show normalized expression for each feature and are on variable scales. Dot plots used scaled expression data which depicts deviation from the average value for a gene across the cells being sampled. Visualization of T Cell Receptor Delta Constant (TRDC) was completed by transferring normalized expression counts from the healthy samples aligned to ROS_Cfam_1.0 to the CanFam3.1 aligned healthy samples.

### Cell abundance analysis

All cell abundance comparisons were made using percentage of parent. When visualizing cellular contribution on a UMAP, all samples were down sampled to the value equal to the sample which contributed the fewest number of cells. By doing this, we obtained equal number of cells from each sample and avoided visual biasing of data presentation. To make statistical inferences on changes in cell abundances, two-sided Wilcoxon Rank Sum tests were used and exact P values were reported (18). P values less than 0.05 were considered to be statistically significant.

### Pseudotime analysis

To complete pseudotime analysis and predict cell lineages, we used Slingshot (19). Only high-quality cell clusters were used for this analysis. A starting node was selected based on biological knowledge, then an unsupervised approach was used to infer branches between clusters. Following branch identification, the Slingshot getLineages() function was used to identify predicted cell lineage pathways. Custom functions were then used to extract the data and plot the branch patterns/lineages.

### Differential gene expression analysis

Differential gene expression analysis was completed using two different approaches (1) Wilcoxon Rank Sum test (FindMarkers function) and (2) pseudobulk conversion. When possible, we used pseudobulk conversion followed by a DESeq2 pipeline to evaluate differential gene expression (20). We required a minimum of 25 cells in a sample to be included in pseudobulk conversion and only applied this approach to compare cells within clusters or between groups of cells that had limited heterogeneity. Prior to running DESeq2, low abundance features, defined as features with less than 10 raw counts across all cells sampled, were filtered out. Features that had an adjusted P value of less than 0.01 and a log2(fold change) greater than 0.58 were considered to be statistically significant. For differential gene expression analysis completed using FindMarkers(), we obtained the average normalized count of each feature grouped by classification (Y verses X), then plotted the values on a scatter plot. Values that fell below a line of y-intercept = 0; slope = 1 and were determined to be higher in the X category using the FindMarkers() function (log2(fold change) < -0.58 and adjusted P value < 0.01), were discussed as increased in X or decreased in Y. Alternatively, values that fell above a line of y-intercept = 0; slope = 1 and were determined to be higher in the Y category using the FindMarkers() function (log2(fold change) > 0.58 and adjusted P value < 0.01), were discussed as increased in Y or decreased in X. Any subsequent pathway analysis was completed using lists of upregulated or downregulated genes and the enricher() function from clusterProfiler was used with the hallmarks gene sets (21, 22).

### Human-canine homology analysis

An annotated human leukocyte dataset (blish_covid.seu.rds) consisting of 6 healthy adults was obtained from https://zenodo.org/record/4021967/ and integrated with the 7 healthy dog samples generated in this study (18). SCT normalization and integration of the merged canine and human datasets was completed using 2000 variable features, while also regressing the percentage of mitochondrial reads. Following integration, the canine and human cell type annotations were prepended with “can_” or “hu_” then SCT normalized data was used to complete hierarchical clustering of the prepended cell types, an approach adopted from Cheng et al (23). Hierarchical clustering was completed using the hclust() function with using complete Euclidean distance to complete the analysis.

### Flow cytometric analysis

A subset of cells obtained from the samples used for single-cell RNA sequencing were used for paired flow cytometric analysis of immune cell types. Approximately 500,000 cells were plated and used for immunolabeling. Three antibody panels were used per sample (**Supplemental Table 1**). Cells were blocked with 5 uL of normal dog serum (panel 1 & 2) or 5 uL of normal donkey serum (panel 3) for 15 minutes on ice (Jackson Laboratory; Bar Harbor, ME). Primary antibodies diluted in FACS buffer (5% FBS plus 0.1% sodium azide in PBS) were added for 30 minutes (only mouse anti-CADO48a for panel 3), then for panel 3 a donkey anti-mouse secondary antibody (30 minutes) followed by strepdavidin-Qdot800 (15 minutes) and directly conjugated antibodies were added (30 minutes) on ice. Cells were washed twice with FACS between each labeling step. After completion of immunolabeling, 5 uL of 7-aad were added to each sample then run on a Beckman Coulter Gallios 3-laser flow cytometer. A total of 150,000 events were targeted during data acquisition.

## Results

### Establishment of a healthy canine leukocyte reference database

The first objective of this study was to establish a comprehensive canine reference leukocyte database that can be used to further define immune cell transcriptomes and be available for use by other research groups. To establish the reference dataset, we obtained a total of 32,028 cells from 3 male and 4 female middle-aged, clinically healthy dogs (**Table 1**). 

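Single leukocytes of the 7 healthy dogs had been captured on a 10x Genomics Chromium instrument after density centrifugation, and their reads counted with Cell Ranger against CanFam3.1. The deposited values were the numbers of unique molecular identifiers (UMIs) per gene and cell barcode, 1 matrix per dog, without normalization. The paper aligned each sample with and without intronic reads, and which of these counts the matrices hold is not known. A healthy dog's matrix held between 3650 and 7748 barcodes (median 5222) and between 27811378 and 46295707 UMIs (median 34224779). Barcodes were kept with more than 200 and fewer than 4500 genes, more than 500 and fewer than 20000 UMIs and less than 10% mitochondrial counts, the limits of the paper's methods. Scrublet, run in each dog at an expected rate of 0.8% doublets per 1000 barcodes, removed between 2.51 and 5.91% of the cells left. As in the paper, cells were classified in a dataset that joined the 7 healthy dogs with the 10 dogs with OS. Log-normalized counts of 2000 variable genes gave 30 principal components, from which differences between dogs were taken out with a soft k-means correction, and a graph of 20 nearest neighbors was clustered with the Leiden method at a resolution of 1.0. Clusters of platelets and erythrocytes were removed, and the other cells were clustered again within CD8/NK cells, CD4 T cells, rare T cells, myeloid cells and B cells. Each cluster took its name from lists of marker genes, most of them from Table 3 of the paper, so a name means that the cluster resembled that class. The authors chose these lists on the same healthy dogs, and the names are therefore not independent of the samples. The genes discussed by name in the comparisons, all ribosomal protein genes and all mitochondrial genes (131 genes) were used neither for clustering nor for naming. The dog was the replicate in every test.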

The average number of cells collected per dog was 4,575 and on average each cell was sequenced to a depth of 60,686 reads per cell.

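After these filters 32800 cells of healthy dogs were analysed, 4686 ± 1081 (SD, n = 7) per dog. The median cell of a healthy dog held between 3709 and 6702 UMIs and between 1571 and 2476 genes. Platelet and erythrocyte clusters had taken away between 1.98 and 6.60% of the cells of a dog. Sequencing reads cannot be counted in a UMI matrix, and reads per cell were not analysed here.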

**Table 1:** Dog demographics.

Group	ID	Sex	Age	Breed
Healthy	H_1	FS	8.3	Mixed
	H_2	MC	8.4	Australian Shepherd
	H_3	FS	6.9	Standard Poodle
	H_4	MC	7.4	Beagle
	H_5	FS	8.8	Mixed
	H_6	FS	7.7	Labrador Retriever
	H_7	MC	7.7	Newfoundland
Osteosarcoma	OS_1	MC	10	Labrador Retriever
	OS_2	FS	9	Saint Bernard
	OS_3	FS	6.8	Great Dane
	OS_4	MC	11.5	Catahoula
	OS_5	MC	12.1	Rottweiler
	OS_6	MC	6.8	German Shepherd
	OS_7	FS	7.3	Great Dane
	OS_8	FS	5.7	Staffordshire Terrier mix
	OS_9	MI	7.8	Bernese Mountain Dog/Great Pyrenees
	OS_10	MI	10.4	Saint Bernard

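Clustering of the 80739 cells from the 17 dogs gave 29 clusters, of which 2 with platelet or erythrocyte markers (4097 cells) were removed. The 76642 cells left formed 76 clusters at the second level, with 12 among CD8/NK cells, 16 among CD4 T cells, 12 among rare T cells, 23 among myeloid cells and 13 among B cells. The resolution sets how many clusters are found, so values are given for named classes and not for numbered clusters.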

In total, 42 unique cell clusters were identified with major immune cell populations clustering in distinct regions of the uniform manifold approximation and projection (UMAP) plot (**Figure 1A**). 

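In the healthy dogs, CD4 T cells made up 35.9% ± 7.48 (SD, n = 7) of total leukocytes, CD8/NK cells 17.5% ± 7.35 (SD, n = 7) and monocytes 15.7% ± 4.97 (SD, n = 7). Granulocytes, as the paper calls eosinophils and basophils together, made up 3.48% ± 4.39 (SD, n = 7), dendritic cells 1.78% ± 1.16 (SD, n = 7) and plasma cells 0.911% ± 0.652 (SD, n = 7). Droplets with markers of 2 lineages, left out of all shares, were 0.394% ± 0.189 (SD, n = 7) of a healthy dog's cells.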

Cell identities were assigned based on feature plots using stereotypic markers reported in the literature (**Figures 1B, C**) (16). To further support our classifications, we used reference mapping to human databases (**Supplemental Figures 1A–E**). Unexpectedly, cell classifications based on human references were highly variable and largely ineffective at assigning cell identities, especially to CD8 T cell, NK cell, and myeloid cell populations. This variability is likely the result of incomplete canine genome annotation and distinct cellular transcriptomes between species. Following cell classification, we evaluated the relative contribution of each sample to every cluster (**Figures 1D, E**; **Supplemental Figure 2A**). This analysis revealed that the dataset was well integrated without overt batch effects, and most dogs contributed equally to each cluster. 

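Among the 7 healthy dogs, the share of CD8/NK cells lay between 9.24 and 28.5% of total leukocytes, that of monocytes between 10.2 and 22.9% and that of B cells between 7.02 and 18.7%. CD4 T cells lay between 34.2 and 41.8% in 6 dogs and made up 20.2% in healthy dog 7, with a 95% Clopper-Pearson interval from 19.0 to 21.4%. Such intervals cover counting error only. Granulocytes made up 13.2% (95% Clopper-Pearson interval from 12.0 to 14.4%) in healthy dog 2 and between 0.811 and 4.03% in the other 6 dogs.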

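Neutrophil clusters together held 38.9% of the cells of healthy dog 7, or 1728 of 4446 cells, with a 95% Clopper-Pearson interval from 37.4 to 40.3%. In the other 6 healthy dogs they held between 1.68 and 6.98%. The gap to the next dog was 0.858 of the range of the 7 dogs, above Dixon's critical value for 7 dogs. Neutrophils without an IFN signature made up 32.1% of this dog's leukocytes and IFN signature neutrophils 6.46%, against at most 6.77% and 0.248% in another healthy dog.

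**Figure D1:**
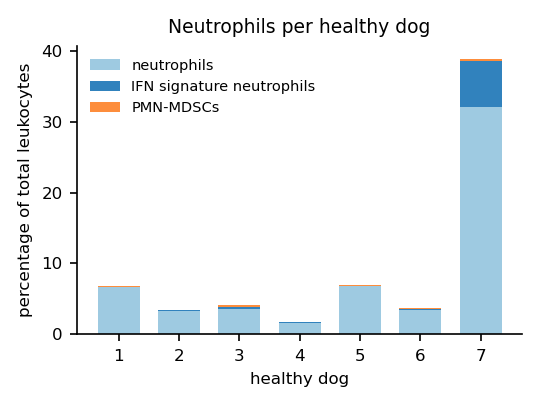
Each bar is 1 healthy dog, stacked from neutrophils (light blue), IFN signature neutrophils (dark blue) and PMN-MDSCs (orange) as percentages of total leukocytes. Healthy dog 7 reaches 38.9%, and no other bar exceeds 6.98%.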

The exceptions were within two neutrophil clusters, Clusters 4 and 9, which were largely composed of cells from healthy dog 7. In mice and humans, neutrophils are reported to have a cellular density that is too dense to be isolated in the polymorphonuclear cell (PBMC) layer when completing density centrifugation (24). However, consistent with previous reports, we present evidence that a sizeable population of canine neutrophils have a density that allows them to be collected with PBMC isolation (25). Additionally, there is evidence of marked inter-sample variability in the number of neutrophils isolated through density centrifugation, which can alter overall cellular proportions in a given sample.

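All neutrophil classes together made up 9.38% ± 13.1 (SD, n = 7) of the leukocytes of healthy dogs, and 4.46% ± 2.07 (SD, n = 6) without healthy dog 7. Among cells other than neutrophils and PMN-MDSCs, CD4 T cells were 33.0% in healthy dog 7 and between 36.7 and 44.9% in the other 6. This gap was 0.316 of the range, below Dixon's critical value.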

**Figure 1:**
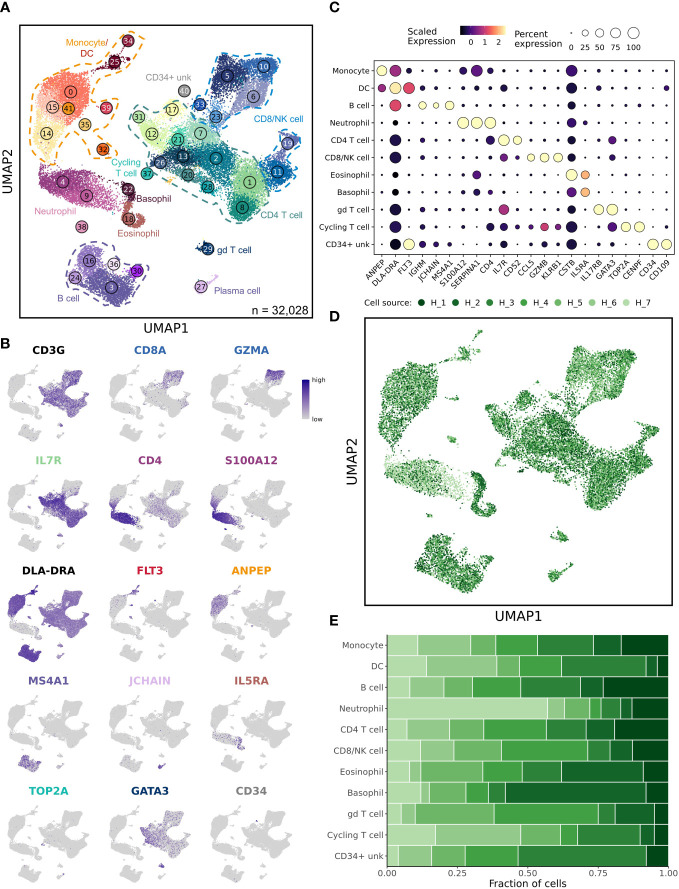
Unsupervised clustering reveals 42 unique cell populations in healthy dog leukocytes. **(A)** UMAP representation depicting the unsupervised clustering results of 32,028 leukocytes from 7 healthy dogs. Major immune cell populations are labeled on the plot (CD34+ unk = CD34+ unclassified; gd = γδ) and each number corresponds to a unique cluster, with numbers increasing as cluster size becomes smaller. **(B)** Feature plots depicting expression of stereotypic genes used to define cell populations. **(C)** Dot plots illustrating scaled gene expression grouped by major immune cell populations. **(D)** UMAP representation of healthy canine leukocytes down sampled to obtain equal sampling of each dog and colorized by biological replicate (n = 7 dogs). **(E)** Stacked bar graph depicting contribution of each sample to every cell type.

Although UMAP plots do not perfectly reconstruct the relative spatial relationship between cells, we noted that myeloid cells largely clustered together, while T cells and B cells clustered in different regions of the plot, indicating the data clustered in a biologically relevant manner. 

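A neutrophil cluster with markers of PMN-MDSCs held 52 cells of the healthy dogs, between 1 and 14 per dog and 0.164% ± 0.105 (SD, n = 7) of total leukocytes. No healthy dog reached the 25 cells set as the least for a sum of counts, so expression in this cluster was not compared within the healthy dogs.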

Interestingly, there was one rare myeloid cell cluster (Cluster 38) which clustered in a distant location from the other neutrophils and lacked CD4 expression. Additionally, one T cell population (Cluster 29) was plotted in a distant location relative to other T cells; this population was identified as a gd (γδ) T cell population based on GATA3 and TRDC expression (**Figure 1B** and **Supplemental Figure 1F**). Another interesting observation was that the CD8 T cell populations clustered in two separate regions of the UMAP, with naïve CD8 T cells appearing to be more similar to naïve CD4 T cells than effector CD8 T cells. This clustering of T cells is likely a result of naïve CD8 T cells lacking cytotoxic properties that arise following interaction with their cognate antigen.

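Counts of naïve CD8, naïve CD4 and effector CD8 T cells were summed within each healthy dog, each class with at least 25 cells in all 7 dogs. Across 12828 genes, log2 CPM (with 1 added) of naïve CD8 T cells had a Pearson correlation of 0.965 ± 0.0166 (SD, n = 7) with naïve CD4 T cells and of 0.901 ± 0.0133 (SD, n = 7) with effector CD8 T cells. These correlations run across genes, and genes are not independent replicates. The genes include those that formed and named the classes, and LEF1 and CCR7 were markers of both naïve classes. A naïve CD8 cluster of 873 cells scored higher on the naïve CD4 list (mean log2 fold 0.598) than on its own (0.578). The difference in correlation may therefore be set in part by the naming. The correlation with naïve CD4 T cells was higher in 7 of 7 dogs (exact two-sided sign-flip permutation test over dogs, p = 0.0156, the smallest p that 7 dogs allow). A minimum of 10 cells per dog gave the same dogs and value. From the position of these cells on the UMAP, the paper states that naïve CD8 T cells appeared closer to naïve CD4 T cells than to effector CD8 T cells, and it proposes that they lack cytotoxic properties which arise after contact with antigen.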

Upon classification of all cell populations identified in the 7 healthy dogs, we generated gene lists that define each cell population and provide these lists in **Supplemental Data 1**. In summary, we present a road map of healthy canine leukocytes and provide transcriptomic signatures for each distinct immune cell type that can be applied to study canine immunology as well used as a reference for deconvolution of bulk RNA sequencing data. Next, we applied the reference to investigate how the presence of osteosarcoma alters leukocyte transcriptional programs.

### Comparison of healthy and osteosarcoma affected canine leukocytes

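Leukocytes of 10 dogs with OS had been isolated, captured and counted in the same way as those of the healthy dogs. A matrix of a dog with OS held between 1332 and 7520 barcodes (median 5726) and between 7740230 and 56510134 UMIs (median 41066198). The same limits on cells applied, Scrublet removed between 1.13 and 5.32% of the cells, and platelet and erythrocyte clusters took away at most 10.0%. The median cell of a dog held between 4220 and 6838 UMIs, and total UMIs per matrix did not differ between the 2 groups (exact two-sided Wilcoxon rank-sum test, p = 0.536). Shares of cells were compared between 7 healthy dogs and 10 dogs with OS with the exact two-sided Wilcoxon rank-sum test, whose smallest possible p for these numbers is 0.000103, at a threshold of 0.05. Benjamini-Hochberg adjusted values were computed over the 12 major classes, over the 38 subsets as a percentage of total leukocytes, and within each parent population. Gene expression was compared on pseudobulk sums of counts per dog with edgeR's quasi-likelihood test after TMM normalization, for dogs with at least 25 cells and genes with at least 10 counts over all dogs. Genes were called at an adjusted p below 0.01 and an absolute log2 fold change above 0.58, the thresholds of the paper's pseudobulk methods. CPM values are those of the sums, with TMM factors. No sequencing batch is known for these dogs, so no comparison within batches was made.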

We isolated circulating leukocytes from 6 male and 4 female middle-aged tumor bearing dogs diagnosed with osteosarcoma (OS) (**Table 1**; **Supplemental Table 2**). 

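Dogs with OS gave 43543 cells for analysis, between 1199 and 5454 per dog (median 4642). Counts of UMIs and genes per cell did not separate the groups: the median UMIs per cell were 5352 ± 1093 (SD, n = 7) in healthy dogs and 5548 ± 816 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.887).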

The cells obtained from the cancer burdened dogs were integrated with the 7 healthy samples to obtain a complete dataset of 74,067 cells. Similar to the unsupervised clustering of the healthy samples, we identified 46 unique clusters with the major immune cell types apparent (**Figure 2A**). 

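Dogs with OS held 37.3% ± 7.58 (SD, n = 10) CD4 T cells, 20.2% ± 7.66 (SD, n = 10) CD8/NK cells, 22.1% ± 9.91 (SD, n = 10) monocytes and 6.32% ± 3.10 (SD, n = 10) neutrophils among total leukocytes. None of these shares differed from that of healthy dogs by the exact two-sided Wilcoxon rank-sum test (p = 0.887, 0.536, 0.0702 and 0.536, in the same order, with adjusted p values of 0.962, 0.901, 0.281 and 0.901 over the 12 major classes). The monocyte share lay above the healthy median in 8 of 10 dogs with OS, and without dog 4 with OS its p was 0.0164. Dendritic cells made up 1.45% ± 0.869 (SD, n = 10), granulocytes 2.99% ± 3.16 (SD, n = 10) and plasma cells 0.799% ± 0.642 (SD, n = 10), with p values by the same exact test of 0.962, 0.962 and 0.601.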

Evaluation of data integration revealed uniform distribution of cells across all samples, except for clusters 9, 12, and 26 (**Figures 2B, C** and **Supplemental Figure 2B**).

**Figure 2:**
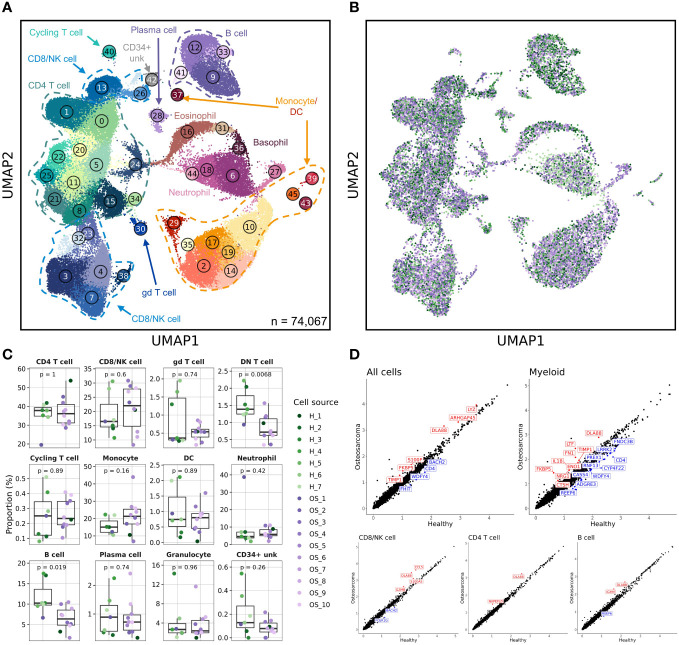
Canine osteosarcoma contributes to reductions in the relative abundances of double negative T cells and B cells, while myeloid cells contribute to most transcriptomic aberrations. **(A)** UMAP representation depicting the unsupervised clustering results of 74,067 leukocytes from 7 healthy and 10 osteosarcoma dogs (CD34+ unk = CD34+ unclassified). **(B)** UMAP representation of healthy (n = 7) and osteosarcoma (n = 10) canine leukocytes down sampled to obtain equal sampling of each dog and colorized by biological replicate. Legend is shared with **(C)**. **(C)** Box plots quantifying changes in cell abundances between healthy and cancer dogs (Granulocyte = Eosinophil and Basophil clusters; DN T cell = Cluster 26 of CD8/NK T cell group). P values were obtained using a two-sided Wilcoxon Rank Sum test. **(D)** Scatter plots comparing average feature expression in osteosarcoma (y-axis) verses healthy cells (x-axis) with all (74,067) cells and 4 of the major immune cell populations, with labeled features significantly altered, as determined using a Wilcoxon Rank Sum test.

Clusters 9 and 12 (B cell populations) and Cluster 26 (a double negative [CD3^+^/CD4^-^/CD8^-^] T cell population) were found to be underrepresented in the OS dogs. 

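B cells other than plasma cells made up 12.2% ± 4.38 (SD, n = 7) of total leukocytes in healthy dogs and 6.76% ± 3.16 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0330, adjusted p = 0.198 over the 12 major classes). The share lay below the healthy median in 8 of 10 dogs with OS. DN T cells made up 1.43% ± 0.360 (SD, n = 7) in healthy dogs and 0.783% ± 0.368 (SD, n = 10) in dogs with OS (same exact test, p = 0.00463, adjusted p = 0.0555), below the healthy median in 9 of 10 dogs. Both differences exceeded the SD between dogs, and neither passed 0.05 after adjustment. The B cell comparison rose past 0.05 without healthy dog 1 or healthy dog 3 (exact p = 0.0727) and without dog 1, 2, 3, 5 or 10 with OS (exact p = 0.0549 each), and fell to 0.00679 with neutrophils and PMN-MDSCs left out of the total. The DN T cell comparison had an exact p of 0.0136 at a higher clustering resolution and of 0.0185 with myeloid cells left out of the total.

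**Figure D2:**
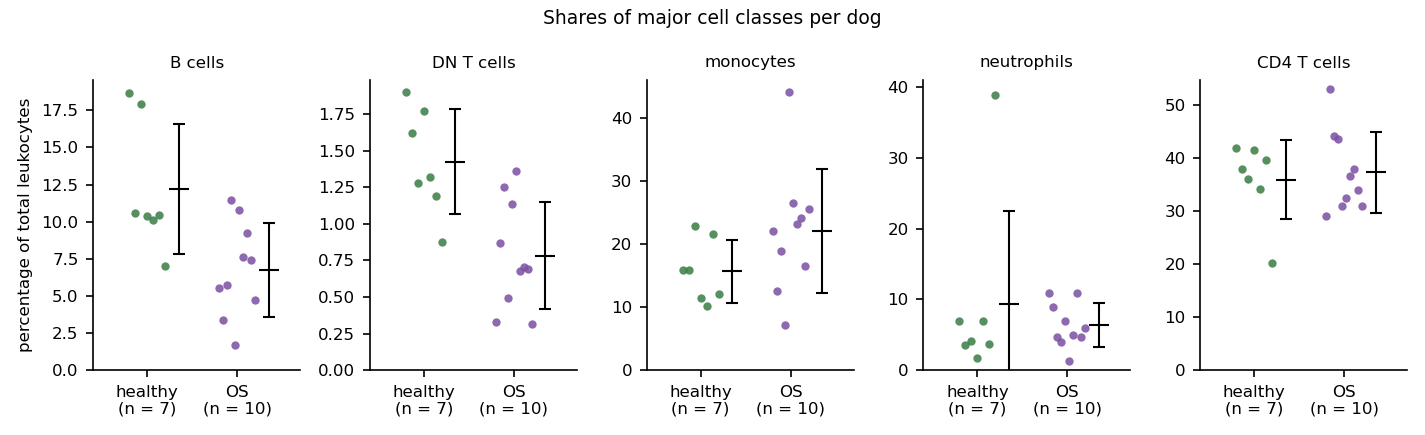
Shares of 5 classes as percentages of total leukocytes, with 1 point per dog (green, healthy; purple, OS) and bars for the mean ± SD of 7 healthy dogs and 10 dogs with OS. DN T cells are at a mean of 1.43% in healthy dogs and 0.783% in dogs with OS, and B cells at 12.2% and 6.76%.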

Interestingly, there has been one report of B cell and double negative (DN) T cell reductions in the peripheral blood of non-small cell lung cancer patients (26). While these findings agree with our data, other reports have documented reductions in B cell and DN T cell abundances with age (27, 28). Therefore, to investigate further, we compared the relative contribution of cell types in the middle-aged OS (aged 5-8 years old) and old OS dogs (aged 9-12 years old). 

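The 5 middle-aged dogs with OS held 8.16% ± 1.92 (SD, n = 5) B cells and 0.938% ± 0.339 (SD, n = 5) DN T cells, and the 5 old dogs with OS 5.35% ± 3.72 (SD, n = 5) and 0.628% ± 0.360 (SD, n = 5). In exact two-sided Wilcoxon rank-sum tests of middle-aged against old dogs, p was 0.151 for B cells and 0.222 for DN T cells, where 5 dogs against 5 allow no p below 0.00794. Healthy dogs against middle-aged dogs with OS gave p = 0.149 for B cells and p = 0.0732 for DN T cells by the same exact test, where the smallest possible p is 0.00253. Over these 4 tests the adjusted p values were 0.201 for 3 of them and 0.222 for DN T cells in middle-aged against old dogs. Without dog 4 with OS the B cell share differed between middle-aged and old dogs (exact p = 0.0159). With neutrophils and PMN-MDSCs left out of the total, healthy and middle-aged dogs differed in both classes (exact p = 0.0177 for each). By the records, the middle-aged dogs with OS were younger on average than the healthy dogs. Of the 5 middle-aged dogs with OS, 4 went against their recorded sex by 12 X chromosome genes listed beforehand, and 2 of these 4 also did so by 10 other X chromosome genes, so whether the records are wrong is open.

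**Figure D3:**
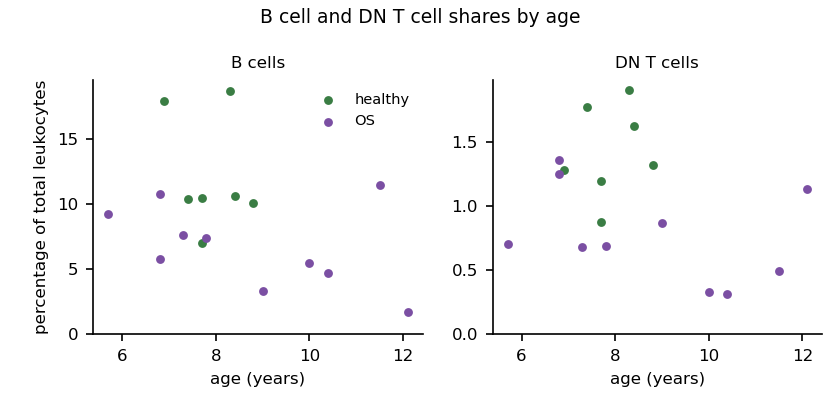
Recorded age in years (x axis) and share of B cells or DN T cells as a percentage of total leukocytes (y axis), with 1 point per dog (green, healthy; purple, OS). Healthy dogs were aged 6.9 to 8.8 years and dogs with OS 5.7 to 12.1 years.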

We found no difference in B cell or DN T cell abundances between middle-aged and old OS dogs, while comparisons between healthy and middle-aged OS dogs also suggested no differences in abundance (**Supplemental Figure 3**). Therefore, due to the limited sample size and previous reports of age-dependent B cell and DN T cell reductions, we believe the observed reductions in our dataset are likely in part due to age and not a direct effect of OS.

Aside from changes in cell abundances, we also observed that the CD4^-^ neutrophil population identified in the healthy dataset (Cluster 38 in **Figure 1A**) shifted its position on the UMAP to be closer to other neutrophil populations (Cluster 27 in **Figure 2A**). This shift is attributed to the addition of cell numbers increasing the sample size and enabling the UMAP dimension reduction to better reconstruct the relative position on this cell population. While this population visually appeared to be expanded, statistically, there was no difference in abundance when evaluating the percentage out of total leukocytes using the clustering results from all immune cells.

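PMN-MDSCs made up 1.16% ± 1.51 (SD, n = 10) of total leukocytes in dogs with OS, against 0.164% in healthy dogs (exact two-sided Wilcoxon rank-sum test, p = 0.315, adjusted p = 0.881 over the 38 subsets). The share lay above the healthy median in 6 of 10 dogs with OS. It ranged from 0 to 4.16% in dogs with OS and from 0.0154 to 0.315% in healthy dogs. Dog 3 with OS had 0 of 1199 cells in this class.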

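Of 16263 genes tested in the sums over all cells, edgeR called 0 between dogs with OS and healthy dogs, with 937 genes at an unadjusted p below 0.05, and DESeq2 called 3. Among CD8/NK cells 13737 genes were tested, with 0 called by either tool and 475 at an unadjusted p below 0.05. Among CD4 T cells the numbers were 14588 tested, 0 called by either tool and 556 at an unadjusted p below 0.05. Among B cells including plasma cells 12944 genes were tested, with 0 called by either tool and 648 at an unadjusted p below 0.05. The sums over all cells held between 7103082 and 38487670 UMIs per dog with OS and between 21991750 and 36673770 per healthy dog.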

Finally, we evaluated differentially expressed genes in all cells and each of the major immune cell populations (**Figure 2D**). This analysis indicated that several features were overrepresented in dogs with OS, with the most prominent differences arising from changes to myeloid cell gene expression. In particular, we observed IL1B and LTF upregulation in dogs with OS and a slight reduction of CD4 expression in dogs with OS. 

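In myeloid cells edgeR called 0 of 14701 genes on the sums per dog, with 844 at an unadjusted p below 0.05, and DESeq2 called 2. In monocytes alone edgeR called 0 of 14085 genes, with 855 at an unadjusted p below 0.05, and DESeq2 called 3. Of the 10 genes that the paper labels for all cells in Fig. 2D, 10 had the paper's direction here and 7 an unadjusted p below 0.05, and the smallest adjusted p from edgeR was 0.422. Of the 19 genes labelled for myeloid cells, 19 had the paper's direction and 11 an unadjusted p below 0.05, and the smallest adjusted p from edgeR was 0.579. The paper chose these genes on the same dogs, so these tallies are not independent evidence.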

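In all cells, IL1B (ENSCAFG00000007249) was at 80.3 ± 94.3 CPM (SD, n = 7) in healthy dogs and 217 ± 216 CPM (SD, n = 10) in dogs with OS, a log2 fold change of 1.43 (standard error 0.77, adjusted p = 0.865 from edgeR), with 8 of 10 dogs above the healthy median. With each dog left out in turn it ran from 1.03, without dog 1 with OS, to 2.15, without healthy dog 1. LTF (ENSCAFG00000013763) was at 85.3 ± 52.5 CPM (SD, n = 7) and 266 ± 235 CPM (SD, n = 10), a log2 fold change of 1.64 (standard error 0.54, adjusted p = 0.740 from edgeR), above the healthy median in 9 of 10 dogs. CD4 (ENSCAFG00000041713) was at 228 ± 230 CPM (SD, n = 7) and 142 ± 39.8 CPM (SD, n = 10), a log2 fold change of -0.68 (standard error 0.34, adjusted p = 0.860 from edgeR), below the healthy median in 6 of 10 dogs. Without healthy dog 7 the log2 fold change of CD4 was 0.011, and with DESeq2 it was 0.015. In myeloid cells the log2 fold changes were 1.21 for IL1B, 1.68 for LTF and -0.86 for CD4, with adjusted p values from edgeR of 0.868, 0.818 and 0.847. There CD4 was at -0.026 without healthy dog 7 and IL1B at 2.12 without healthy dog 1. With PMN-MDSCs taken out, LTF rose by 0.57 in all cells and 0.29 in myeloid cells on the log2 scale.

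**Figure D4:**
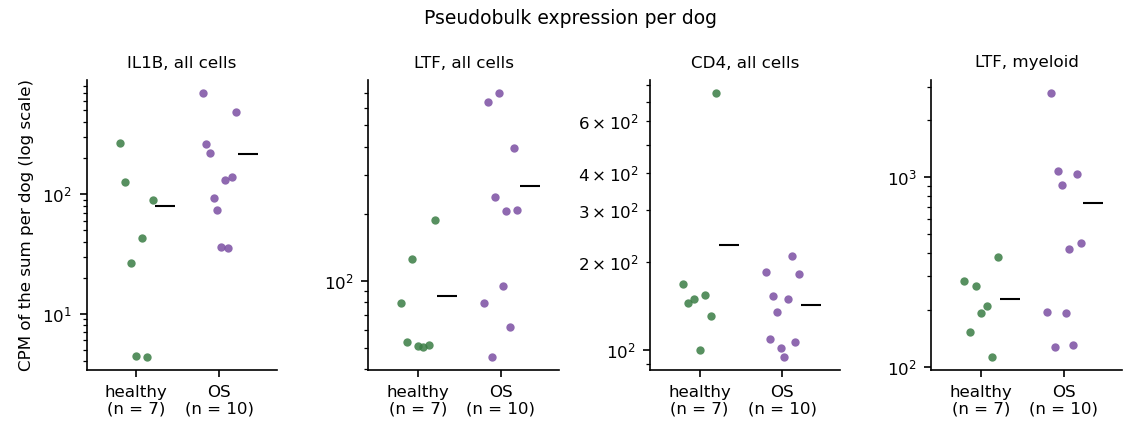
CPM of the sums over all cells, or over myeloid cells in the right panel, on a log scale, with 1 point per dog (green, healthy; purple, OS) and a bar at the mean. The healthy dog at 748 CPM of CD4 is healthy dog 7.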

To further evaluate transcriptional differences in health and diseased states, we subset the database on each major cell population and completed independent unsupervised clustering to obtain greater resolution.

### CD8 T cells, double negative T cells, and NK cells

In depth analysis of CD8 T cell, double negative T cell, and NK cell populations consisted of 15,846 cells with unsupervised clustering revealing 12 distinct clusters. 

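The CD8/NK clustering held 15188 cells in 12 clusters. As a percentage of CD8/NK and DN T cells, naïve CD8 T cells made up 21.0% ± 9.23 (SD, n = 7) in healthy dogs and 23.5% ± 14.7 (SD, n = 10) in dogs with OS, effector CD8 T cells 47.9% ± 6.55 (SD, n = 7) and 50.2% ± 19.8 (SD, n = 10), and NK cells 4.12% ± 2.28 (SD, n = 7) and 3.11% ± 1.41 (SD, n = 10). The exact two-sided Wilcoxon rank-sum test gave p values of 0.813, 0.887 and 0.315 in this order, each with an adjusted p of 0.887 over 6 subsets. Clusters of 1748 and 173 cells named memory CD8 T cells had more of the paper's effector than memory genes in the lead, among them NCR3 and CCL5. The effector CD8 T cell class here leaves these cells out. No cluster met the conditions for the name NK T cell.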

Within this major immune cell population, we identified DN T cells, naïve CD8 T cells, effector CD8 T cells, memory CD8 T cells, NK cells, and NK T cells (**Figures 3A, B** and **Supplemental Figures 4A–C**). Unexpectedly, we also identified a population of CD8+ gd T cells (Cluster 11) based on TRDC expression (**Supplemental Figure 4D**). 

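A class with the markers listed for CD8+ gd T cells held 190 cells, 0.684% ± 0.222 (SD, n = 7) of CD8/NK cells in healthy dogs and 2.50% ± 5.25 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.536, adjusted p = 0.887 over the 6 subsets). Dog 5 with OS held 78 of these cells, 17.0% of its CD8/NK cells (95% Clopper-Pearson interval from 13.6 to 20.7%). TRDC has no entry among the genes counted on CanFam3.1 and was not analysed here.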

Of note, we found TRDC expression to extend outside of the CD8+ gd T cell cluster, with intermittent gene expression in effector and naïve CD8 T cells as well as uniform expression in NK cells. In addition to manual and algorithmic classification methods, we completed differential gene expression analysis to determine which features define key populations.

**Figure 3:**
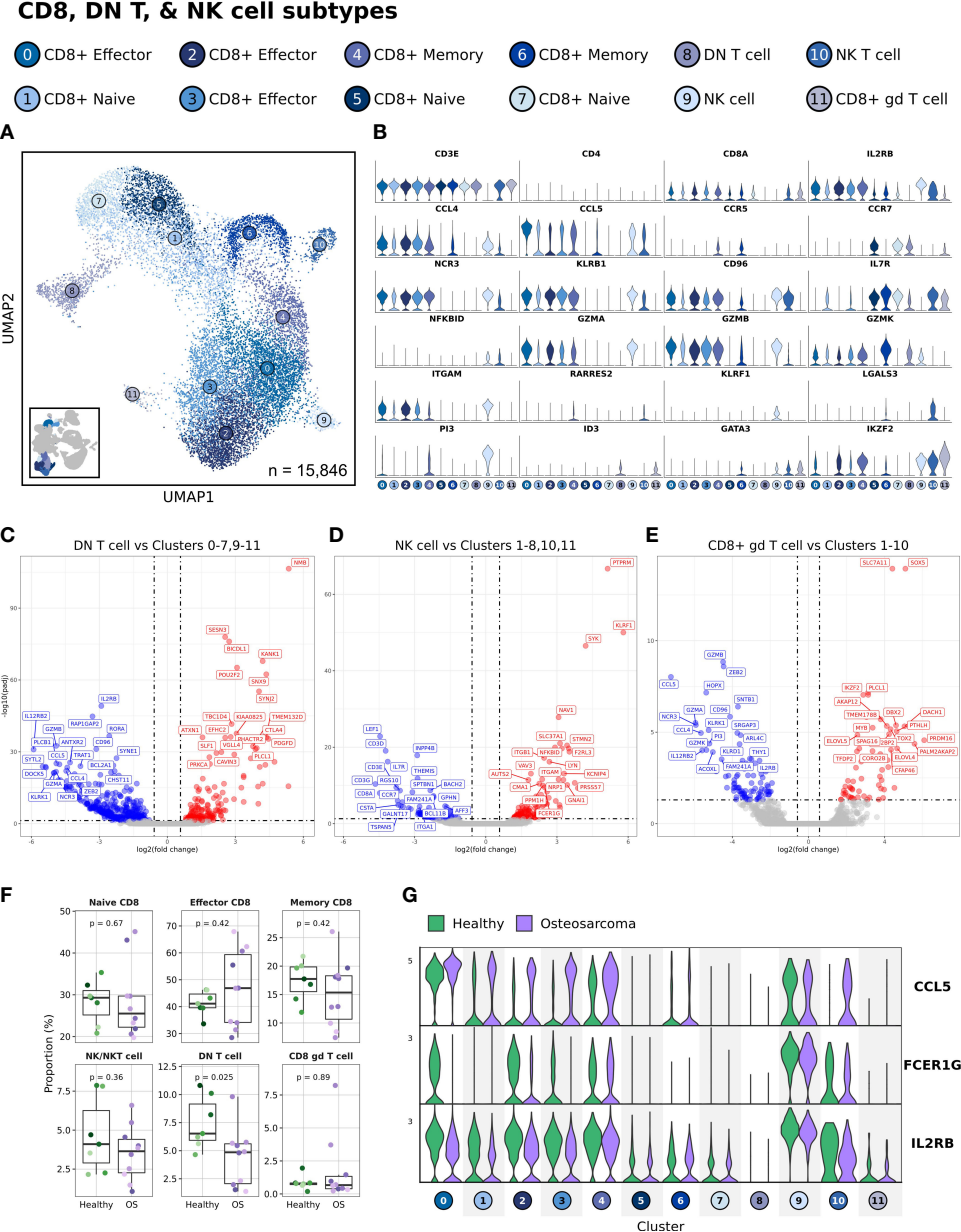
Double negative T cell abundances are reduced in dogs with cancer, while CCL5 expression is increased in effector CD8 T cell clusters. **(A)** UMAP representation depicting the unsupervised clustering results of 15,846 leukocytes (n = 7 healthy and 10 osteosarcoma dogs). **(B)** Violin plots depicting key feature expression for each cytotoxic cell cluster. Axis scales are fixed across all features. **(C-E)** Volcano plots depicting differential gene expression when comparing DN T cell, NK cell, and CD8^+^ gd T cell populations to all reaming cell clusters. **(F)** Box plots quantifying changes in cell cluster abundances (percentage of total cells, n = 15,846) between healthy and cancer dogs. P values were obtained using a two-sided Wilcoxon Rank Sum test. **(G)** Violin plots of three features (CCL5, FCER1G aka Fc Epsilon Receptor Ig, and IL2RB aka CD122) identified as increased (CCL5, FCER1G) or decreased (IL2RB) in at least one cell cluster.

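To read the genes of a class, its counts and those of the other cells of its parent were summed per dog, for dogs with at least 25 cells on each side, and compared with edgeR. A class differs by construction in the genes that formed it. Only genes left out of clustering and naming were therefore read, adjusted over these genes alone (124 in CD8/NK cells), and no number of changed genes is given. Genes expressed along with those that formed a class may still differ through its construction. Their p values are therefore no independent evidence for the class.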

The results of differential gene expression using pseudobulk analysis from comparing one cluster to all other cells allowed for a complete description of the features that define each cell type. We found that the DN T cell cluster had reduced expression of cytotoxic genes (GZMB, NCR3, and KLRK1) and increased CTLA4 expression relative to all other cytotoxic cells (**Figure 3C** and **Supplemental Data 3**). These gene patterns suggest the population may have reduced cytotoxic potential and may exhibit immune suppressive properties. 

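In 13 dogs, DN T cells were compared with the other CD8/NK cells. GZMB (ENSCAFG00000025287) was at 15.3 ± 15.0 CPM (SD, n = 13) in DN T cells and 915 ± 520 CPM (SD, n = 13) in the others, a log2 fold change of -6.11 (standard error 0.34, adjusted p = 1.4e-17 from edgeR). NCR3 (ENSCAFG00000030919) had a log2 fold change of -7.57 (standard error 0.37, adjusted p = 6.9e-19 from edgeR), from 529 ± 175 CPM (SD, n = 13) in the other cells. KLRK1 (ENSCAFG00000025596) had a log2 fold change of -5.84 (standard error 0.41, adjusted p = 9.7e-15 from edgeR), from 423 ± 156 CPM (SD, n = 13). CTLA4 (ENSCAFG00000012876) was at 394 ± 92.8 CPM (SD, n = 13) in DN T cells and 30.6 ± 19.6 CPM (SD, n = 13) in the others, a log2 fold change of 3.70 (standard error 0.26, adjusted p = 9.7e-15 from edgeR). Each of the 4 genes differed in its direction in 13 of 13 dogs. The DN T cell sums held between 165689 and 566337 UMIs per dog.

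**Figure D5:**
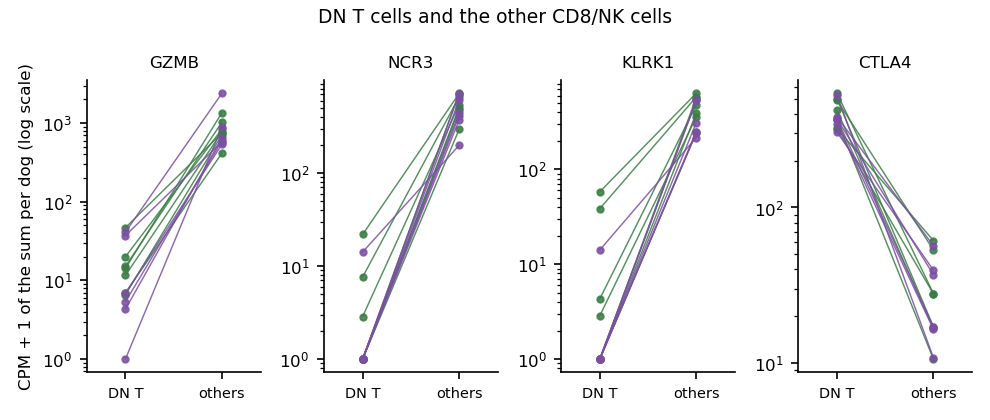
Lines join DN T cells and the other CD8/NK cells of 1 dog (green, healthy; purple, OS), in CPM without TMM factors, with 1 added, on a log scale. The 13 lines lie lower in DN T cells for GZMB, NCR3 and KLRK1 and higher for CTLA4.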

When completing the same analysis on the NK cell population we found a reduction in T cell markers (CD3E, CD3G, CD8A) with an increase in certain cytotoxic features (GZMA, CD96 and KLRF1) relative to other cells (**Figure 3D** and **Supplemental Data 3**). 

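NK cells reached 25 cells in 9 dogs, with sums between 130359 and 513840 UMIs. CD3E (ENSCAFG00000012802) was at 346 ± 381 CPM (SD, n = 9) in NK cells and 939 ± 107 CPM (SD, n = 9) in the other CD8/NK cells, a log2 fold change of -1.48 (standard error 0.53, adjusted p = 0.0196 from edgeR), lower in 9 of 9 dogs. CD3G (ENSCAFG00000012780) fell by 1.18 on the log2 scale (standard error 0.48, adjusted p = 0.0363 from edgeR, lower in 7 of 9 dogs). CD8A (ENSCAFG00000007464) fell by 1.17 (standard error 0.50, adjusted p = 0.0458 from edgeR, lower in 8 of 9 dogs). None of these 3 genes passed the adjusted p of 0.01. Each of them passed it with the dog as a block, and CD3E, CD3G and CD8A also passed it with doublets kept or with another clustering seed. GZMA (ENSCAFG00000006735) had a log2 fold change of 1.38 (standard error 0.27, adjusted p = 0.00045 from edgeR), CD96 (ENSCAFG00000010358) of 1.16 (standard error 0.25, adjusted p = 0.00096) and KLRF1 (ENSCAFG00000030153) of 5.51 (standard error 0.52, adjusted p = 1.7e-08), each higher in 9 of 9 dogs.

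**Figure D6:**
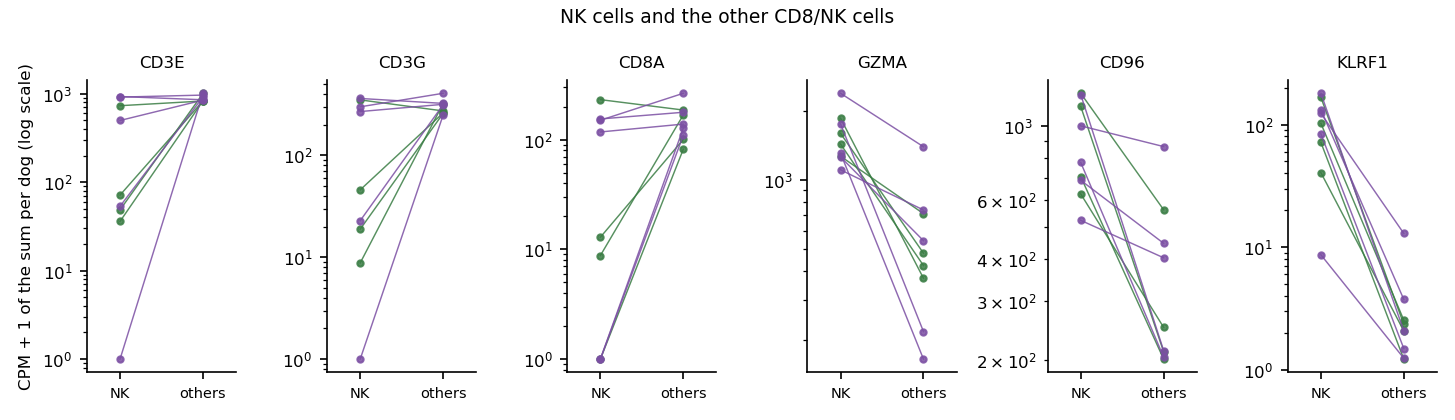
NK cells and the other CD8/NK cells of 1 dog are joined by a line (green, healthy; purple, OS), in CPM without TMM factors, with 1 added, on a log scale. In NK cells CD3E lies at 70.4 CPM or less in 5 dogs and at 497 CPM or more in 4, and without TMM factors dog 10 with OS lies higher in NK cells (928 against 853 CPM).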

Finally, we applied this approach to further investigate Cluster 11, a CD8^+^ gd T cell population (**Figure 3E** and **Supplemental Data 3**). This analysis revealed that several cytotoxic features were downregulated (GZMA, GZMB, GZMK, KLRK1, and NCR3) while also indicating IKZF2, SOX5, and ELOVL5 were upregulated relative to other cytotoxic cells.

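The CD8+ gd T cell class reached 25 cells in 2 dogs only, dog 5 (78 cells) and dog 6 (43 cells) with OS, and no test was made. GZMA was at 0 CPM in this class in both dogs, against 339 and 324 CPM in their other CD8/NK cells. GZMB was at 25.2 and 0 CPM against 740 and 537 CPM, GZMK at 2.96 and 5.79 CPM against 337 and 134 CPM, KLRK1 at 5.93 and 0 CPM against 271 and 244 CPM, and NCR3 at no more than 2.90 CPM against 250 and 368 CPM. IKZF2 was at 3204 and 1427 CPM against 257 and 212 CPM, SOX5 at 265 and 174 CPM against 7.08 and 4.13 CPM, and ELOVL5 at 1687 and 1065 CPM against 179 and 182 CPM.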

With cell classifications established, we next investigated the earlier observation that DN T cells were reduced in dogs with OS. 

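As a percentage of CD8/NK and DN T cells, DN T cells made up 8.44% ± 3.74 (SD, n = 7) in healthy dogs and 4.62% ± 3.27 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0553, adjusted p = 0.332 over 6 subsets). The share lay below the healthy median in 8 of 10 dogs with OS. It passed 0.05 with doublets kept (exact p = 0.0250), with another clustering seed (exact p = 0.0330) and by an exact permutation of the difference in means (p = 0.0426), and without dog 5 with OS (exact p = 0.0229).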

To complete this analysis, we evaluated the cellular abundances as a percentage of the total cells (15,846 cells) in this immune cell subset and the results were consistent with the earlier approach (**Figure 3F**). Despite the marked reduction in DN T cells, we believe the decrease is in part due to age and should be interpreted cautiously. Unexpectedly, there were minimal transcriptomic differences when comparing healthy and OS CD8 T cell populations, but we consistently observed an increase in CCL5 expression on effector CD8 T cells in OS dogs (**Figure 3G**). 

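In effector CD8 T cells edgeR called 0 of 12539 genes, with 592 at an unadjusted p below 0.05, and DESeq2 called 0. The sums held between 528299 and 4607384 UMIs per dog with OS and between 895376 and 4193537 per healthy dog. They leave out the clusters named memory CD8 T cells that had effector genes in the lead. CCL5 (ENSCAFG00000018171) was at 1679 ± 1255 CPM (SD, n = 7) in healthy dogs and 3844 ± 3465 CPM (SD, n = 10) in dogs with OS, a log2 fold change of 1.20 (standard error 0.51, adjusted p = 1.00 from edgeR), above the healthy median in 9 of 10 dogs. FCER1G (ENSCAFG00000012878) was at 271 ± 188 CPM (SD, n = 7) and 162 ± 140 CPM (SD, n = 10), a log2 fold change of -0.76 (standard error 0.56, adjusted p = 1.00 from edgeR), below the healthy median in 5 of 10 dogs. IL2RB (ENSCAFG00000001511) was at 621 ± 125 CPM (SD, n = 7) and 438 ± 173 CPM (SD, n = 10), a log2 fold change of -0.51 (standard error 0.21, adjusted p = 0.997 from edgeR), below every healthy dog in 7 of 10 dogs.

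**Figure D7:**
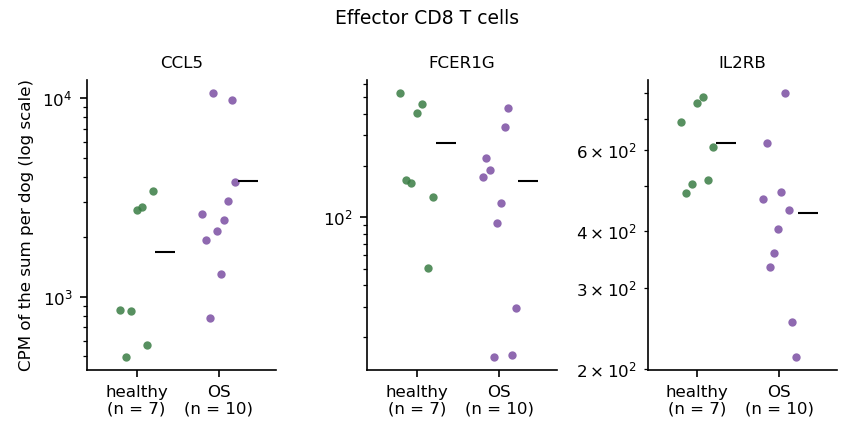
CPM in effector CD8 T cells on a log scale, with 1 point per dog (green, healthy; purple, OS) and a bar at the mean. CCL5 lies above the highest healthy dog (3413 CPM) in 3 dogs with OS, and IL2RB below the lowest healthy dog (484 CPM) in 7.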

Although less pronounced, we also identified decreases in FCER1G and IL2RB on effector CD8 T cell populations in dogs with OS. Together, these transcriptomic changes suggest there may be altered T cell recruitment signals in effector CD8 T cells of dogs with OS.

### CD4 T cells

To continue a deeper investigation of major immune cell populations, we next focused our analysis on the most heterogenous group of cells: the CD4 T cells. Following independent re-clustering, an additional 3 clusters were revealed which together indicated the presence of 15 transcriptionally unique CD4 T cell populations (**Figure 4A** and **Supplemental Figure 5A**). One additional cluster was determined to be of poor quality and is depicted (grey) but was excluded from downstream analysis. 

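Among CD4 T cells, TCM made up 17.3% ± 3.55 (SD, n = 7) in healthy dogs and 13.7% ± 2.94 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0431, adjusted p = 0.388 over 9 subsets), below the healthy median in 9 of 10 dogs with OS. With each dog left out in turn p ran from 0.0115 to 0.0934, and it was 0.05 or more without healthy dog 2, 3, 4, 5 or 6 or dog 2, 4, 6, 7, 8 or 10 with OS. Th17-like cells made up 5.02% ± 1.15 (SD, n = 7) and 6.41% ± 2.03 (SD, n = 10) (same exact test, p = 0.0878, adjusted p = 0.395). The other 7 subsets had exact p values between 0.364 and 0.962. Naïve CD4 T cells made up 31.6% ± 5.89 (SD, n = 7) in healthy dogs and 31.2% ± 11.4 (SD, n = 10) in dogs with OS, and Tregs 6.74% ± 1.22 (SD, n = 7) and 6.73% ± 1.84 (SD, n = 10).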

Comparisons between healthy and OS CD4 T cells revealed no apparent aberrations in cell abundances or transcriptomes (**Supplementary Figure 5B**). Therefore, our analysis of CD4 T cells focused on describing the transcriptomic signature of each unique CD4 T cell population.

**Figure 4:**
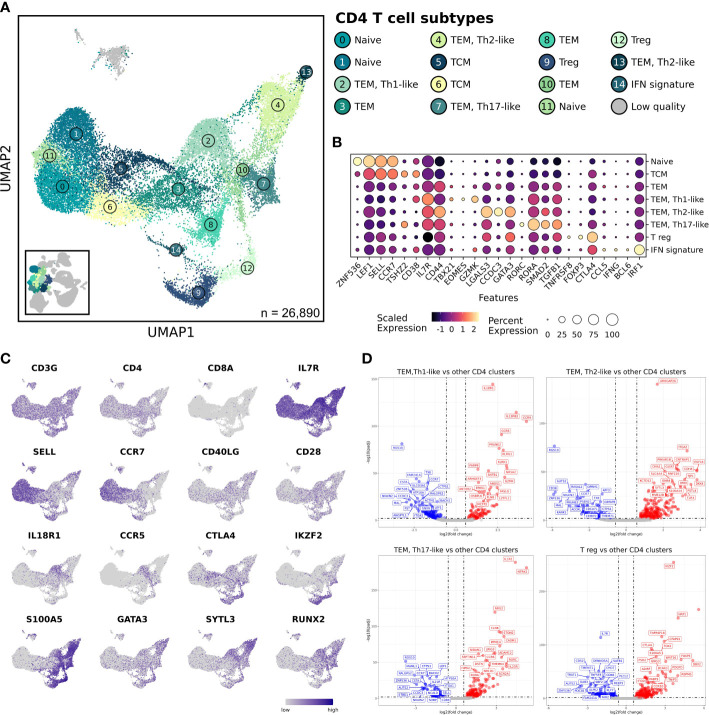
Analysis reveals 4 major CD4 T cell subtypes that were unaltered when comparing between healthy and osteosarcoma leukocytes. **(A)** UMAP representation depicting the unsupervised clustering results of 26,890 leukocytes (n = 7 healthy and 10 osteosarcoma dogs). **(B)** Dot plots illustrating gene expression by major CD4 T cell classification. Cell sub-classifications were collapsed to obtained 1 cell type group. **(C)** Feature plots depicting expression of stereotypic features used to define CD4 T cell populations. **(D)** Volcano plots depicting differentially expressed gene that were identified when comparing TEM Th1-like, Th2-like, Th17-like, and T regulatory cell clusters to all other CD4 T cell clusters. TCM, T central memory; TEM, T effector memory; Treg, regulatory T cell; IFN, interferon.

We used stereotypic markers and reference mapping to assign cell identities (29, 30). This enabled the identification of naïve, central memory (TCM), effector memory (TEM), T regulatory (Tregs), and interferon (IFN) signature CD4 T cell populations (**Figures 4B, C**). The IFN signature cell type (Cluster 14) was defined by high expression of features associated with IFN response pathways when completing gene set enrichment analysis (**Supplemental Figure 5C**) (31). 

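CD4 T cells formed 16 clusters of 27963 cells. The IFN signature class held 125 cells, 0.156% ± 0.0524 (SD, n = 7) of total leukocytes in healthy dogs and 0.168% ± 0.0761 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 1). Its leading genes were used to name it, so no test of IFN genes was made in this class.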

The heterogeneity within the TEM clusters was further investigated and revealed the presence of Th1-like, Th2-like, and Th17-like clusters (**Supplemental Figure 5D**) (17). Next, we used pseudotime trajectory analysis to investigate how the CD4 T cell populations were related. To complete this analysis, we established the naïve CD4 T cell Cluster 0 as the root node, then used Slingshot to infer how cell transcriptomes progressed (19). The analysis indicated several branchpoints, with 4 major lineages identified (**Supplemental Figures 5E, F**). All lineages began at the assigned naïve CD4 T cell cluster (Cluster 0), progressed through a TCM cluster (Cluster 5), then through a TEM, and finally diverged toward an endpoint. Lineage 1 was determined to represent the progression of Th1-like cells, lineage 2 tracked the Th2-like progression, lineage 3 illustrated the Th17-like progression, and lineage 4 represented the progression of Tregs. Finally, for each of the four-lineage endpoints we completed differential gene expression analysis to further define the cell populations (**Figure 4D** and **Supplemental Data 3**). 

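Each class was compared with the other CD4 T cells, without pairing the 2 sums of a dog. Values were adjusted over the 128 genes left out of clustering. IL18R1 (ENSCAFG00000002138) had a log2 fold change of 2.04 (standard error 0.11, adjusted p = 6.7e-19 from edgeR) in Th1-like cells, higher in 17 of 17 dogs, and TBX21 (ENSCAFG00000016705) of 1.38 (standard error 0.23, adjusted p = 1.8e-05), higher in 16 of 17 dogs at 5.02 ± 2.69 CPM (SD, n = 17). In Th2-like cells GATA3 (ENSCAFG00000005019) rose by 1.22 on the log2 scale (standard error 0.11, adjusted p = 8.2e-12 from edgeR), higher in 17 of 17 dogs. RORA (ENSCAFG00000016700) rose by 1.24 in Th17-like cells (standard error 0.12, adjusted p = 2.5e-11 from edgeR), higher in 17 of 17 dogs. Tregs were compared in 16 dogs, where FOXP3 (ENSCAFG00000015934) rose by 2.73 (standard error 0.26, adjusted p = 1.4e-11 from edgeR) and CTLA4 (ENSCAFG00000012876) rose with an adjusted p of 1.3e-13 from edgeR, each higher in 16 of 16 dogs. The sums of a class held between 174353 UMIs, in Th17-like cells, and 3486635 UMIs, in Th1-like cells.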

Each population had upregulation of canonical features (Th1 = IL18R1/TBX21; Th2 = GATA3; Th17 = RORA/RORC, Treg = CTLA4/FOXP3) which acted to further validate cell classifications and provide novel markers to distinguish each cell type (29, 32). In summary, we observed minimal aberrations in cell abundance or transcriptomes of CD4 T cell population in OS dogs but were able to identify 4 major lineages which provides insight into CD4 T cell biology in dogs.

### Myeloid cells

The next major immune cell population we analyzed consisted of monocytes, dendritic cells, neutrophils, basophils, and eosinophils. Through completion of independent re-clustering, we identified 22 high quality myeloid cell populations and 2 low quality clusters that were excluded from downstream analysis (**Figure 5A** and **Supplemental Figure 6A**). Monocytes were the most heterogenous cell type with 9 unique clusters, followed by 5 dendritic cell clusters, 5 neutrophil clusters, 2 eosinophil clusters, and 1 basophil cluster. 

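The myeloid clustering held 24681 cells in 23 clusters. CD4- monocytes made up 30.7% ± 12.2 (SD, n = 7) of myeloid cells in healthy dogs and 32.3% ± 8.49 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.813). Monocytes whose clusters matched no subset list made up 20.4% ± 7.57 (SD, n = 7) and 24.0% ± 6.55 (SD, n = 10) (same exact test, p = 0.601). A cluster of 45 cells alone met the conditions for CD4+ monocytes other than M-MDSCs, and it is not reported as a class. This does not mean that such cells were absent. Without TMM factors, CD4 was at 139 CPM (79.9 to 225 over 17 dogs) in the monocytes that matched no list. In CD4- monocytes it was at 3.77 CPM (0.432 to 8.98 over 17 dogs), so CD4+ monocytes may lie among the unmatched ones.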

Stereotypic features were then used to confirm cell identities (**Figure 5B**) (4, 16, 33). 

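CD4 (ENSCAFG00000041713) was left out of clustering and naming. In the 5 dogs with OS that had at least 25 PMN-MDSCs, it was at 17.7 ± 9.19 CPM (SD, n = 5) in PMN-MDSCs and 3735 ± 736 CPM (SD, n = 5) in the other neutrophils, lower in 5 of 5 dogs (exact two-sided sign-flip permutation test, p = 0.0625, the smallest p that 5 dogs allow). The PMN-MDSC sums held between 213424 and 1232878 UMIs.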

Although CD4 is reported to be expressed on canine neutrophils by flow cytometry, we identified a distinct neutrophil population that lacks CD4 expression (Cluster 12) (34). This unique neutrophil population appeared to be immature with immune suppressive gene expression patterns and was assigned an identity of polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs). When annotating the monocyte populations, we intended to define subpopulations by CD14/CD16 expression, as used for humans and mice. However, both CD14 and CD16 lack annotation in the primary canine reference genome (CanFam3.1) used in this study. As an alternative approach, we used CD64 (FCGR1A), MHCII (DLA-DRA), and CD86 to characterize to evaluate these cell populations in the context of human nomenclature (**Supplemental Figure 6B**) (35). We determined that CD4^+^ monocytes and M-MDSCs resembled classical monocytes (CD14^+^/CD16^-^), while CD4^-^ monocytes resembled non-classical monocytes (CD14^-^/CD16^+^). 

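M-MDSCs and CD4- monocytes were compared in the 15 dogs with at least 25 cells of each, in CPM without TMM factors. FCGR1A (ENSCAFG00000011504) was at 333 ± 85.9 CPM (SD, n = 15) in M-MDSCs and 126 ± 55.7 CPM (SD, n = 15) in CD4- monocytes, higher in 15 of 15 dogs. DLA-DRA (ENSCAFG00000000803) was at 1304 ± 781 CPM (SD, n = 15) and 3859 ± 590 CPM (SD, n = 15), lower in 15 of 15 dogs. CD86 (ENSCAFG00000011751) was at 149 ± 77.1 CPM (SD, n = 15) and 224 ± 38.5 CPM (SD, n = 15), lower in 14 of 15 dogs. CD4 was at 1269 ± 268 CPM (SD, n = 15) and 3.64 ± 2.15 CPM (SD, n = 15). Two-sided sign-flip permutation tests of the log2 values gave p = 6.1e-05 for FCGR1A, DLA-DRA and CD4, the smallest p that 15 dogs allow, and p = 0.00018 for CD86, with adjusted p values over these 4 genes of 8.1e-05 and 0.00018. CD14 and FCGR3A have no entry among the genes counted and were not analysed here.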

Despite some overlap in nomenclature, the human classifications largely did not translate to our dataset, so we used CD4 expression to define canine monocyte populations.

**Figure 5:**
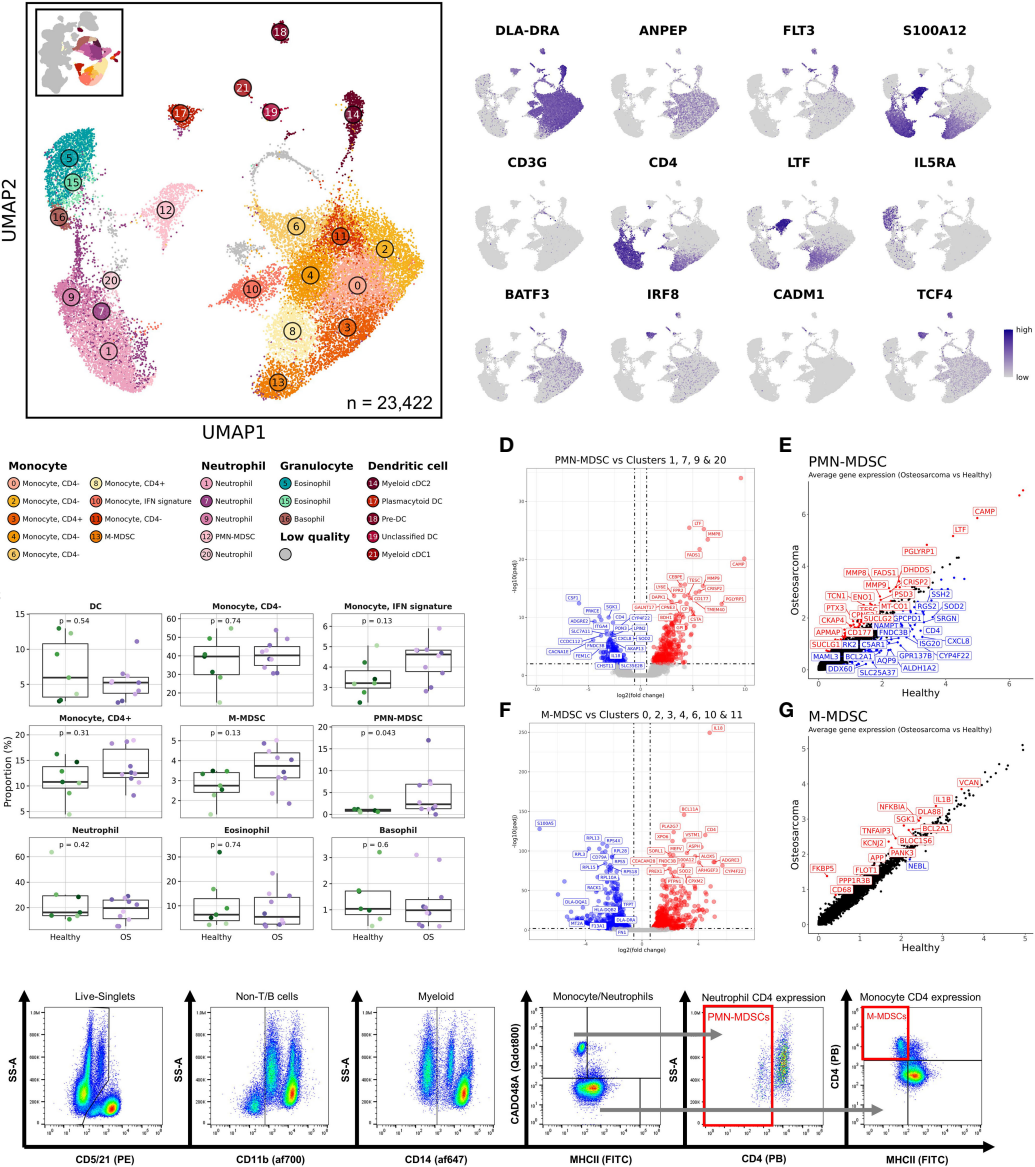
CD4 negative neutrophils are expanded in dogs with osteosarcoma and transcriptomically resemble polymorphonuclear myeloid-derived suppressor cells. **(A)** UMAP representation depicting the unsupervised clustering results of 23,422 myeloid cells (n = 7 healthy and 10 osteosarcoma dogs). **(B)** Feature plots depicting expression of key features used to define myeloid cell populations. **(C)** Box plots for each major myeloid cell population quantifying changes in cell abundances between healthy and cancer dogs. P values were obtained using a two-sided Wilcoxon Rank Sum test. **(D)** Volcano plots depicting differentially expressed genes identified when comparing the PMN-MDSC cluster (Cluster 12) to all other neutrophil clusters (Clusters 1,7,9,20). **(E)** Scatter plot comparing average feature expression in osteosarcoma (y-axis) verses healthy (x-axis) cells within the PMN-MDSC cluster. **(F)** Volcano plots highlighting differentially expressed genes identified when comparing the M-MDSC cluster (Cluster 13) to all other monocyte clusters (Clusters 0,2,3,4,6,8,10,11). **(G)** Scatter plot comparing average feature expression in osteosarcoma (y-axis) verses healthy (x-axis) cells within the M-MDSC cluster. **(H)** Representative flow cytometry gating strategy used to identify PMN- and M-MDSC populations.

To investigate how cell abundances were altered by OS, we compared the cellular frequencies of major myeloid cell sub-populations (**Figure 5C**). Consistent with the human literature, this analysis revealed PMN-MDSCs were expanded in dogs with OS (36, 37). 

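As a percentage of myeloid cells, PMN-MDSCs made up 0.512% ± 0.261 (SD, n = 7) in healthy dogs and 3.95% ± 5.14 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.364, adjusted p = 0.771 over 13 subsets). The mean in dogs with OS lay within the SD between these dogs of the healthy mean. Dog 2 with OS had the highest share, 15.8% (95% Clopper-Pearson interval from 13.8 to 18.0%), and 4 of 10 dogs with OS lay below the healthy median.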

While not statistically significant as a percentage of myeloid cells, we observed a statistically significant increase in monocytic (M-) MDSCs (Cluster 13) when evaluating the cells as percentage of total leukocytes (**Table 2**). 

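M-MDSCs made up 0.927% ± 0.256 (SD, n = 7) of total leukocytes in healthy dogs and 1.51% ± 0.589 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0136, adjusted p = 0.172 over the 38 subsets), above the healthy median in 9 of 10 dogs. Of myeloid cells they made up 3.29% ± 0.932 (SD, n = 7) and 4.55% ± 1.28 (SD, n = 10) (same exact test, p = 0.0330, adjusted p = 0.215 over 13 subsets), above the healthy median in 8 of 10 dogs. Without the correction across dogs, p was 0.161 for both percentages. The percentage of total leukocytes also lost its p below 0.05 with the nearest monocyte cluster joined to M-MDSCs (exact p = 0.0553), an alternative chosen after the data were seen.

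**Figure D8:**
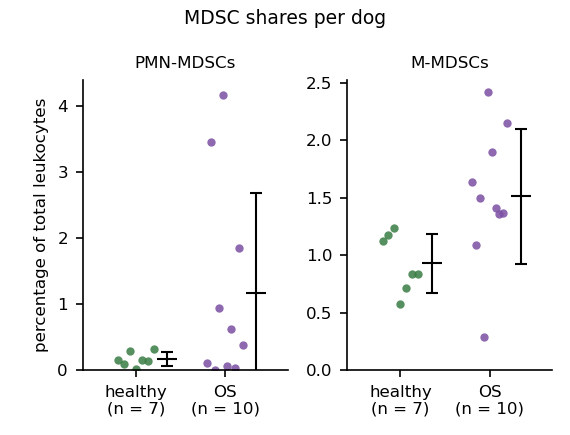
PMN-MDSCs and M-MDSCs as percentages of total leukocytes, with 1 point per dog (green, healthy; purple, OS) and bars for the mean ± SD. M-MDSCs lie above the healthy median in 9 of 10 dogs with OS, and PMN-MDSCs range from 0 to 4.16% in them.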

Differential gene expression analysis between OS and healthy dogs within monocytes exhibiting an IFN signature (Cluster 10) revealed a reduction in IFN-related gene expression in dogs with OS (**Supplemental Figure 6C/D**). This interesting change in gene expression indicates that dogs with OS may have a reduced IFN response potential in this subset of monocytes.

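IFN signature monocytes reached 25 cells in 2 healthy dogs (52 and 71 cells) and 8 dogs with OS (44 to 126 cells). They made up 1.80% ± 0.976 (SD, n = 7) of myeloid cells in healthy dogs and 4.40% ± 2.37 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0250, adjusted p = 0.215 over 13 subsets), with p = 0.0559 without healthy dog 5 and p = 0.0553 with a looser filter on cells. Of total leukocytes they made up 0.617% ± 0.530 (SD, n = 7) and 1.46% ± 0.845 (SD, n = 10), with p = 0.0553 in the same exact Wilcoxon test (adjusted p = 0.4205 over 38 classes). With each dog left out in turn the p for total leukocytes ran from 0.0225, without healthy dog 7, to 0.118, without healthy dog 4. In the other alternatives it ran from 0.0356 to 0.295. Of 10096 genes, edgeR called 0 and DESeq2 0, with 365 at an unadjusted p below 0.05 in edgeR. A list of 13 IFN genes was kept out of clustering, of which 10 had enough counts, among them IFI44 (ENSCAFG00000020342), IFI44L (ENSCAFG00000020343), ISG15 (ENSCAFG00000019348), XAF1 (ENSCAFG00000031602), MX2 (ENSCAFG00000010167), IFIT1 (ENSCAFG00000009617), IFIT3 (ENSCAFG00000031614), ISG20 (ENSCAFG00000011525) and CXCL10 (ENSCAFG00000008584). Their log2 fold changes lay between -0.65, for ISG15, and 0.41, for CXCL10, with 9 of 10 negative, a median of -0.37 and a mean of -0.34. Each adjusted p from edgeR was 0.999, and adjusted over the list alone 0 genes passed 0.01, the smallest value being 0.399. As a set, camera with its preset correlation gave p = 0.000294, which did not hold with an estimated correlation of 0.601 (p = 0.173) or with fry (p = 0.273). The paper named IFN genes on the same dogs, so the list is not independent evidence. Without healthy dog 7, which leaves 1 healthy dog whose spread is assumed to be that of the others, the median was 0.12, and with at least 10 cells per dog it was 0.095.

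**Figure D9:**
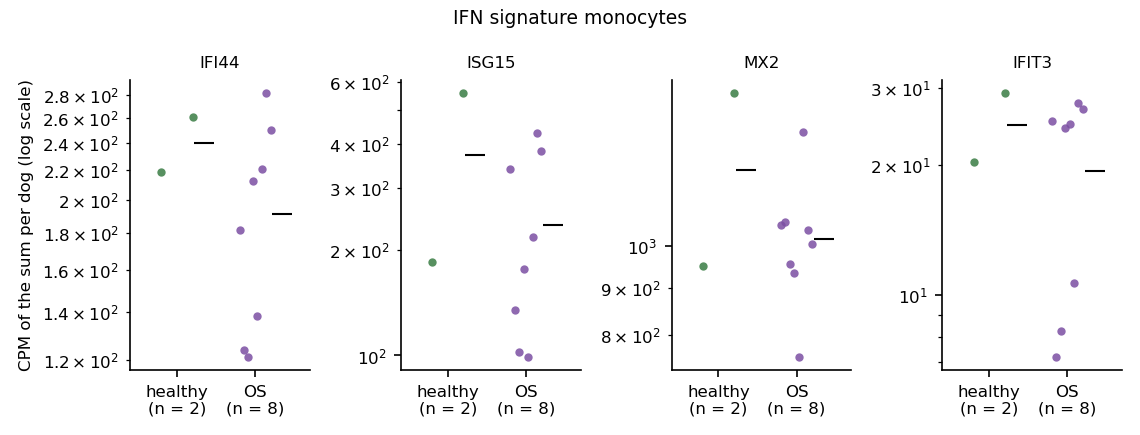
CPM in IFN signature monocytes on a log scale, with 1 point per dog (green, healthy; purple, OS) and a bar at the mean. ISG15 was at 184 and 556 CPM in the 2 healthy dogs and at 99.1 to 430 CPM in the 8 dogs with OS.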

**Table 2:** Canine leukocyte high-resolution cellular composition.

		All	Healthy	Osteosarcoma	P value*
CD8 T cell		19.9 ± 7.6	18.4 ± 7.2	21 ± 8	0.601
CD8+ Naive		6.1 ± 2.5	5.9 ± 2.8	6.2 ± 2.4	0.536
CD8+ Effector		10.2 ± 5.6	8.7 ± 3.9	11.3 ± 6.5	0.669
CD8+ Memory		3.4 ± 1.3	3.6 ± 1.3	3.2 ± 1.4	0.813
CD8+ gd T cell		0.2 ± 0.2	0.2 ± 0.1	0.3 ± 0.3	0.962
CD4 T cell		36.2 ± 7.6	35 ± 7.5	37 ± 7.9	1
CD4+ Naive		10.3 ± 3.4	10.4 ± 3.1	10.2 ± 3.8	0.962
CD4+ TCM		5.3 ± 1.6	5 ± 1.3	5.4 ± 1.9	1.000
CD4+ TEM		7.4 ± 2.1	7.5 ± 2.2	7.3 ± 2	0.813
CD4+ TEM, Th1-like		3.8 ± 1.8	3.4 ± 1.9	4 ± 1.7	0.475
CD4+ TEM, Th2-like		4 ± 1.6	3.7 ± 1.4	4.3 ± 1.7	0.740
CD4+ TEM, Th17-like		2.1 ± 0.7	1.8 ± 0.4	2.3 ± 0.8	0.161
CD4+ T reg		3 ± 0.7	2.9 ± 0.5	3 ± 0.9	1.000
CD4+, IFN signature		0.3 ± 0.1	0.3 ± 0.1	0.4 ± 0.1	0.813
Monocyte		18.5 ± 8.5	15.1 ± 4.1	20.8 ± 10.1	0.088
Monocyte, CD4-		12.2 ± 5.8	10.2 ± 3.2	13.6 ± 7	0.230
Monocyte, CD4+		4 ± 2.2	3.1 ± 1.1	4.7 ± 2.6	0.230
M-MDSC		1 ± 0.4	0.8 ± 0.2	1.2 ± 0.4	0.019
Monocyte, IFN signature		1.3 ± 0.6	1.1 ± 0.8	1.4 ± 0.5	0.193
Dendritic cell		1.8 ± 1	2 ± 1.3	1.6 ± 0.8	0.813
Pre-DC		0.3 ± 0.2	0.3 ± 0.3	0.2 ± 0.2	0.536
Myeloid cDC1		0.1 ± 0.1	0.1 ± 0.1	0.1 ± 0.1	0.669
Myeloid cDC2		0.9 ± 0.5	0.9 ± 0.5	0.9 ± 0.5	1.000
Plasmacytoid DC		0.3 ± 0.3	0.4 ± 0.4	0.3 ± 0.2	0.601
Unclassified DC		0.1 ± 0.1	0.2 ± 0.2	0.1 ± 0.1	0.962
Granulocyte		11.1 ± 8.1	13.1 ± 12.2	9.8 ± 3.4	1
Neutrophil		6.9 ± 7.6	9.2 ± 11.5	5.4 ± 2.9	0.6691
PMN-MDSC		1 ± 1.2	0.5 ± 0.8	1.4 ± 1.4	0.0431
Eosinophil		2.8 ± 3	3 ± 3.5	2.6 ± 2.7	0.8125
Basophil		0.4 ± 0.3	0.4 ± 0.2	0.4 ± 0.3	0.7396
B cell		9.5 ± 4.5	12.6 ± 4.4	7.4 ± 3.3	0.07
Immature B cell		0.8 ± 0.5	1.1 ± 0.5	0.6 ± 0.4	0.088
Naive B cell		5.4 ± 2.6	7 ± 2.5	4.3 ± 2.1	0.043
Class switched B cell		1.7 ± 0.8	2.4 ± 0.7	1.2 ± 0.5	0.005
Activated B cell		0.7 ± 0.9	1.2 ± 1.2	0.4 ± 0.3	0.014
Plasma cell		0.9 ± 0.6	1 ± 0.7	0.8 ± 0.6	0.887
Miscellaneous		3 ± 1.2	3.7 ± 1.4	2.4 ± 0.7	0.025
DN T cell		1.1 ± 0.5	1.4 ± 0.4	0.8 ± 0.3	0.005
gd T cell		0.7 ± 0.5	0.9 ± 0.7	0.5 ± 0.2	0.740
NK cell		0.5 ± 0.4	0.6 ± 0.6	0.4 ± 0.3	0.364
Cycling T cell		0.3 ± 0.1	0.3 ± 0.2	0.3 ± 0.1	0.887
NK T cell		0.3 ± 0.2	0.3 ± 0.1	0.4 ± 0.2	1.000
CD34+ unclassified		0.1 ± 0.1	0.2 ± 0.2	0.1 ± 0.1	0.261

*P value is the exact two-sided P value obtained by a Wilcoxon Rank Sum test comparing Osteosarcoma column to Healthy.

We next evaluated differentially expressed genes to determine the transcriptomic signatures for the suspected PMN-MDSC cluster (**Figure 5D** and **Supplemental Data 3**). We found stereotypic PMN-MDSC features (CD177, LTF, CAMP, MMP9, and MMP8) to be upregulated in the PMN-MDSC cluster relative to the other neutrophil clusters (Clusters 1, 7, 9, & 22) (38). This analysis supported the classification of Cluster 12 as PMN-MDSCs. 

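PMN-MDSCs were compared with the other neutrophils of the same dog in the 5 dogs with OS that had at least 25 cells on each side, adjusted over 105 genes left out of clustering. No healthy dog entered this comparison. LTF (ENSCAFG00000013763) was at 23066 ± 1027 CPM (SD, n = 5) in PMN-MDSCs and 201 ± 79.6 CPM (SD, n = 5) in the other neutrophils, a log2 fold change of 6.85 (standard error 0.33, adjusted p = 4.8e-14 from edgeR). CAMP (ENSCAFG00000012896) was at 47317 ± 7939 CPM (SD, n = 5) in PMN-MDSCs and had a log2 fold change of 11.81 (standard error 0.50, adjusted p = 1.7e-14 from edgeR). The log2 fold changes of CD177 (ENSCAFG00000004765), MMP9 (ENSCAFG00000009905) and MMP8 (ENSCAFG00000023335) were 6.03, 6.95 and 7.32, with adjusted p values of 2.1e-11, 4.7e-14 and 4.7e-14 from edgeR. The 5 genes were higher in 5 of 5 dogs.

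**Figure D10:**
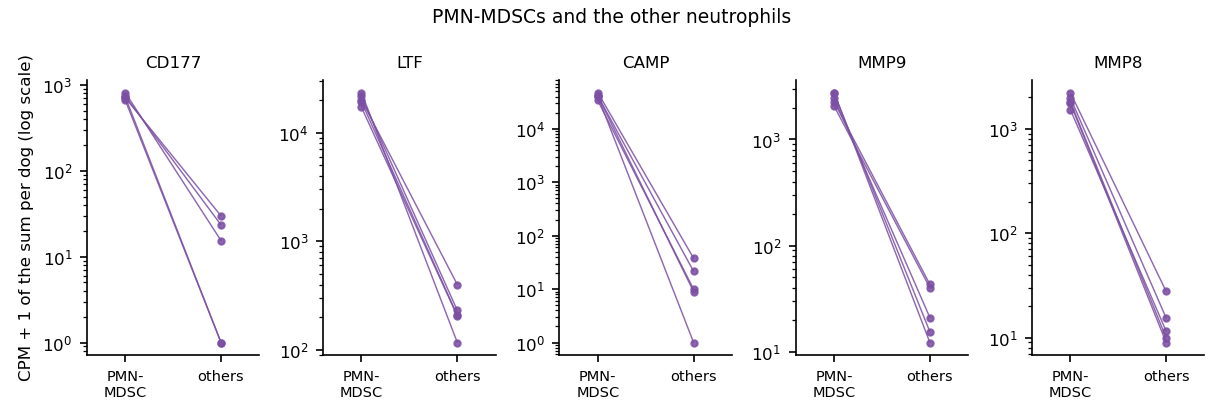
PMN-MDSCs and the other neutrophils of 1 dog with OS are joined by a line, in CPM without TMM factors, with 1 added, on a log scale. The 5 lines of each gene lie higher in PMN-MDSCs.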

To determine if there were transcriptomic differences between healthy and OS PMN-MDSCs, we used a Wilcoxon Rank Sum test to identify differentially expressed genes and found the expression of CD4, ISG20, and CXCL8 to be higher in cells from healthy dogs (**Figure 5E**). These findings suggest that either the healthy dog PMN-MDSCs are distinct from the OS derived PMN-MDSCs, or more likely, that normal neutrophils were misclassified during unsupervised clustering. 

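With 0 healthy dogs and 5 dogs with OS at 25 or more PMN-MDSCs, no comparison could be made at this minimum. The 7 healthy dogs held 1 to 14 PMN-MDSCs each, with sums of 5707 to 87440 UMIs. At a minimum of 10 cells, 2 healthy dogs and 6 dogs with OS remained, and edgeR called 0 of 7642 genes, with 371 at an unadjusted p below 0.05, while DESeq2 called 1. In this comparison the log2 fold changes in dogs with OS were 0.98 for CD4 (standard error 1.14), 1.92 for ISG20 (standard error 0.97) and 1.52 for CXCL8 (standard error 1.31), with adjusted p values from edgeR of 0.863, 0.826 and 0.826. The 2 healthy dogs, 3 and 7, held 1 and 1 counts of CD4 and 0 and 2 counts of ISG20, too few to settle a direction. CXCL8 rested on dog 2 with OS, which held 343 of its counts, and without this dog its log2 fold change was -0.12 (standard error 0.98). ISG20 was at 0.98 without healthy dog 3, and without healthy dog 7 the lone healthy dog left had 0 counts of it, so no fold is given.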

Another immune suppressive cell population previously identified to be expanded in cancer patients are M-MDSCs (39). We suspected that the CD4^+^ monocyte population, Cluster 13, represented M-MDSCs. When evaluating differentially expressed genes between Cluster 13 and the remaining monocytes (Clusters 0, 2, 3, 4, 6, 10, and 11), we found down regulation of ribosomal transcripts (RPS/RPL) and MHCII (DLA-DRA) features and upregulation of CD4, S100A12, and IL18 (**Figure 5F** and **Supplemental Data 3**). 

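M-MDSCs were compared with the other monocytes in 15 dogs, adjusted over 124 genes left out of clustering. DLA-DRA fell by 1.61 on the log2 scale (standard error 0.23, adjusted p = 5.5e-08 from edgeR), lower in 15 of 15 dogs. CD4 rose by 4.74 (standard error 0.16, adjusted p = 1.8e-24 from edgeR), S100A12 (ENSCAFG00000023324) by 4.09 (standard error 0.17, adjusted p = 5.1e-22) and IL18 (ENSCAFG00000030180) by 4.53 (standard error 0.26, adjusted p = 1.1e-17), each in 15 of 15 dogs. The 69 ribosomal protein genes held 4.43% ± 1.10 (SD, n = 15) of the UMIs of M-MDSCs and 12.1% ± 2.46 (SD, n = 15) of those of the other monocytes, lower in 15 of 15 dogs (two-sided sign-flip permutation test, p = 6.1e-05, the smallest p that 15 dogs allow). The M-MDSC sums held between 168821 and 651530 UMIs per dog.

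**Figure D11:**
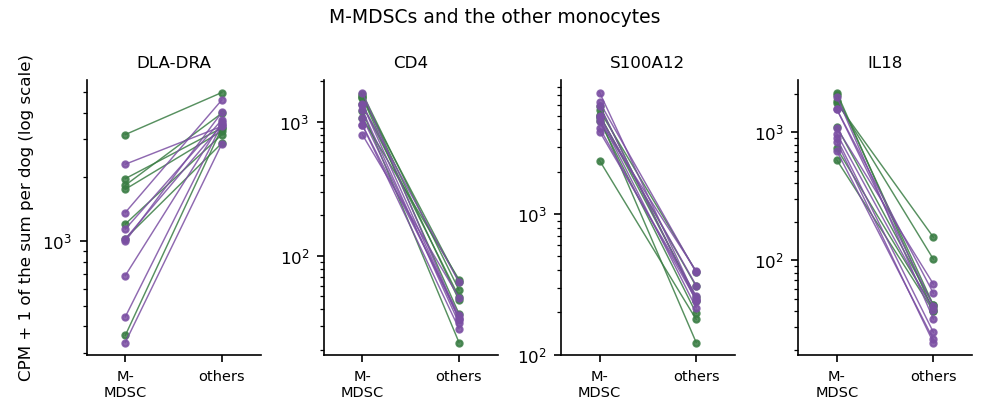
M-MDSCs and the other monocytes of 1 dog are joined by a line (green, healthy; purple, OS), in CPM without TMM factors, with 1 added, on a log scale. DLA-DRA lies lower and CD4, S100A12 and IL18 lie higher in M-MDSCs of 15 of 15 dogs.

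**Figure D12:**
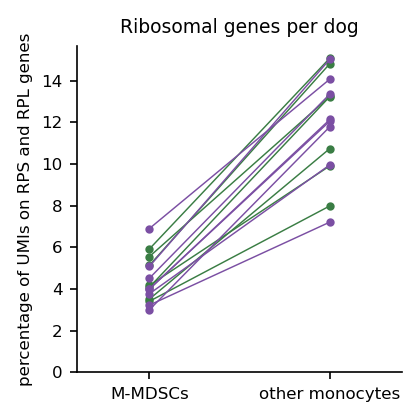
Percentage of UMIs on RPS and RPL genes in M-MDSCs and the other monocytes, with a line for each dog (green, healthy; purple, OS). The means are 4.43% and 12.1%.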

While not definitive, this expression profile supports the classification of Cluster 13 as M-MDSCs, while also providing the gene signature of Cluster 13 (40, 41). 

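In the sums of M-MDSCs of 7 healthy dogs (28 to 62 cells) and 8 dogs with OS (52 to 115 cells), edgeR called 0 of 9270 genes, with 563 at an unadjusted p below 0.05, and DESeq2 called 0. IL1B was at 1636 ± 1310 CPM (SD, n = 7) in healthy dogs and 2739 ± 2182 CPM (SD, n = 8) in dogs with OS, a log2 fold change of 0.74 (standard error 0.56, adjusted p = 0.908 from edgeR), above the healthy median in 5 of 8 dogs. DLA-DRA was at 1602 ± 980 CPM (SD, n = 7) and 1070 ± 630 CPM (SD, n = 8), a log2 fold change of -0.58 (standard error 0.37, adjusted p = 0.877 from edgeR), below the healthy median in 7 of 8 dogs. Without the correction across dogs in the clustering, the log2 fold change of DLA-DRA was 0.17, and without healthy dog 1 it was -0.26.

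**Figure D13:**
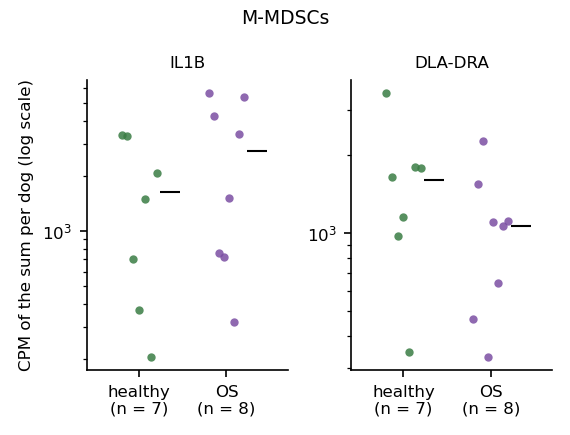
CPM in M-MDSCs on a log scale, with 1 point per dog (green, healthy; purple, OS) and a bar at the mean. IL1B ranges from 205 to 3331 CPM in healthy dogs and from 320 to 5647 CPM in dogs with OS.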

Investigation of transcriptomic differences in disease revealed subtle changes in gene expression, with higher IL1B and lower DLA-DRA in the dogs with OS within the M-MDSC cluster (**Figure 5G**).

Following the identification of M-MDSC and PMN-MDSC populations, we developed a clinically accessible flow cytometry-based assay to monitor MDSC populations in dogs with cancer (**Figure 5H**, **Supplemental Figure 6E** and **Supplemental Table 1**). The assay builds upon previously proposed canine MDSC immunolabeling protocols, but includes an anti-CD4 antibody to further distinguish MDSCs from their normal counterparts (9, 42, 43). This assay is intended to be employed in the investigation of prognostic correlates and further study of canine MDSC biology.

### B cells and miscellaneous cell types

The final immune cell population analyzed was B cells. We were able to identify immature, naïve, activated and class-switched B cells as well as a cluster of plasma cells (**Supplemental Figures 7A–C**). 

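The B cell clustering held 7696 cells in 13 clusters. Of B cells including plasma cells, naïve B cells made up 54.8% ± 7.67 (SD, n = 7) in healthy dogs and 51.3% ± 8.74 (SD, n = 10) in dogs with OS, class-switched B cells 13.5% ± 3.97 (SD, n = 7) and 11.9% ± 4.60 (SD, n = 10), activated B cells 10.2% ± 5.56 (SD, n = 7) and 9.39% ± 5.22 (SD, n = 10), plasma cells 7.29% ± 4.38 (SD, n = 7) and 10.9% ± 7.63 (SD, n = 10), and immature B cells 6.41% ± 4.08 (SD, n = 7) and 6.98% ± 4.38 (SD, n = 10). Exact two-sided Wilcoxon rank-sum tests gave p values of 0.417, 0.601, 0.669, 0.417 and 0.813 in this order, with adjusted p values of 0.803, 0.803, 0.803, 0.803 and 0.813 over 6 subsets. A cluster of 135 cells named plasma cells had genes of cycling cells in the lead, so that the name of that class is less certain.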

We found minimal differences within B cells when comparing between the cell abundances and transcriptomes of OS verses healthy dogs (**Supplemental Figure 7D**). Despite the lack of differences between healthy and diseased states, the data presented here provide transcriptomic signatures for B cell subtypes not previously resolved using traditional characterization methods in dogs.

In addition to the immune cell populations discussed above, we reported the presence of gd T cells, cycling T cells and a CD34+ unclassified population. 

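In the 6 dogs with at least 25 gd T cells, GATA3 was at 694 ± 127 CPM (SD, n = 6) in gd T cells, 113 ± 19.8 CPM (SD, n = 6) in CD4 T cells, 61.7 ± 22.0 CPM (SD, n = 6) in CD8/NK cells and 271 ± 45.7 CPM (SD, n = 6) in Th2-like cells. It was highest in gd T cells in 6 of 6 dogs (exact two-sided sign-flip permutation test for each comparison, p = 0.0313, the smallest p that 6 dogs allow, adjusted p = 0.0313 over 3 comparisons). CD34 (ENSCAFG00000011722) had a UMI in 43 of 49 cells of the CD34+ class, or 87.8% (95% Clopper-Pearson interval from 75.2 to 95.4%), at a median of 14916 UMIs per cell. In CD4 T cells the share was 0.0179% at a median of 5686 UMIs, in monocytes 0.0201% at a median of 11119 UMIs, and in B cells 1.22% at a median of 4020 UMIs. CD109 (ENSCAFG00000002663) had a UMI in 31 of the 49 cells, or 63.3% (same kind of interval, from 48.3 to 76.6%), against 0.368% of CD4 T cells, 0.200% of B cells and 1.21% of monocytes.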

Initially, we believed the CD34+ unclassified cluster to be common myeloid progenitors. Upon closer examination, we noted the population expressed endothelial cell markers (CD109) (44). Therefore, we state their CD34 positivity, but refrain from assigning a further identity due to the small representation of the cluster and conflicting gene signatures. 

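The gd T cells made up 0.690% ± 0.718 (SD, n = 7) of total leukocytes in healthy dogs and 0.313% ± 0.280 (SD, n = 10) in dogs with OS, cycling T cells 0.386% ± 0.114 (SD, n = 7) and 0.441% ± 0.149 (SD, n = 10), and CD34+ unclassified cells 0.0858% ± 0.0819 (SD, n = 7) and 0.0423% ± 0.0343 (SD, n = 10). Exact two-sided Wilcoxon rank-sum tests gave p values of 0.417, 0.740 and 0.269, with adjusted p values of 0.901, 0.962 and 0.806 over the 12 major classes. With the looser filter on cells the CD34+ class, of 49 cells in all, had an exact p of 0.0330.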

Ultimately, investigation into each miscellaneous population did not reveal the presence of OS mediated changes, so we solely present their transcriptomic signatures as a resource for future researchers.

### Summary of the high-resolution canine leukocyte landscape

Lastly, the cell classifications determined through analysis of individual immune cell populations were compiled to present relative abundances of total circulating leukocytes. We identified 36 unique cell populations believed to each represent a biologically relevant subset of canine immune cells (**Table 2** and **Supplemental Figure 8A/B**). Furthermore, we provide the complete transcriptomic signatures for each cell type and present a summary table with short gene lists for each population (**Supplemental Data 1**, **2**, **4**, **Table 3**). Comparisons between healthy and OS dogs revealed both PMN-MDSCs and M-MDSCs were expanded in dogs with OS when evaluated as a percentage out of all leukocytes. Additionally, DN T cells, naïve B cells, class-switched B cells, and activated B cells were found to be reduced in dogs with OS, but we were unable to determine if this is a result of age or cancer.

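Naïve B cells made up 7.18% ± 2.58 (SD, n = 7) of total leukocytes in healthy dogs and 3.95% ± 1.96 (SD, n = 10) in dogs with OS (exact two-sided Wilcoxon rank-sum test, p = 0.0330, adjusted p = 0.314 over the 38 subsets), below the healthy median in 8 of 10 dogs with OS. Class-switched B cells made up 1.76% ± 0.708 (SD, n = 7) and 0.867% ± 0.458 (SD, n = 10) (same exact test, p = 0.00967, adjusted p = 0.172), below it in 9 of 10 dogs. Activated B cells made up 1.43% ± 1.17 (SD, n = 7) and 0.742% ± 0.632 (SD, n = 10) (same exact test, p = 0.109, adjusted p = 0.517), below it in 9 of 10 dogs. Without the correction across dogs the exact p was 0.109 for class-switched and 0.0180 for activated B cells. No subset passed 0.05 after adjustment. The paper concludes that B cells and DN T cells were reduced in its dogs with OS, names its small number of dogs and earlier reports of reductions with age as grounds, and proposes that the reductions are in part due to age.

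**Figure D14:**
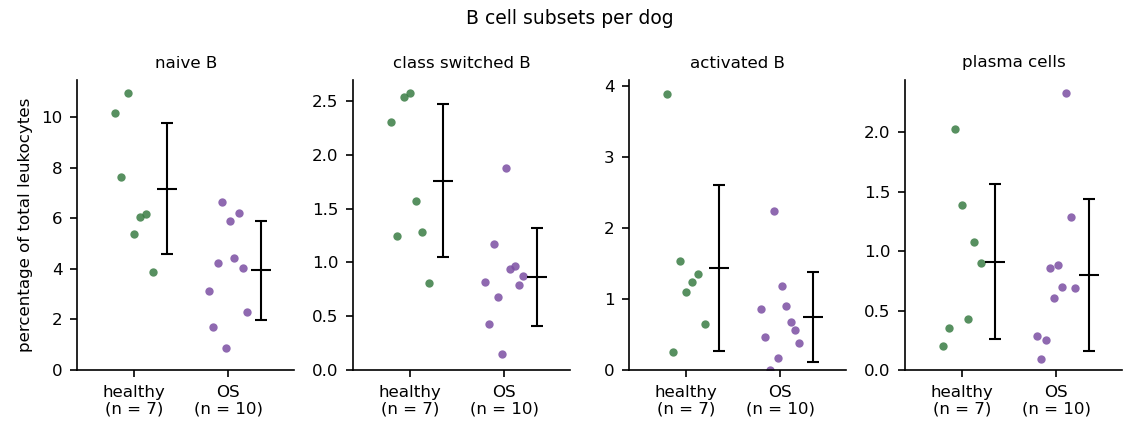
B cell subsets as percentages of total leukocytes, with 1 point per dog (green, healthy; purple, OS) and bars for the mean ± SD of 7 healthy dogs and 10 dogs with OS. Class-switched B cells lie below the healthy median in 9 of 10 dogs with OS.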

**Table 3:** Transcriptional signatures of canine leukocytes.

Cell Type		Marker
CD8 T cell		
CD8+ Naive		ITGA1, LEF1, PTGDR, IL2RB, ADGRG1, NBEA
CD8+ Effector		CCL5, TRPM3, IL12RB2, GZMB, KLRB1, GZMA, NCR3, IL2RB, KLRD1, CD96
CD8+ Memory		GZMK, GZMB, PI3, BTBD11, CTSW, CCR5, CCL4, KLRG1, FASLG
CD8+ gd T cell		PTHLH, IGF2BP2, ABTB2, AKAP12, SOX4, CTSW, SLC16A10, PXT1, ZNRF3, SULT2B1
CD4 T cell		
CD4+ Naive		LEF1, CSTA, RGS10, ZNF536, CCR7, COL6A5, LTB, TNFSF8
CD4+ TCM		LEF1, TSHZ2, CD52, CCR7, IL7R, CTPS1, EFHC2, CARMIL1
CD4+ TEM		IL7R, SLC9A9, ICOS, MAF, CD28, SKAP1, CD40LG
CD4+ TEM, Th1-like		IL7R, PTPN13, IL18R1, CD28, RCAN2, CCR9, CCR5, IL12RB2, CD52, PRUNE2
CD4+ TEM, Th2-like		RNF220, ITGA2, GATA3, CCDC3, LGALS3, PTPN13, S100A2, PPEF1, CMA1
CD4+ TEM, Th17-like		NTRK2, PTPN13, ADAM12, NRG2, RGS17, DNAH8, CCR6, NPAS2, RORA, LTBP1
CD4+ T reg		IKZF2, CTLA4, RGS1, ICOS, IL2RA, CD28, ZNF831
CD4+, IFN signature		CXCL10, IFI44, OAS1, ISG15, IFI44L, IFGGB2, CTLA4, STAT1, DDX58, XAF1
Monocyte		
Monocyte, CD4-		LYZ, BPI, LRMDA, MT2A, F13A1, FN1, NRG1, CCDC88A, CD83, RETN
Monocyte, CD4+		IL1B, MAFB, NFKBIA, CXCL8, FN1, BLOC1S6, CD83, S100P, BPI, NRG1
M-MDSC		IL18, IL1B, LTF, MEFV, KCNJ2, CPXM2, S100A12, STEAP4, CSF3R, IL31RA
Monocyte, IFN signature		RSAD2, OAS1, OAS2, DDX58, HERC6, OAS3, RTP4, EIF2AK2, IFIT2
Dendritic cell		
Pre-DC		FGF12, GPHA2, MTUS2, FCER1A, PLCE1, PTPRS, IGF1, NECTIN1, IL3RA, AK8
Myeloid cDC1		ZNF366, SDC2, DISC1, ECRG4, TMEM163, RIMS2, KIT, OTOF, RTKN2, RAB7B
Myeloid cDC2		PKIB, CD300H, SDC2, CD1C, NCAM2, CD86, BATF3, ZNF366, PID1, ECM1
Plasmacytoid DC		COBLL1, RAB3C, IGF1, FCER1A, RYR1, PRKG1, CCND1, STYXL2, ANK1, OCIAD2
Unclassified DC		PLCB4, ZNF366, KCNK13, STRIP2, SDC2, OTOF, HACD1, C5, SLC8A1, CNTLN
Granulocyte		
Neutrophil		S100A12, CD4, SERPINA1, SGK1, S100A8, ALDH1A2, FNDC3B, GGH, SRGN, IL1R2
PMN-MDSC		CAMP, PGLYRP1, CRISP2, MMP9, MMP8, TCN1, CD177, LTF, FADS1, S100A12
Eosinophil		C30H15orf48, TGM2, DACH1, PADI3, SMPD1, CA8, IL5RA
Basophil		DACH1, CA8, IL5RA, DAPK2, TGFA, ANKRD33B, HK2, PRR5L
B cell		
Immature B cell		SYT1, PAX5, VPREB3, ERC2, TMTC2, KLHL14, F8, TEX9, TDRP, ADGRF1
Naive B cell		TNFRSF13C, BANK1, HTR1F, PAX5, EBF1, BTLA, NRIP1, ADAM9
Class switched B cell		TNFRSF13C, GOLM1, BANK1, BTLA, EBF1, DYNC1I1, MTMR2, PAX5
Activated B cell		IGKC, CACNB2, PAX5, TNFRSF13C, IGHM, RASGRF2, AOX2, BCAR3, ADAM32
Plasma cell		JCHAIN, MZB1, TXNDC5, LMAN1, FKBP11, LAP3, DERL3, CCR10, MKI67, TNFRSF13B
Miscellaneous		
DN T cell		KIAA0825, TMEM132D, KANK1, NMB, CTLA4, SYNJ2, BICDL1, SLF1, ID3, KIAA1549
gd T cell		PARD3B, RHEX, IL17RB, CDH4, GATA3, FAT1, TOX2, ADARB1, ZNF683, TGFBR3
NK cell		KLRF1, STMN2, PAX4, NCR3, F2RL3, CD96, IL2RB, IGSF3, FREM1, FASLG
Cycling T cell		TOP2A, MKI67, RRM2, H1-5, DIAPH3, TK1, KIF11, TPX2, ASPM
NK T cell		GPA33, TGFBR3, KLRK1, CD96, SYTL2, MOV10L1, SLA2, DSTN, RARRES1
CD34+ unclassified		TFPI, ZNF521, CD34, NDST3, GUCY1A1, HPGD, CLEC3B, KIT, CD109, DNTT

Overall, the breakdown of leukocytes was found to be consistent with previously reported values determined using flow cytometry (45). We used paired flow cytometry data to confirm the relative distribution of major immune cell types. The comparison of cellular percentages between single-cell RNA sequencing and flow cytometry revealed a positive correlation indicating consistent identification of immune cells independent of approach (R^2^= 0.635; **Supplemental Figure 8C**). Therefore, the data presented here are largely consistent with traditional classification methods, and act to provide novel insights into the heterogeneity and transcriptomic signatures of canine cell types.

Finally, we integrated our dataset of 7 healthy canine leukocytes with a previously published human reference consisting of 6 healthy adults (18). Cell type homologies between species were then evaluated using hierarchical clustering of SCT normalized data, which evaluated the top 2000 variable features with gene homologies between species. Although the analysis was impacted by differences in the level of cell type annotations between the two studies, the results suggested more similarities than dissimilarities between the species (**Supplemental Figure 9**). For instance, human and canine naïve CD4 T cells, neutrophils, and plasmacytoid DCs paired off 1:1 in terminal clades, suggesting a high degree of similarity. Additionally, human DCs clustered on the same clade as all canine DC subtypes; this was also observed in the case of B cells. Interestingly, we identified subtle differences between species, which included human NK cells clustering with canine CD8 effector T cells and gd T cells from each species clustering into separate clades. Overall, the cross-species analysis emphasizes the similarities in circulating immune cell transcriptional profiles, while also highlighting potential differences between the two species.

## Discussion

In the present study we generated a reference single-cell RNA sequencing dataset using 7 healthy dogs, then applied the database to investigate how osteosarcoma alters immune cell transcriptomes and abundances. Our analysis revealed the heterogenous canine immune landscape and allowed us to define the transcriptomes of distinct immune cell populations. When comparing healthy dogs and dogs with osteosarcoma (OS), we found that a cancer burden contributes to relative increases in the abundances of polymorphonuclear (PMN-) and monocytic (M-) myeloid-derived suppressor cells (MDSCs). Furthermore, we identified that most transcriptomic changes between healthy and OS dogs resulted from changes to myeloid cell populations. In particular, we noted increases in LTF, CAMP, and S100A12 expression which appear to arise from an expansion of MDSCs. Ultimately, the data presented here sheds light on the diversity of canine immune cells and highlights key changes between healthy dogs and dogs with osteosarcoma.

Overall, there were relatively few aberrations in leukocyte populations isolated from dogs with osteosarcoma. Despite this, the observed differences may represent biologically significant changes in dogs with cancer. For instance, MDSCs have been identified as key immune suppressive populations that dampen antitumor immunity and the relative abundances of these cells have been determined to have prognostic correlates (8). Both monocytic and polymorphonuclear MDSCs have been reported in dogs and were identified using flow-cytometric based approaches (9). Our findings support the classifications schemes used, but further suggest that CD4 expression should be considered when evaluating MDSC burden. We report that M-MDSCs exhibit a phenotype of CD5^-^/CD21^-^/CD11b^+^/CD14^+^/CADO48a^-^/MHCII^-^/CD4^+^ and that PMN-MDSCs can be defined as CD5^-^/CD21^-^/CD11b^+^/CD14^int^/CADO48a^+^/MHCII^-^/CD4^-^. Because both MDSCs were determined to express LTF, CAMP, and S100A12 it is possible that the use of bulk RNA sequencing or targeted sequencing approaches may be able to provide indirect assessments of MDSC burdens. Ultimately, further investigation of these cell populations is warranted to determine the clinical relevance of MDSCs in dogs with cancer and other diseases.

Although reductions in B cells and DN T cells were noted, we presented further data to suggest age, in addition to cancer, may be driving this change. Due to this potential confounder and minimal transcriptomic differences between healthy and OS dogs within these cell types, our analysis was limited to characterization of each subtype. Our B cell subtype analysis provides refined B cell classifications in dogs and offers transcriptomic profiles of each population.

Unexpectedly, we did not identify overt OS mediated changes to circulating CD4 T cells. Prior research suggests that regulatory T cells tend to be expanded in tumor bearing humans, mice, and dogs (46, 47). The inability to detect an expansion of Tregs is likely a result of our small sample size and lack of power to detect changes in subtly altered cell abundances. As such, our analysis focused on describing the heterogeneity within CD4 T cell subpopulations to provide a comprehensive description of CD4 T cell subtypes. Key contributions include the identification of four distinct CD4 T cell lineages (Th1-like, Th2-like, Th17-like, and Tregs) and the generation of cell type transcriptomic signatures. Our analysis of CD8 T cells and NK cells revealed that, relative to humans, canine CD8 T cells exhibit gene expression patterns that more closely resemble human NK cells than CD8 T cells. This observation was made early on in analysis when using human classifiers to assign cell identities, and again when we completed a direct comparison to a dataset of healthy adult leukocytes. Thus, our findings suggest canine CD8 T cells exhibit a more innate-like transcriptomic signature relative to their human counterparts. A similar conclusion was recently reported in canine single-cell RNA sequencing of αβ T cells (48), providing further evidence of potential differences between CD8 T cells in dogs and humans.

Outside of the major immune cell populations, we identified a few distinct cell subpopulations, including gd T cells, cycling T cells, and CD34+ unclassified cells. These cell types were considered to be distinct from the major immune cell populations and were left out of independent re-clustering analysis, but their importance should not be discounted given their documented roles in numerous diseases (49). Thus, their characterization may represent a useful reference for future studies.

The cellular annotations proposed in our analysis represent plausible cellular identities that we determined through use of manual and algorithmic based classification methods. We recognize that unsupervised clustering identifies transcriptionally unique populations, but the boundaries set by clustering do not always correspond with biologically relevant distinctions. As such, in our final annotations presented in **Table 2**, we collapsed some of the clusters into one cell category that we believed to be more biologically relevant. For example, five CD4^-^ monocyte populations were identified in our myeloid cell analysis, but we could not assign further identities to them, and in turn, annotated them all as one group of CD4^-^ monocytes. Furthermore, cell identification solely based on conical cell type markers (i.e., FOXP3 for Tregs and IFNG/TBX21 for Th1-like), proved ineffective in many instances. This is in part due to the low transcript abundance of transcription factors, cytokines, and chemokines in our dataset. Thus, many traditional gene markers for these cell types were not considered upregulated and were largely excluded from gene lists that define each cell population (as defined in **Table 3** and **Supplemental Data 1**/**2**). However, when subsetting and using pseudobulk approaches, we were able to better detect defining features, such as FOXP3 in regulatory T cells. This highlights the importance of using independent re-clustering on major cell populations and allowed us to provide detailed gene signatures for rare cell populations (available in **Supplemental Data 3**).

Despite our contributions, this study is not without limitations. For instance, granulocytes have been reported to be difficult to study using single-cell transcriptomics due to small transcriptomes, high RNase content, and sensitivity to sample processing (50). As a result, many research groups chose to filter out granulocyte populations. Despite this, we used single-cell RNA sequencing to characterize granulocyte populations and were able to identify distinct cell populations and report differentially expressed genes between healthy and OS dogs. While our data suggests there are biologically relevant differences between granulocyte populations in healthy and OS dogs, it is important to validate the findings reported here using molecular and functional assays. An additional limitation is the relatively low number of biological replicates and incomplete breed representation used to investigate disease induced changes in cell abundances. Future studies using alternative experimental approaches, such as flow cytometry, should be completed to validate conclusions presented here. Lastly, although we attempted to control for age between the healthy and OS dogs, we observed reductions in B cells and DN T cells which suggests the age difference between groups may have confounded our investigation of cancer associated changes.

We noted that our cell classifications are in discordance with those previously published for canine PBMCs (51). The only consistently annotated cell populations are B cells and platelets, while the remaining classifications differ between studies. For instance, the cluster classified as “monocytes” by Li et al. has high expression of CD3E which suggests a classification of T cells is more appropriate. Furthermore, the “T cell” cluster identified by Li et al. lacks CD3E expression, but has high S100A12/CD4 expression which likely corresponds to a neutrophil cluster (expression levels were determined using the web browser released by Li et al; http://120.79.46.200:81/Pandora/PBMC.html). The discrepancies between studies likely arose due to classification methods not taking into consideration the well-established phenomenon that, in dogs, neutrophils have high CD4 expression (34). Ultimately, cell classification should be completed using multiple approaches and biological insight when working with non-traditional animal models.

In summary, the data presented here serve two purposes. Firstly, the leukocyte subclassifications can act as a valuable resource for the scientific community to use in future research. For example, the proposed classifications provide detailed phenotypes of canine immune cells that can be used to inform the design of flow cytometry assays, bulk RNA sequencing deconvolution algorithms, and more (see Data and software availability section for details on use applications). Secondly, this study identified important differences in leukocyte abundances and transcriptomes in dogs with OS. Ultimately, our goal is that the database provided here will be used by researchers as a reference dataset as well as shed light on how cancer impacts circulating leukocytes.

## Data availability statement

Raw sequencing data (FASTQ format) is available on the NCBI Gene Expression Omnibus database under the accession number GSE225599. In addition to the raw data, processed Seurat objects are provided as supplemental files in the NCBI Gene Expression Omnibus database. The processed dataset is available for browsing at UCSC Cell Browser (https://canine-leukocyte-atlas.cells.ucsc.edu) (52). An associated GitHub page containing all the analysis code and software versions used to analyze the data presented in this article is available at (https://github.com/dyammons/Canine_Leukocyte_scRNA) (https://zenodo.org/record/7884518). Any additional data requests can be made by contacting the corresponding author or through the GitHub repository.

## Ethics statement

The animal study was reviewed and approved by Colorado State University (CSU) Institutional Animal Care and Use Committee and the CSU Clinical Review Board. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

Conception and design: DTA, SD. Experimentation and data acquisition: DTA, LSH, JK, KW. Data analysis and manuscript drafting: DTA, RAH, LSH, SD. Final approval of completed manuscript: All authors.

# Supplementary material for: A single-cell RNA sequencing atlas of circulating leukocytes from healthy and osteosarcoma affected dogs
**Source:** Front Immunol. 2023 May 19;14:1162700. doi: 10.3389/fimmu.2023.1162700
**Supplement:** Supplementary file 5

## Slide 1
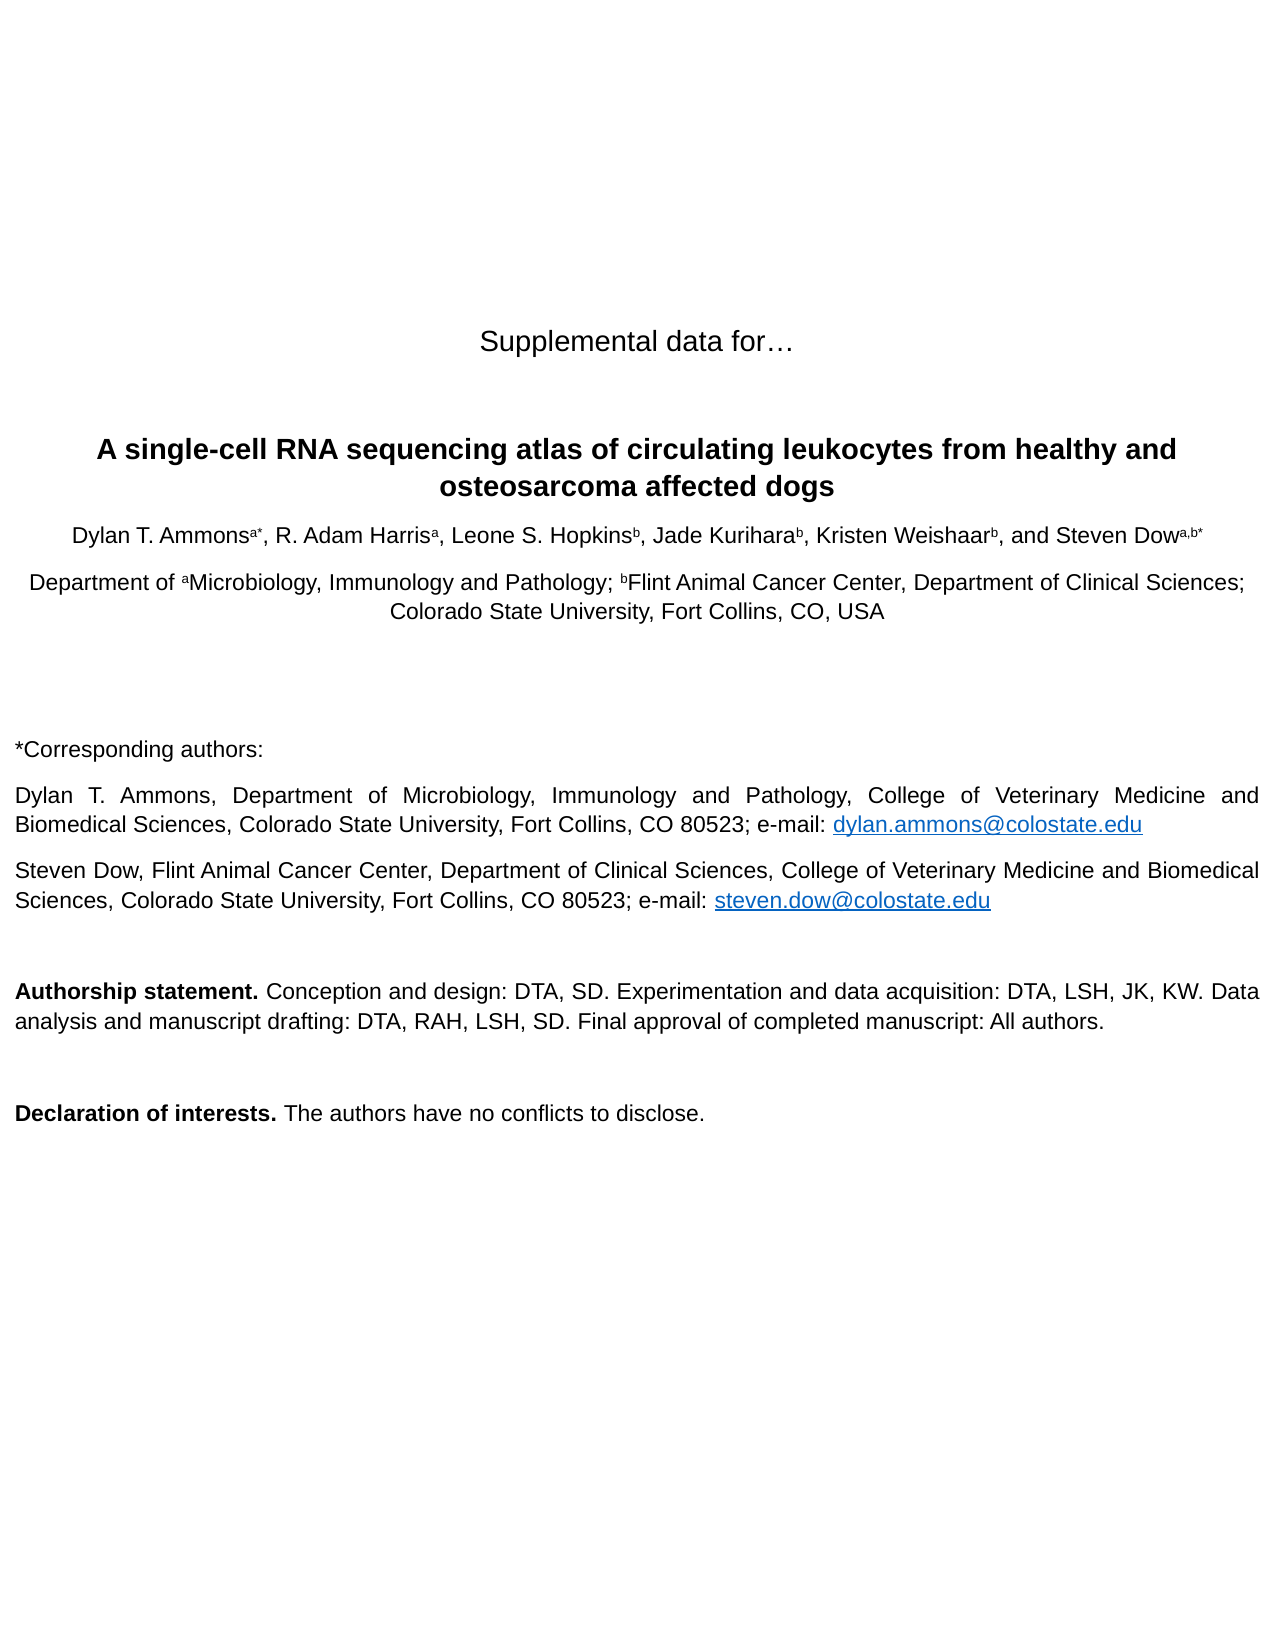

Supplemental data for…
A single-cell RNA sequencing atlas of circulating leukocytes from healthy and osteosarcoma affected dogs
Dylan T. Ammonsa*, R. Adam Harrisa, Leone S. Hopkinsb, Jade Kuriharab, Kristen Weishaarb, and Steven Dowa,b*
Authorship statement. Conception and design: DTA, SD. Experimentation and data acquisition: DTA, LSH, JK, KW. Data analysis and manuscript drafting: DTA, RAH, LSH, SD. Final approval of completed manuscript: All authors.
Declaration of interests. The authors have no conflicts to disclose.

## Slide 2
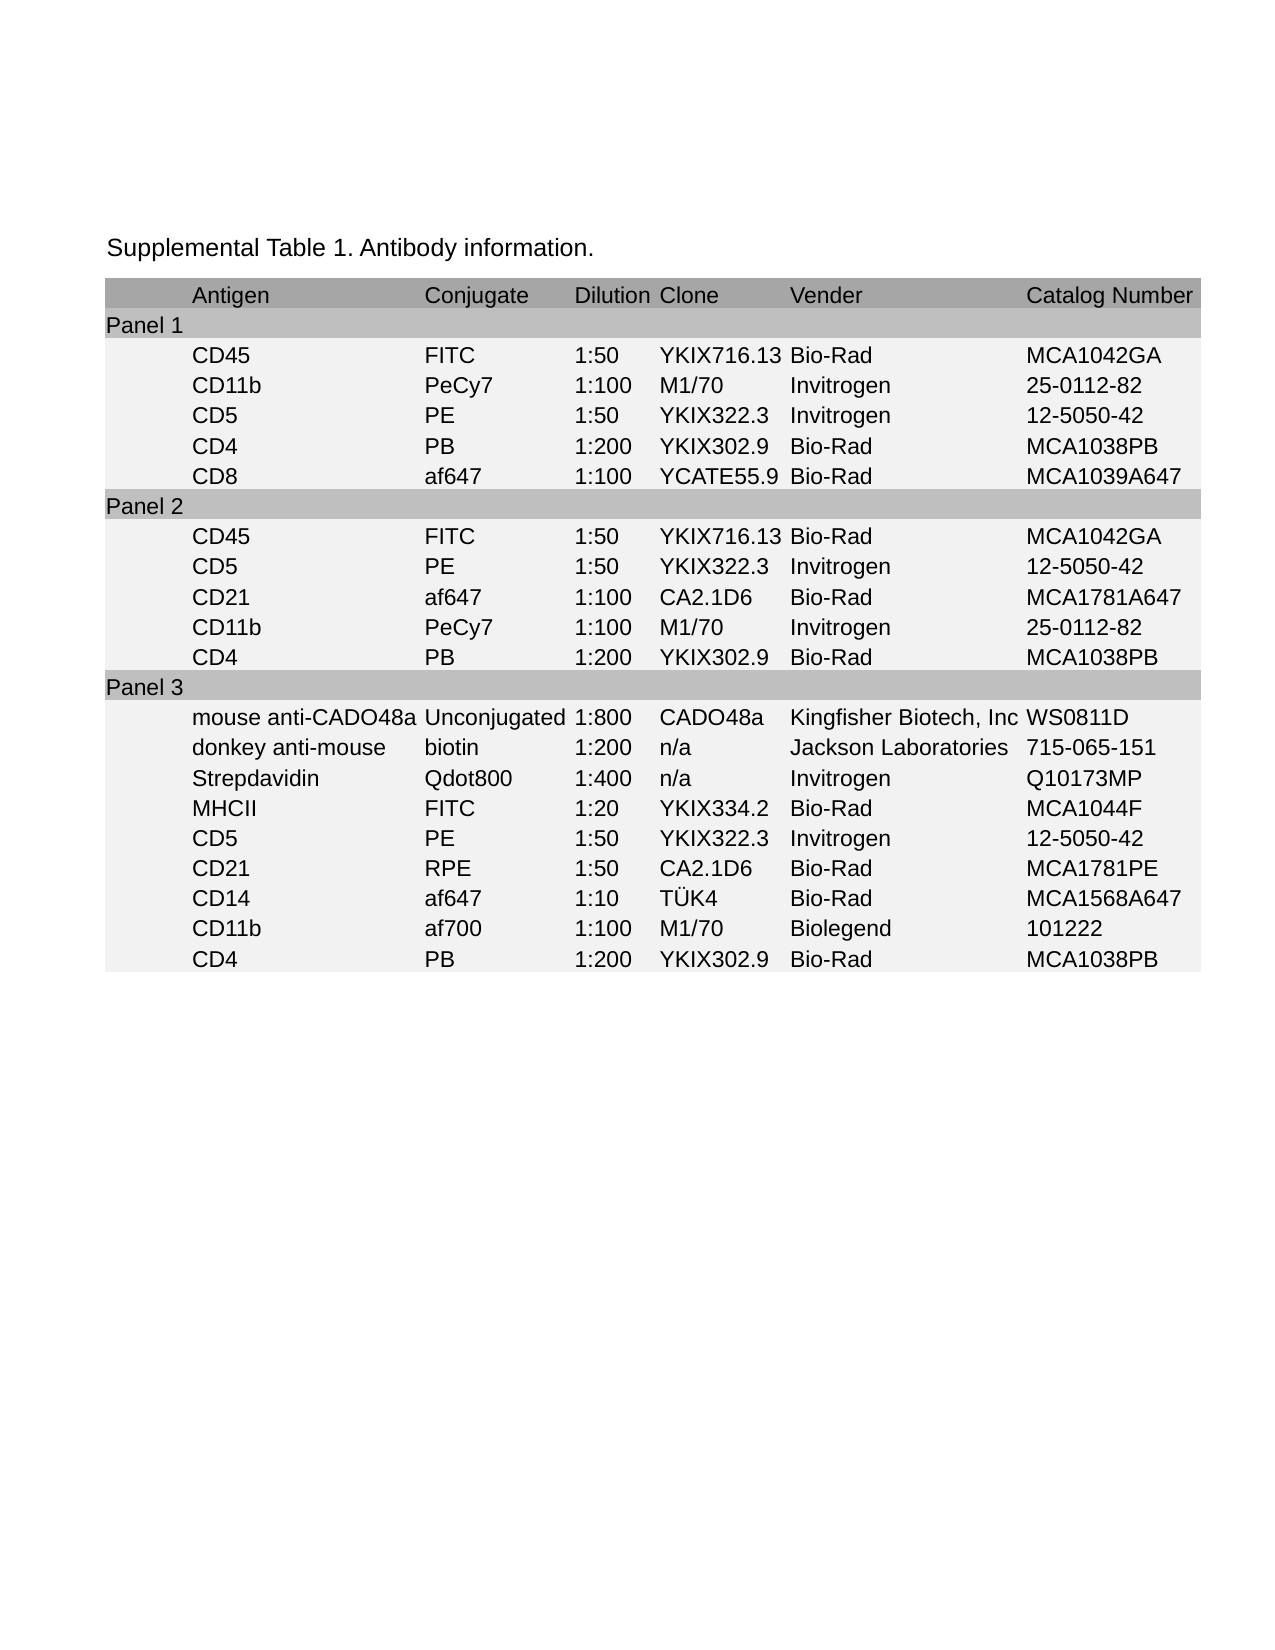

Supplemental Table 1. Antibody information.
| | Antigen | Conjugate | Dilution | Clone | Vender | Catalog Number |
| --- | --- | --- | --- | --- | --- | --- |
| Panel 1 | | | | | | |
| | CD45 | FITC | 1:50 | YKIX716.13 | Bio-Rad | MCA1042GA |
| | CD11b | PeCy7 | 1:100 | M1/70 | Invitrogen | 25-0112-82 |
| | CD5 | PE | 1:50 | YKIX322.3 | Invitrogen | 12-5050-42 |
| | CD4 | PB | 1:200 | YKIX302.9 | Bio-Rad | MCA1038PB |
| | CD8 | af647 | 1:100 | YCATE55.9 | Bio-Rad | MCA1039A647 |
| Panel 2 | | | | | | |
| | CD45 | FITC | 1:50 | YKIX716.13 | Bio-Rad | MCA1042GA |
| | CD5 | PE | 1:50 | YKIX322.3 | Invitrogen | 12-5050-42 |
| | CD21 | af647 | 1:100 | CA2.1D6 | Bio-Rad | MCA1781A647 |
| | CD11b | PeCy7 | 1:100 | M1/70 | Invitrogen | 25-0112-82 |
| | CD4 | PB | 1:200 | YKIX302.9 | Bio-Rad | MCA1038PB |
| Panel 3 | | | | | | |
| | mouse anti-CADO48a | Unconjugated | 1:800 | CADO48a | Kingfisher Biotech, Inc | WS0811D |
| | donkey anti-mouse | biotin | 1:200 | n/a | Jackson Laboratories | 715-065-151 |
| | Strepdavidin | Qdot800 | 1:400 | n/a | Invitrogen | Q10173MP |
| | MHCII | FITC | 1:20 | YKIX334.2 | Bio-Rad | MCA1044F |
| | CD5 | PE | 1:50 | YKIX322.3 | Invitrogen | 12-5050-42 |
| | CD21 | RPE | 1:50 | CA2.1D6 | Bio-Rad | MCA1781PE |
| | CD14 | af647 | 1:10 | TÜK4 | Bio-Rad | MCA1568A647 |
| | CD11b | af700 | 1:100 | M1/70 | Biolegend | 101222 |
| | CD4 | PB | 1:200 | YKIX302.9 | Bio-Rad | MCA1038PB |

## Slide 3
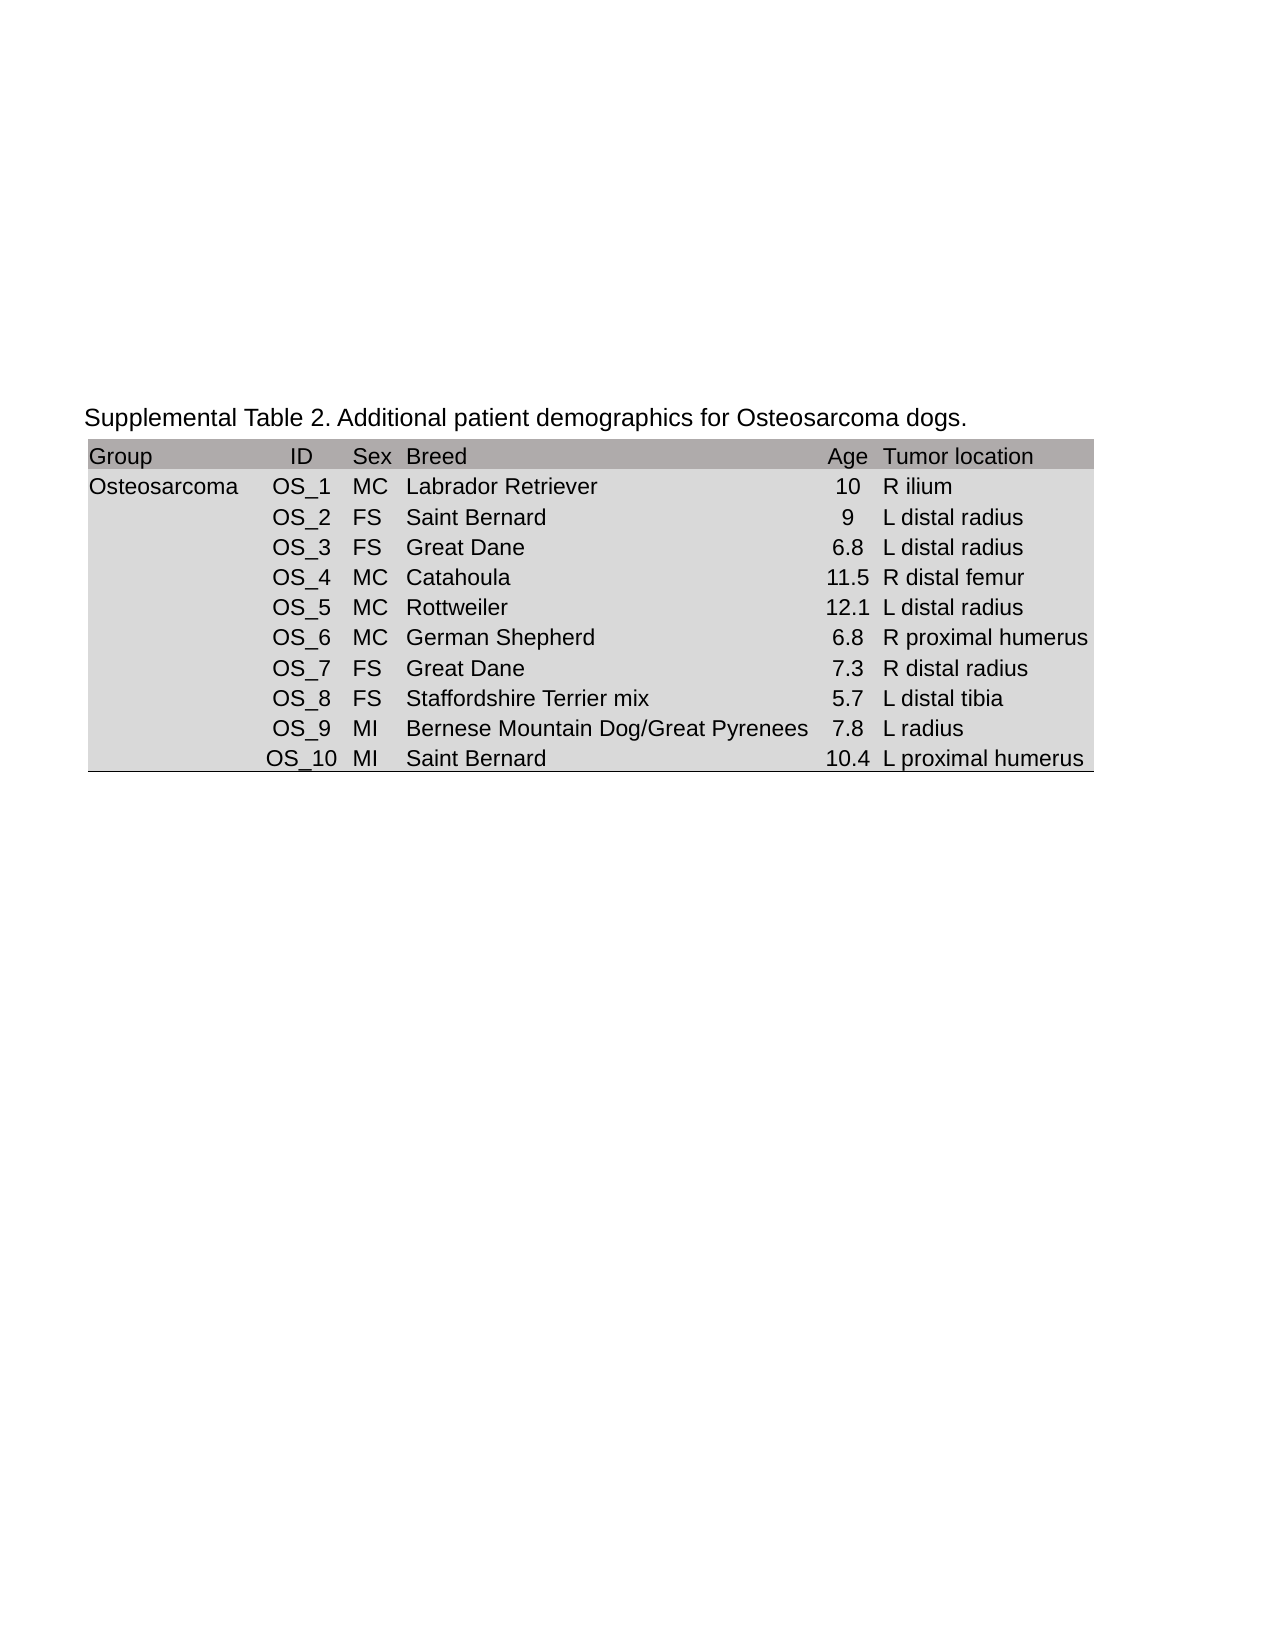

Supplemental Table 2. Additional patient demographics for Osteosarcoma dogs.
| Group | ID | Sex | Breed | Age | Tumor location |
| --- | --- | --- | --- | --- | --- |
| Osteosarcoma | OS\_1 | MC | Labrador Retriever | 10 | R ilium |
| | OS\_2 | FS | Saint Bernard | 9 | L distal radius |
| | OS\_3 | FS | Great Dane | 6.8 | L distal radius |
| | OS\_4 | MC | Catahoula | 11.5 | R distal femur |
| | OS\_5 | MC | Rottweiler | 12.1 | L distal radius |
| | OS\_6 | MC | German Shepherd | 6.8 | R proximal humerus |
| | OS\_7 | FS | Great Dane | 7.3 | R distal radius |
| | OS\_8 | FS | Staffordshire Terrier mix | 5.7 | L distal tibia |
| | OS\_9 | MI | Bernese Mountain Dog/Great Pyrenees | 7.8 | L radius |
| | OS\_10 | MI | Saint Bernard | 10.4 | L proximal humerus |

## Slide 4
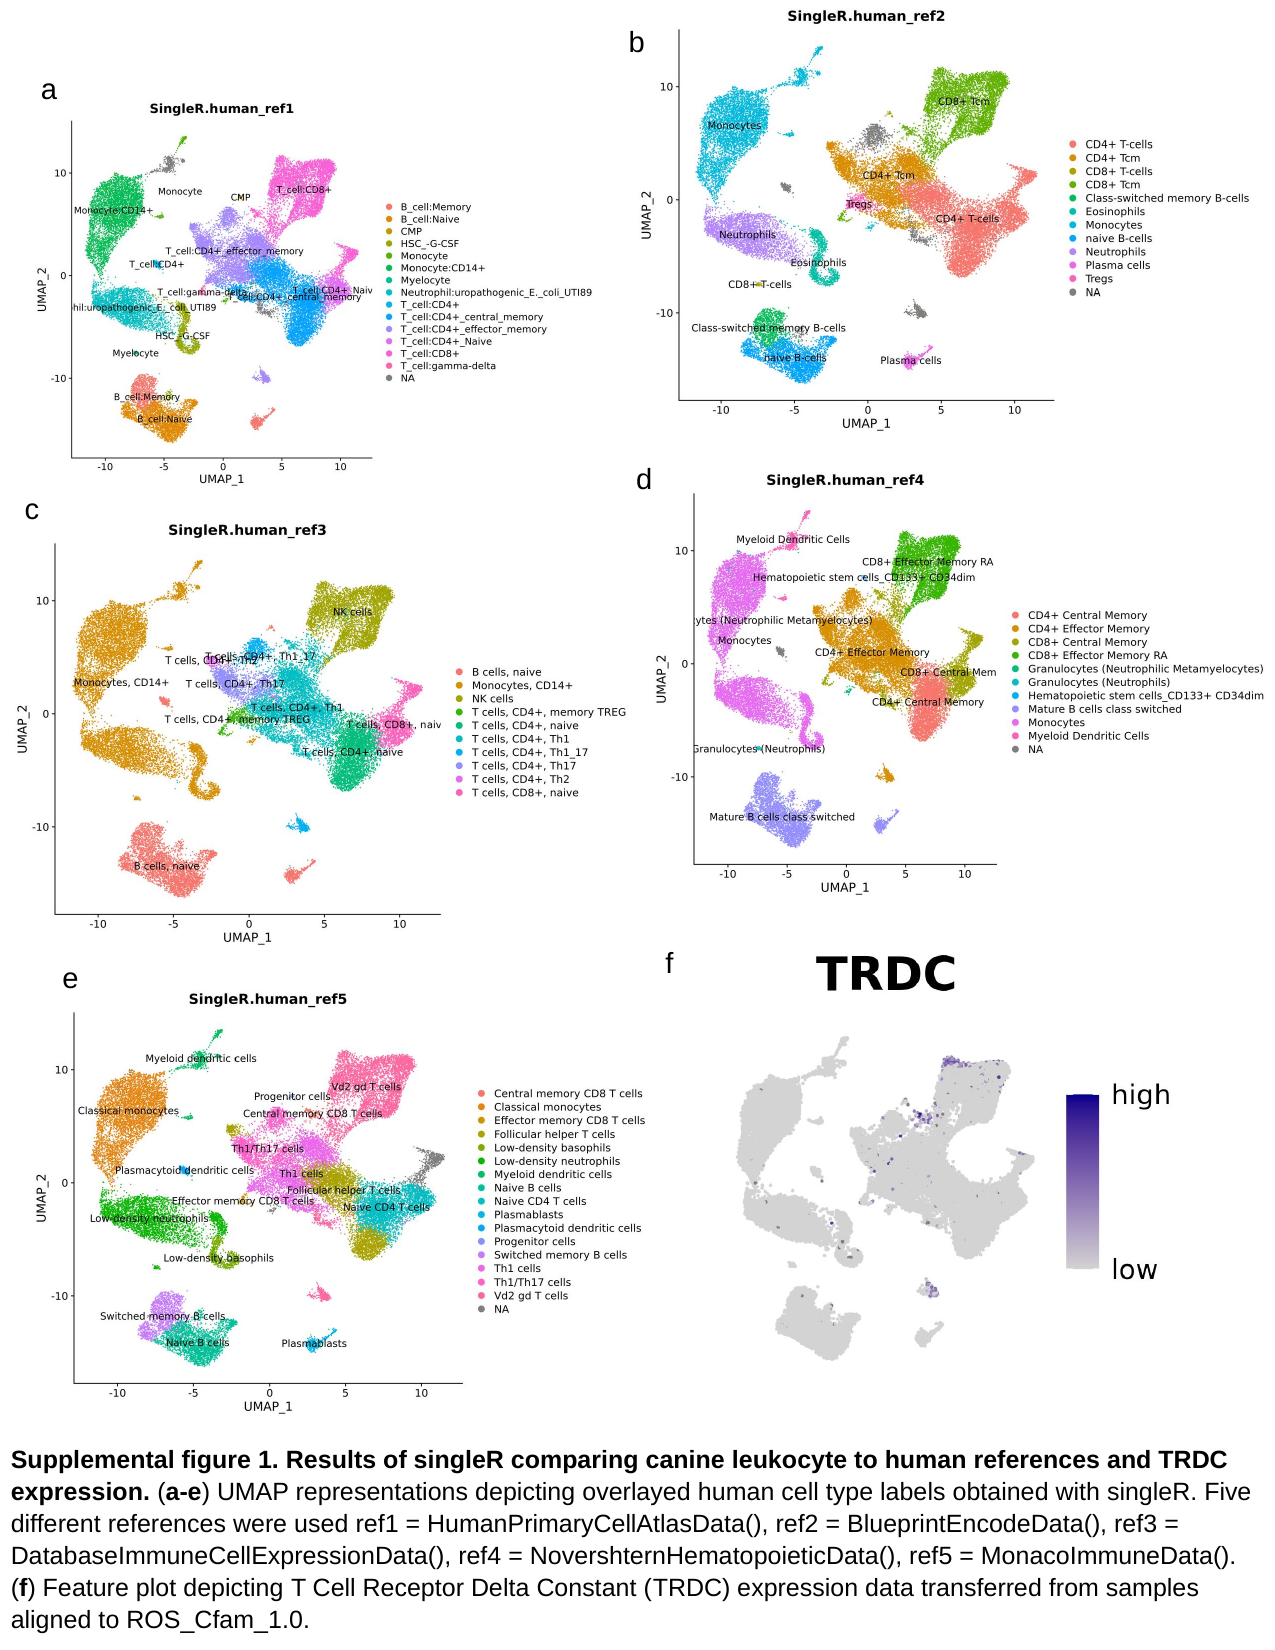

b
a
d
c
f
e
Supplemental figure 1. Results of singleR comparing canine leukocyte to human references and TRDC expression. (a-e) UMAP representations depicting overlayed human cell type labels obtained with singleR. Five different references were used ref1 = HumanPrimaryCellAtlasData(), ref2 = BlueprintEncodeData(), ref3 = DatabaseImmuneCellExpressionData(), ref4 = NovershternHematopoieticData(), ref5 = MonacoImmuneData(). (f) Feature plot depicting T Cell Receptor Delta Constant (TRDC) expression data transferred from samples aligned to ROS_Cfam_1.0.

## Slide 5
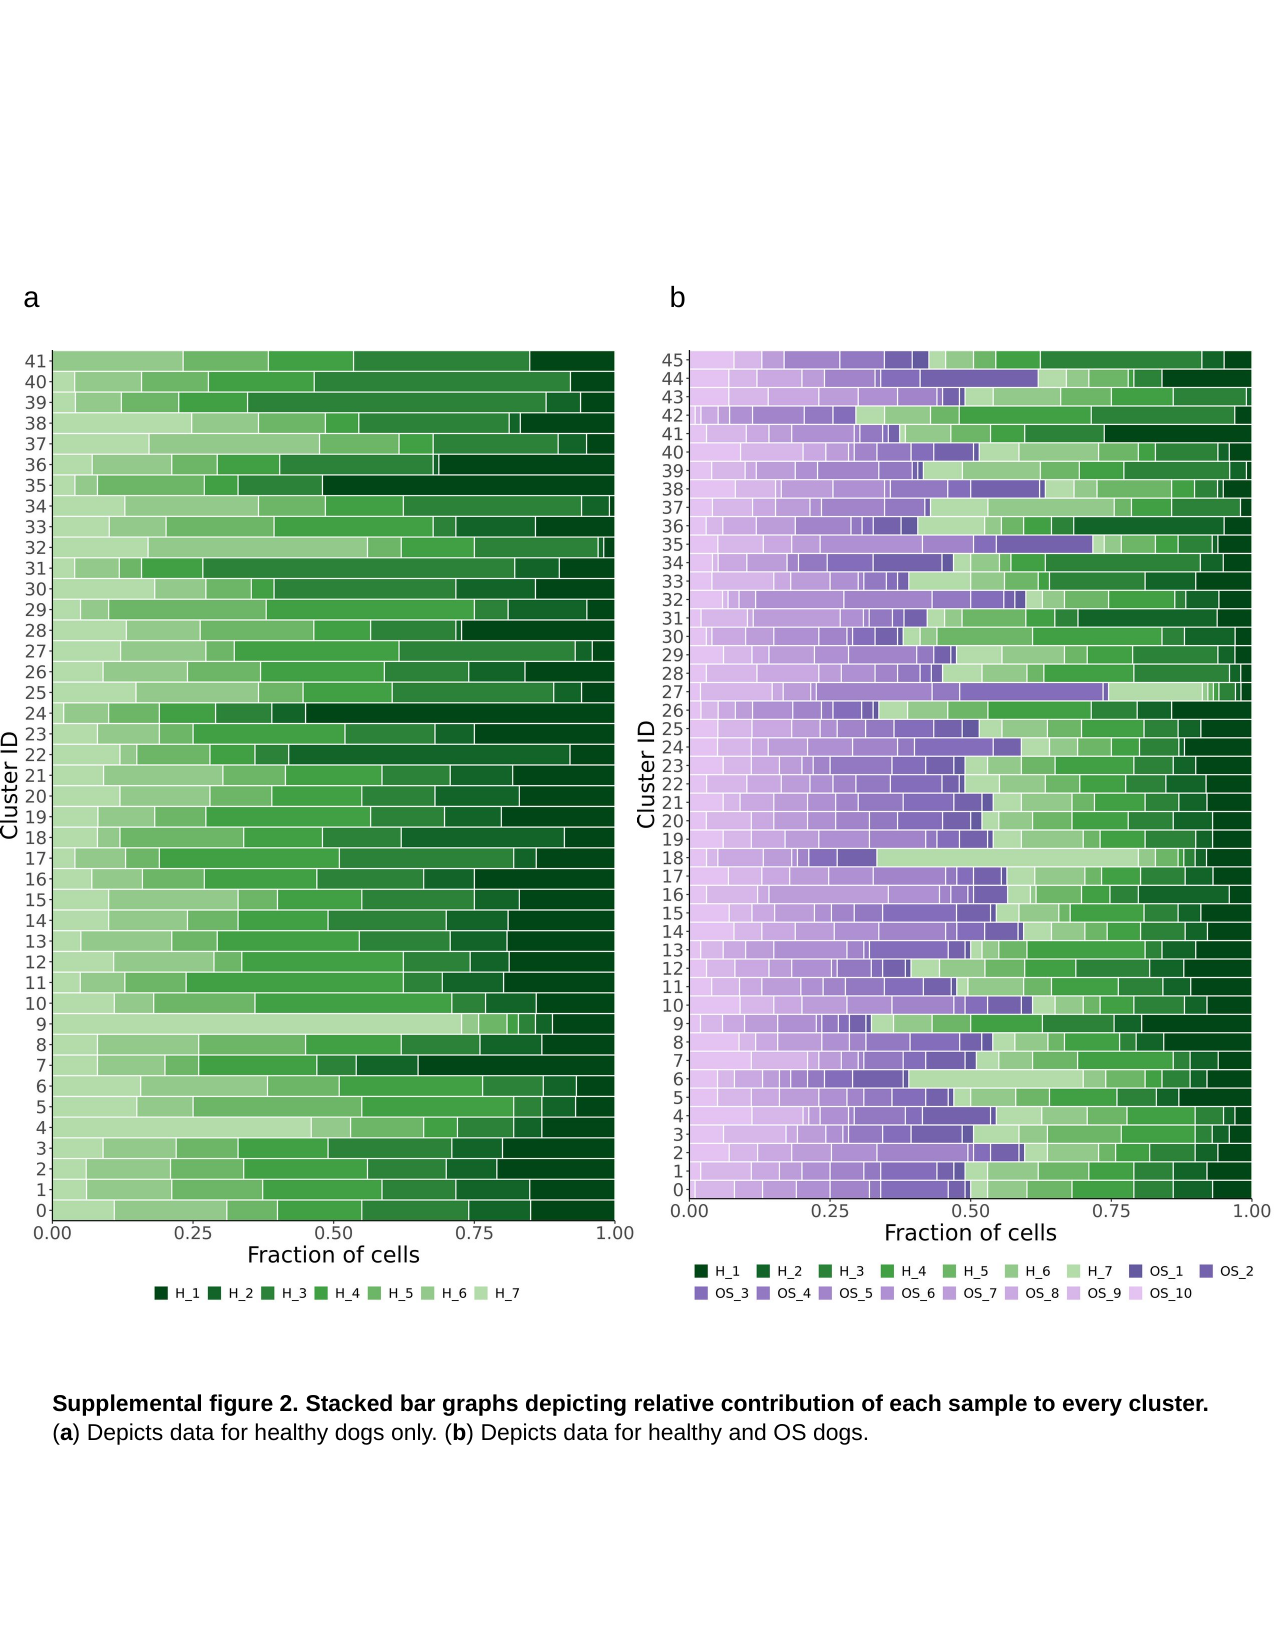

a
b
Supplemental figure 2. Stacked bar graphs depicting relative contribution of each sample to every cluster. (a) Depicts data for healthy dogs only. (b) Depicts data for healthy and OS dogs.

## Slide 6
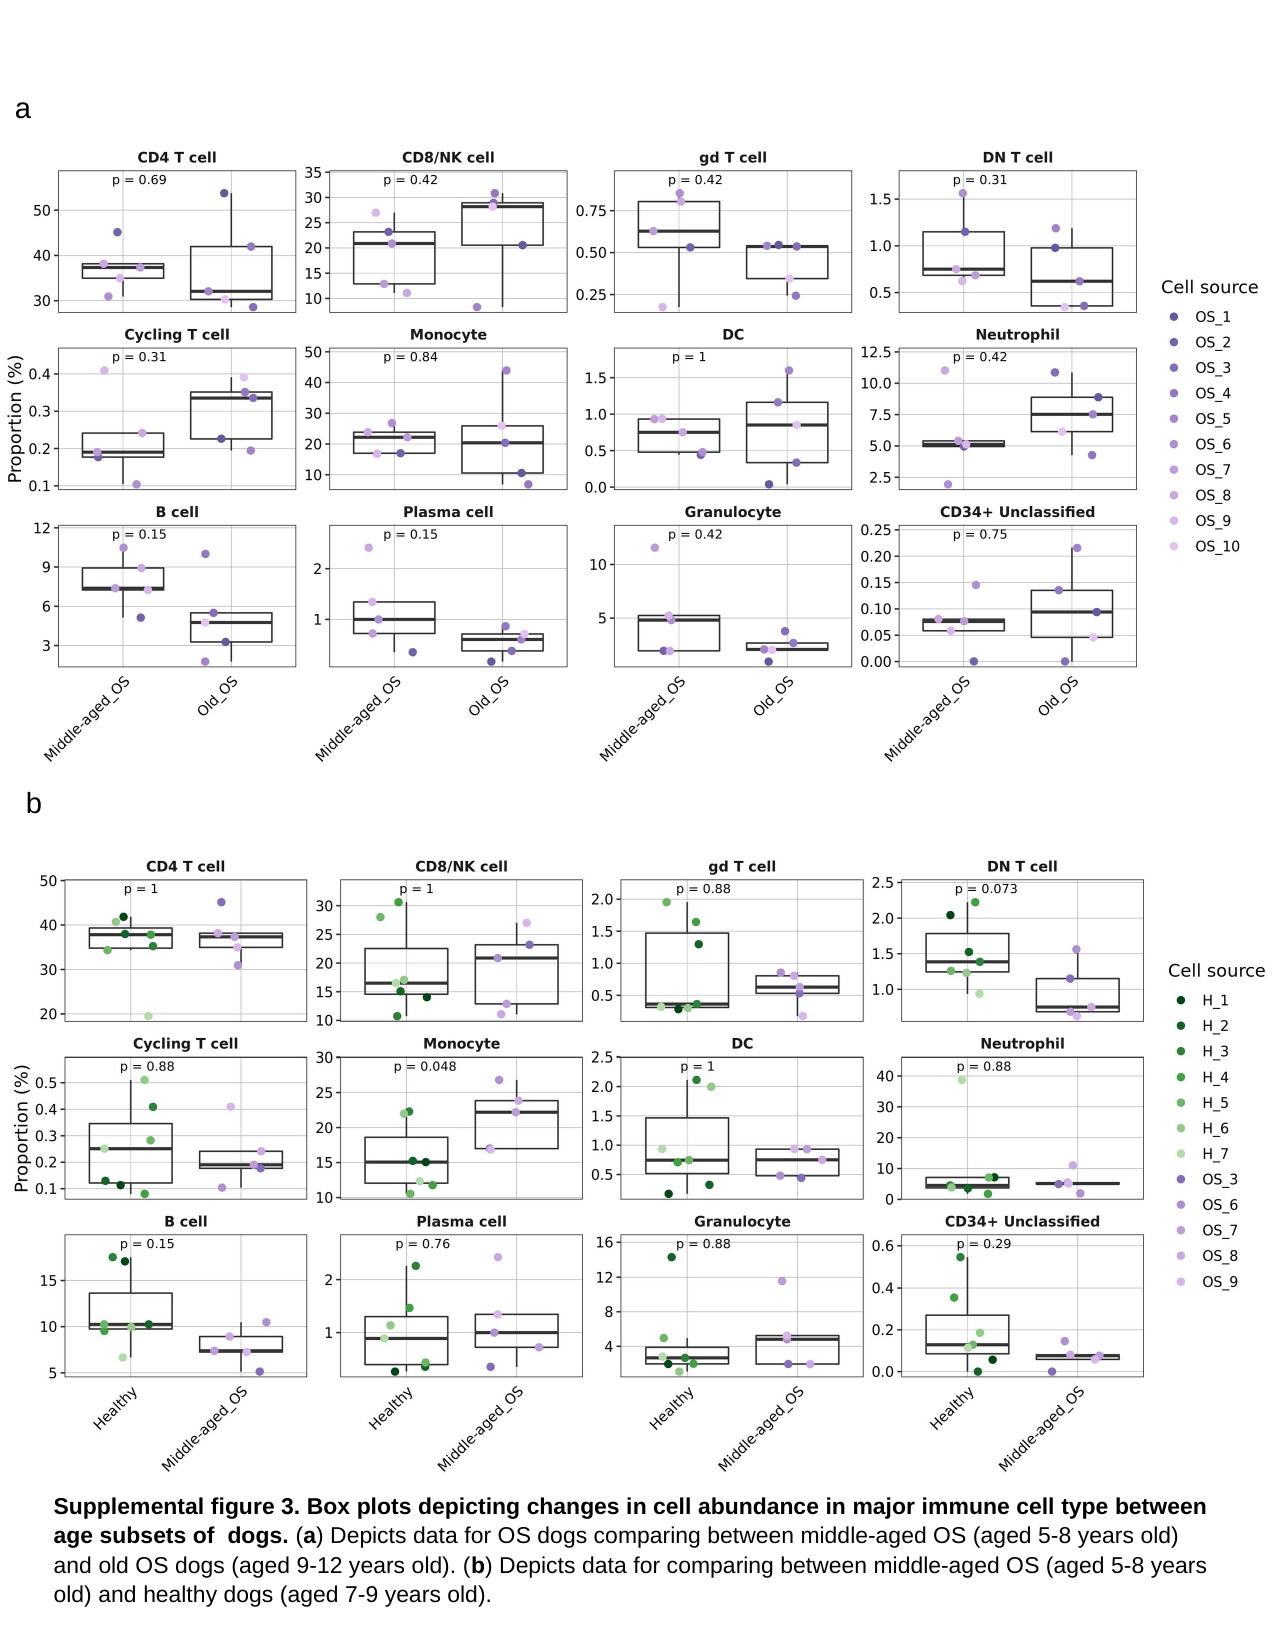

a
b
Supplemental figure 3. Box plots depicting changes in cell abundance in major immune cell type between age subsets of dogs. (a) Depicts data for OS dogs comparing between middle-aged OS (aged 5-8 years old) and old OS dogs (aged 9-12 years old). (b) Depicts data for comparing between middle-aged OS (aged 5-8 years old) and healthy dogs (aged 7-9 years old).

## Slide 7
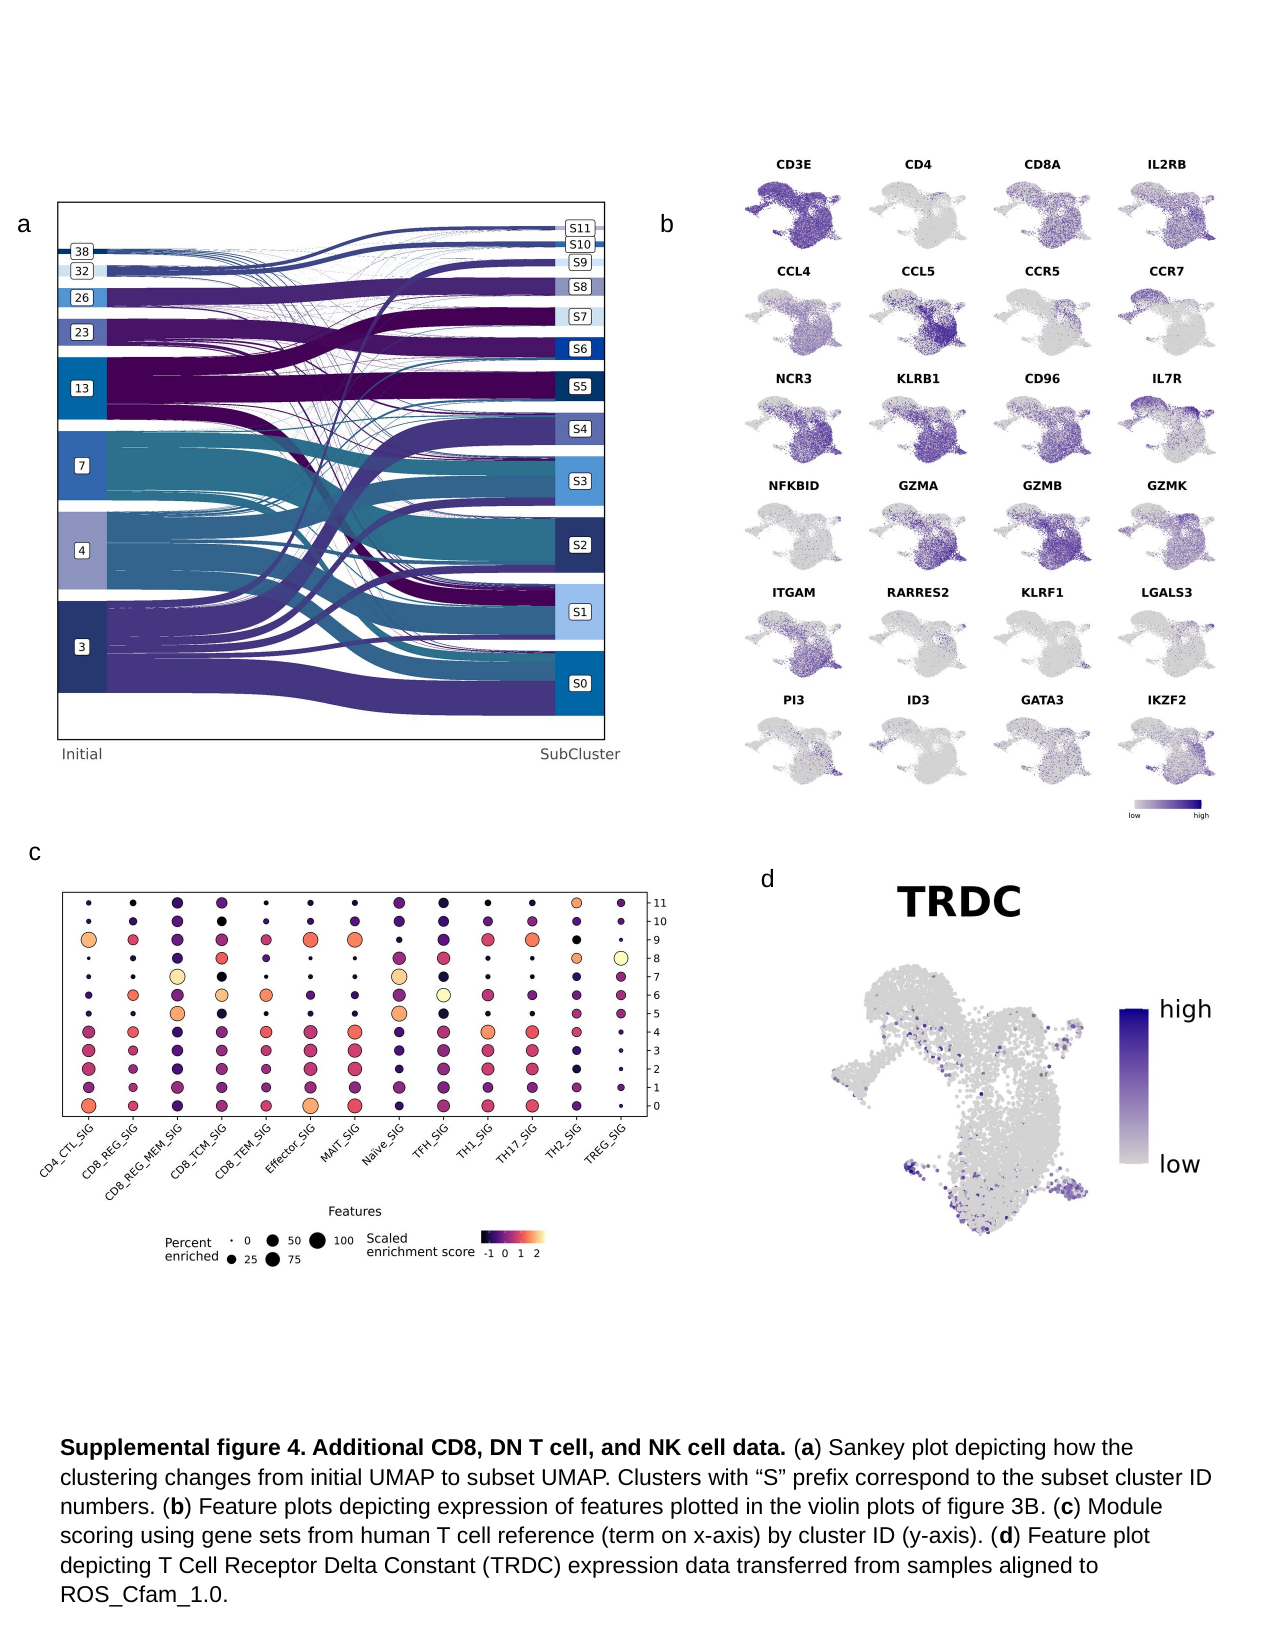

a
b
c
d
Supplemental figure 4. Additional CD8, DN T cell, and NK cell data. (a) Sankey plot depicting how the clustering changes from initial UMAP to subset UMAP. Clusters with “S” prefix correspond to the subset cluster ID numbers. (b) Feature plots depicting expression of features plotted in the violin plots of figure 3B. (c) Module scoring using gene sets from human T cell reference (term on x-axis) by cluster ID (y-axis). (d) Feature plot depicting T Cell Receptor Delta Constant (TRDC) expression data transferred from samples aligned to ROS_Cfam_1.0.

## Slide 8
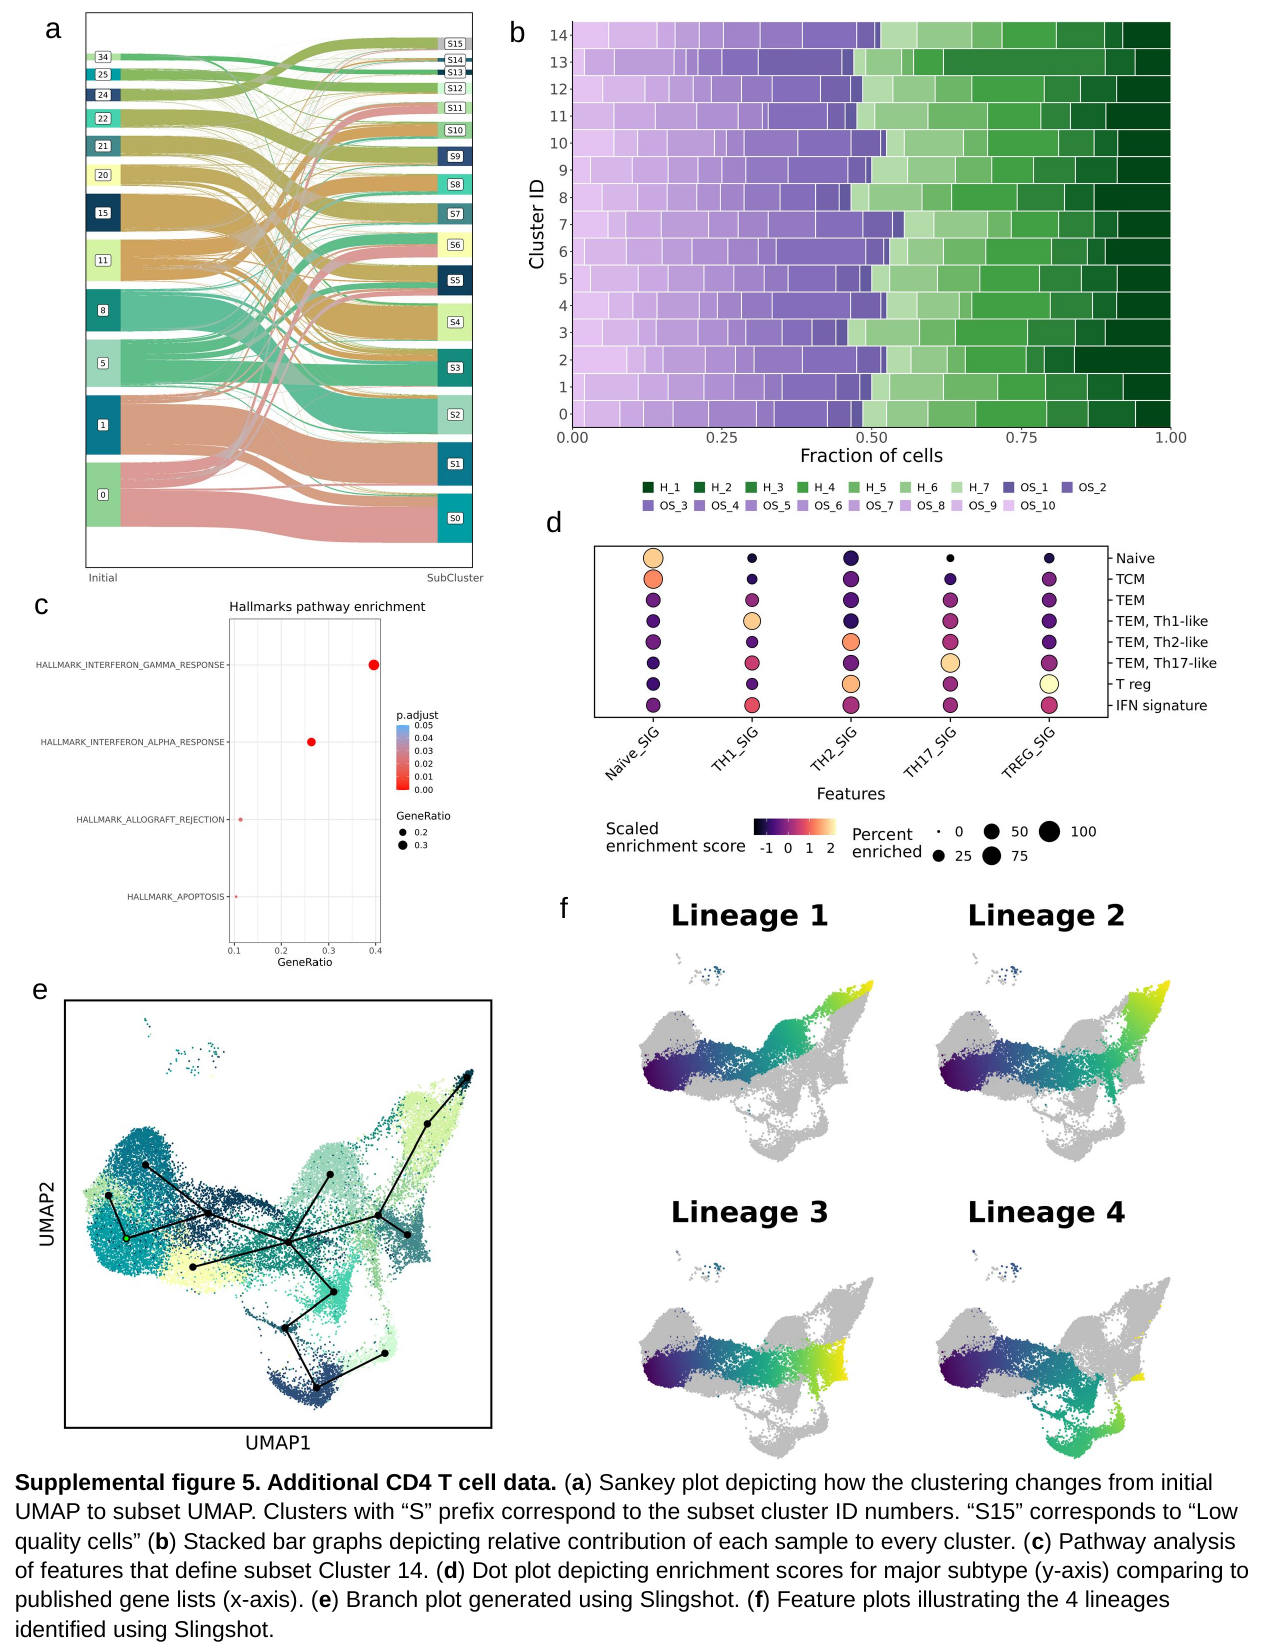

a
b
d
c
f
e
Supplemental figure 5. Additional CD4 T cell data. (a) Sankey plot depicting how the clustering changes from initial UMAP to subset UMAP. Clusters with “S” prefix correspond to the subset cluster ID numbers. “S15” corresponds to “Low quality cells” (b) Stacked bar graphs depicting relative contribution of each sample to every cluster. (c) Pathway analysis of features that define subset Cluster 14. (d) Dot plot depicting enrichment scores for major subtype (y-axis) comparing to published gene lists (x-axis). (e) Branch plot generated using Slingshot. (f) Feature plots illustrating the 4 lineages identified using Slingshot.

## Slide 9
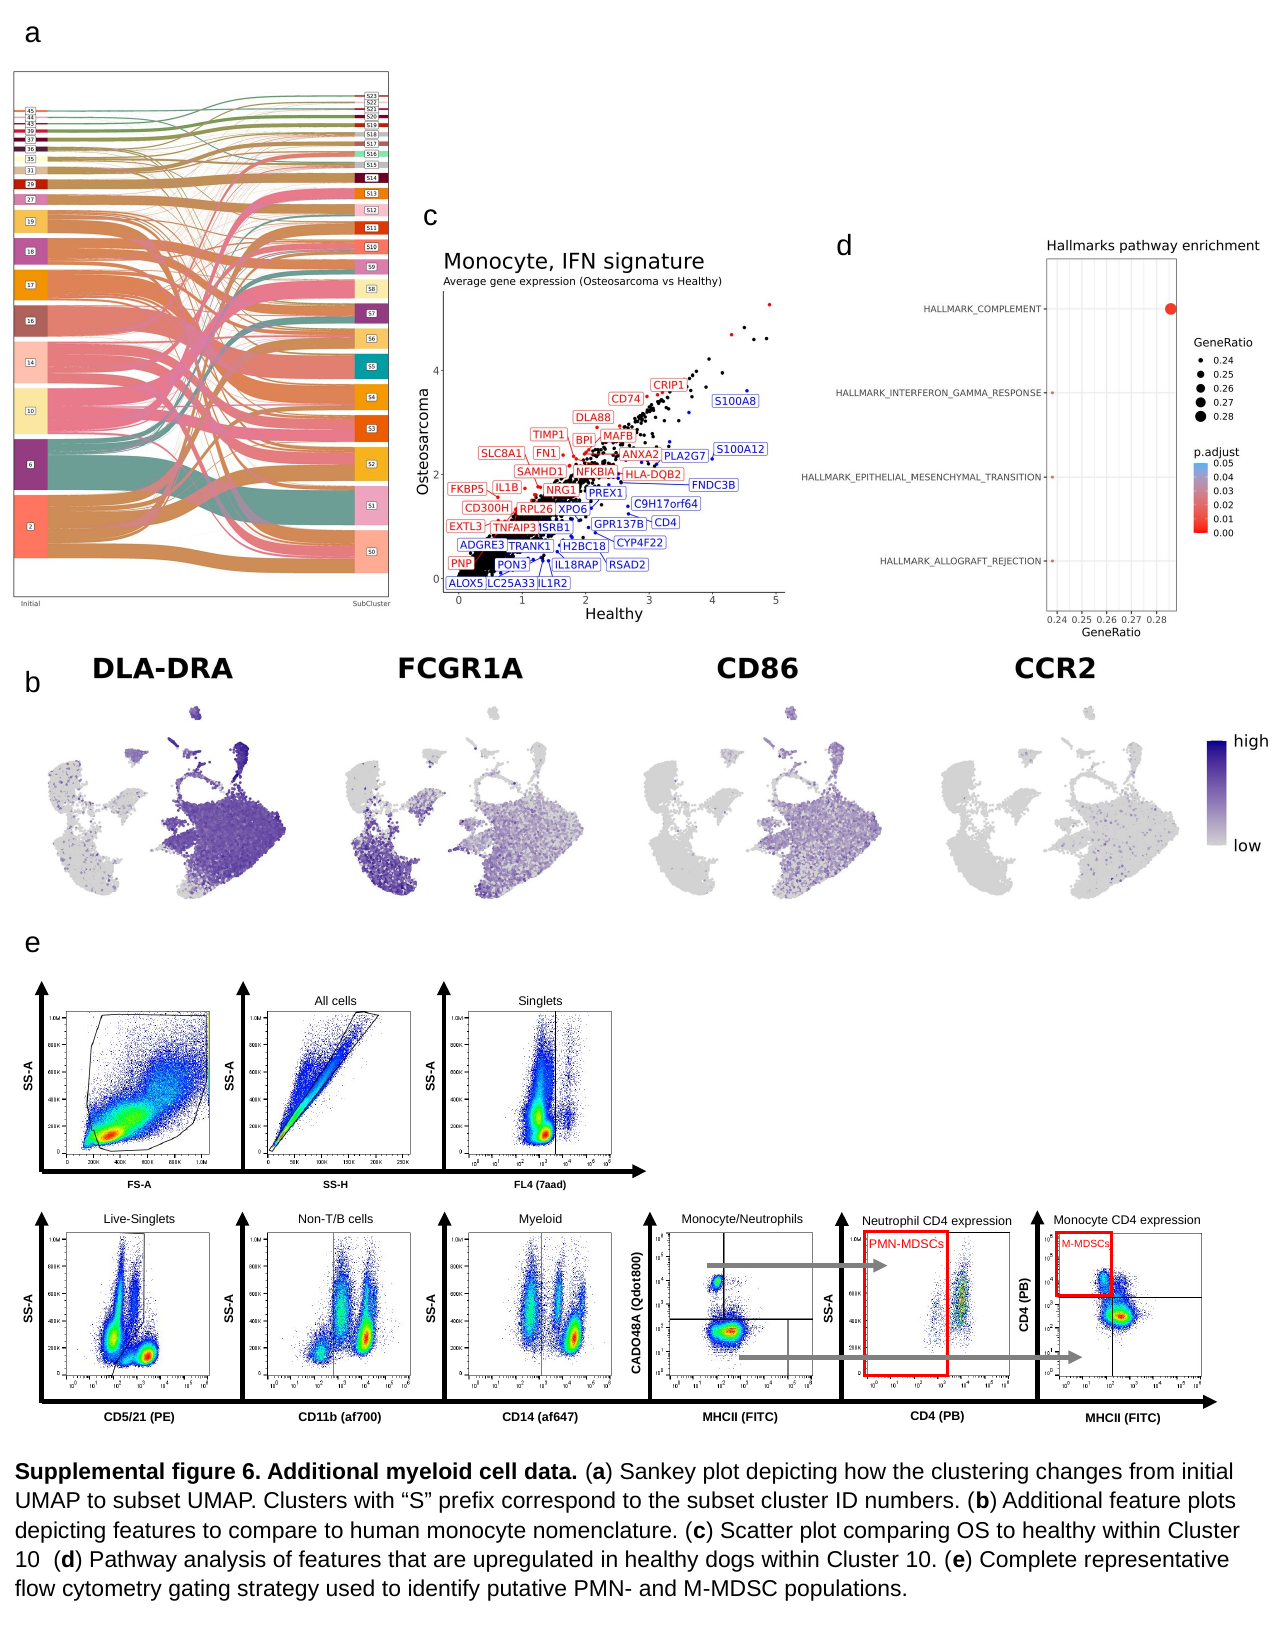

a
c
d
b
e
All cells
Singlets
SS-A
SS-A
SS-A
FS-A
SS-H
FL4 (7aad)
Live-Singlets
Non-T/B cells
Myeloid
Monocyte/Neutrophils
Monocyte CD4 expression
Neutrophil CD4 expression
PMN-MDSCs
M-MDSCs
CD4 (PB)
SS-A
SS-A
SS-A
SS-A
CADO48A (Qdot800)
CD4 (PB)
CD5/21 (PE)
CD11b (af700)
CD14 (af647)
MHCII (FITC)
MHCII (FITC)
Supplemental figure 6. Additional myeloid cell data. (a) Sankey plot depicting how the clustering changes from initial UMAP to subset UMAP. Clusters with “S” prefix correspond to the subset cluster ID numbers. (b) Additional feature plots depicting features to compare to human monocyte nomenclature. (c) Scatter plot comparing OS to healthy within Cluster 10 (d) Pathway analysis of features that are upregulated in healthy dogs within Cluster 10. (e) Complete representative flow cytometry gating strategy used to identify putative PMN- and M-MDSC populations.

## Slide 10
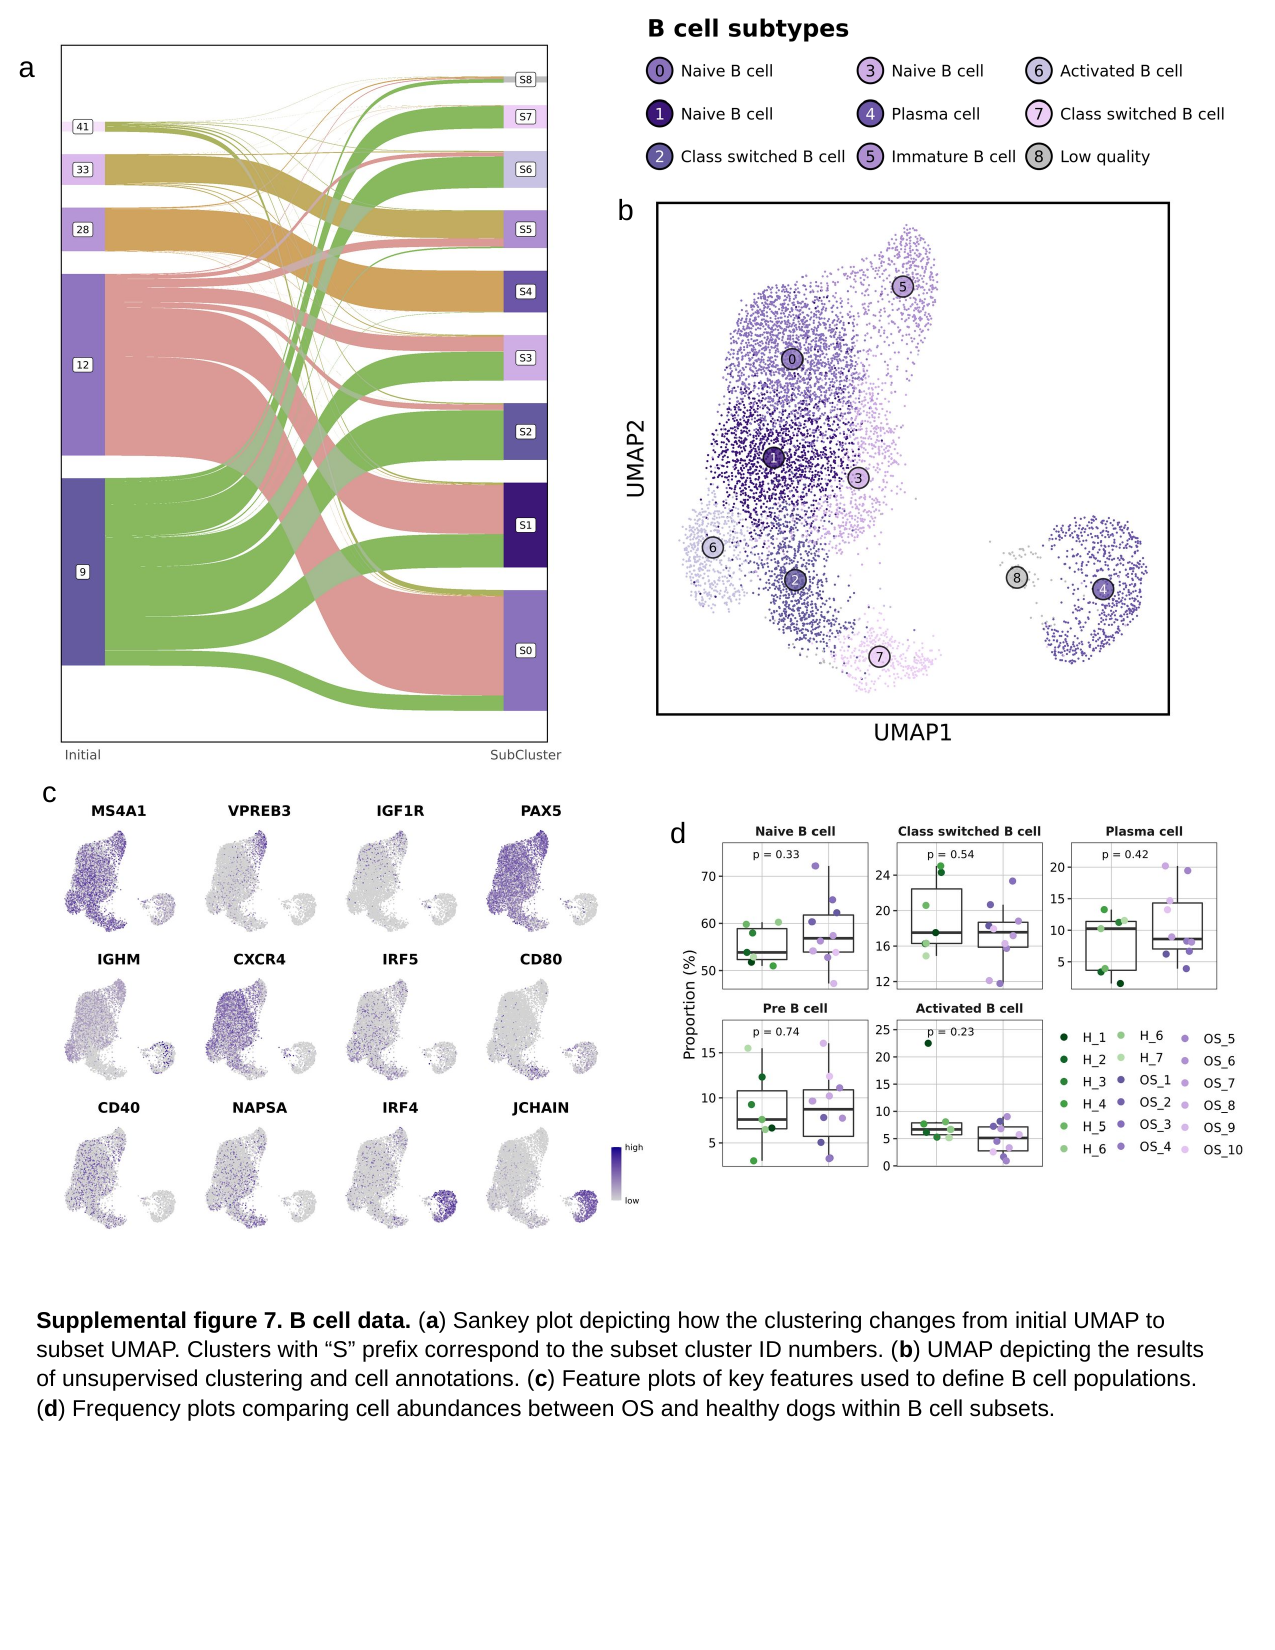

a
b
c
d
Supplemental figure 7. B cell data. (a) Sankey plot depicting how the clustering changes from initial UMAP to subset UMAP. Clusters with “S” prefix correspond to the subset cluster ID numbers. (b) UMAP depicting the results of unsupervised clustering and cell annotations. (c) Feature plots of key features used to define B cell populations. (d) Frequency plots comparing cell abundances between OS and healthy dogs within B cell subsets.

## Slide 11
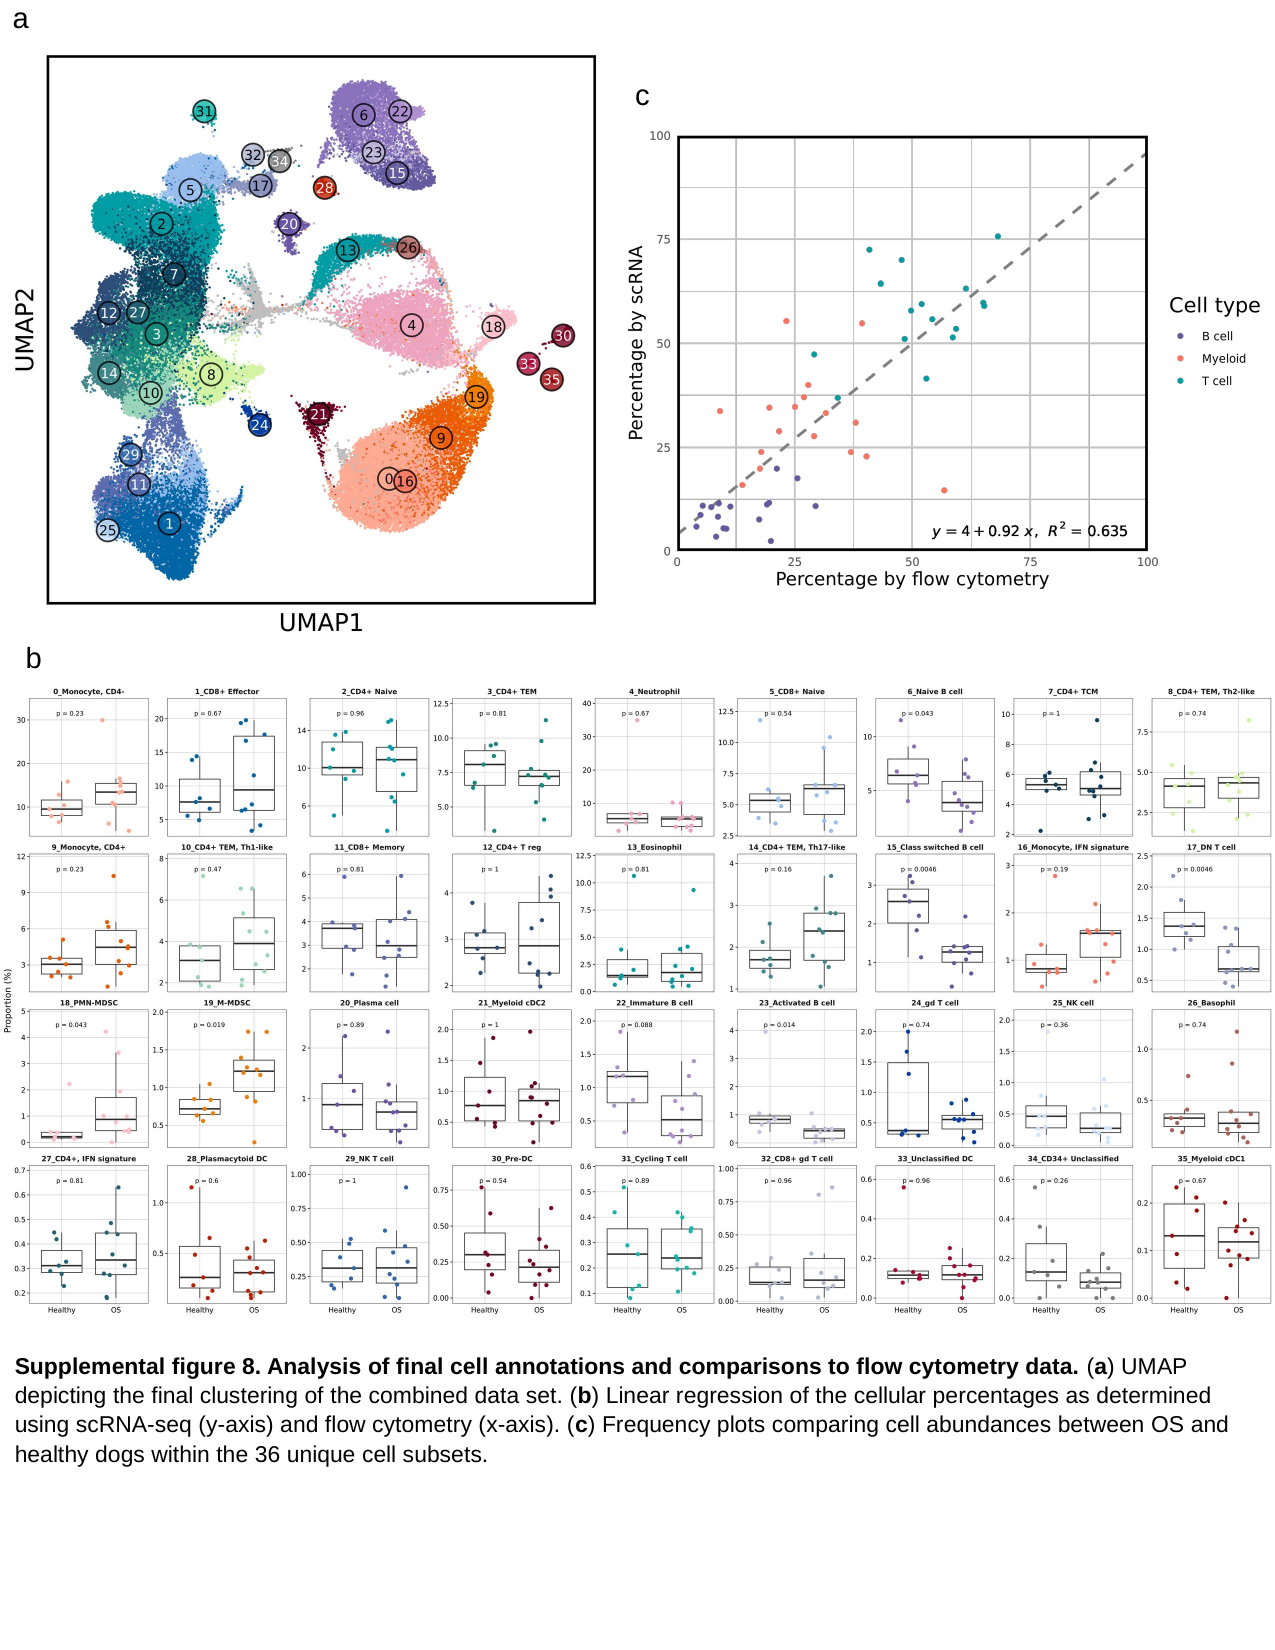

a
c
b
Supplemental figure 8. Analysis of final cell annotations and comparisons to flow cytometry data. (a) UMAP depicting the final clustering of the combined data set. (b) Linear regression of the cellular percentages as determined using scRNA-seq (y-axis) and flow cytometry (x-axis). (c) Frequency plots comparing cell abundances between OS and healthy dogs within the 36 unique cell subsets.

## Slide 12
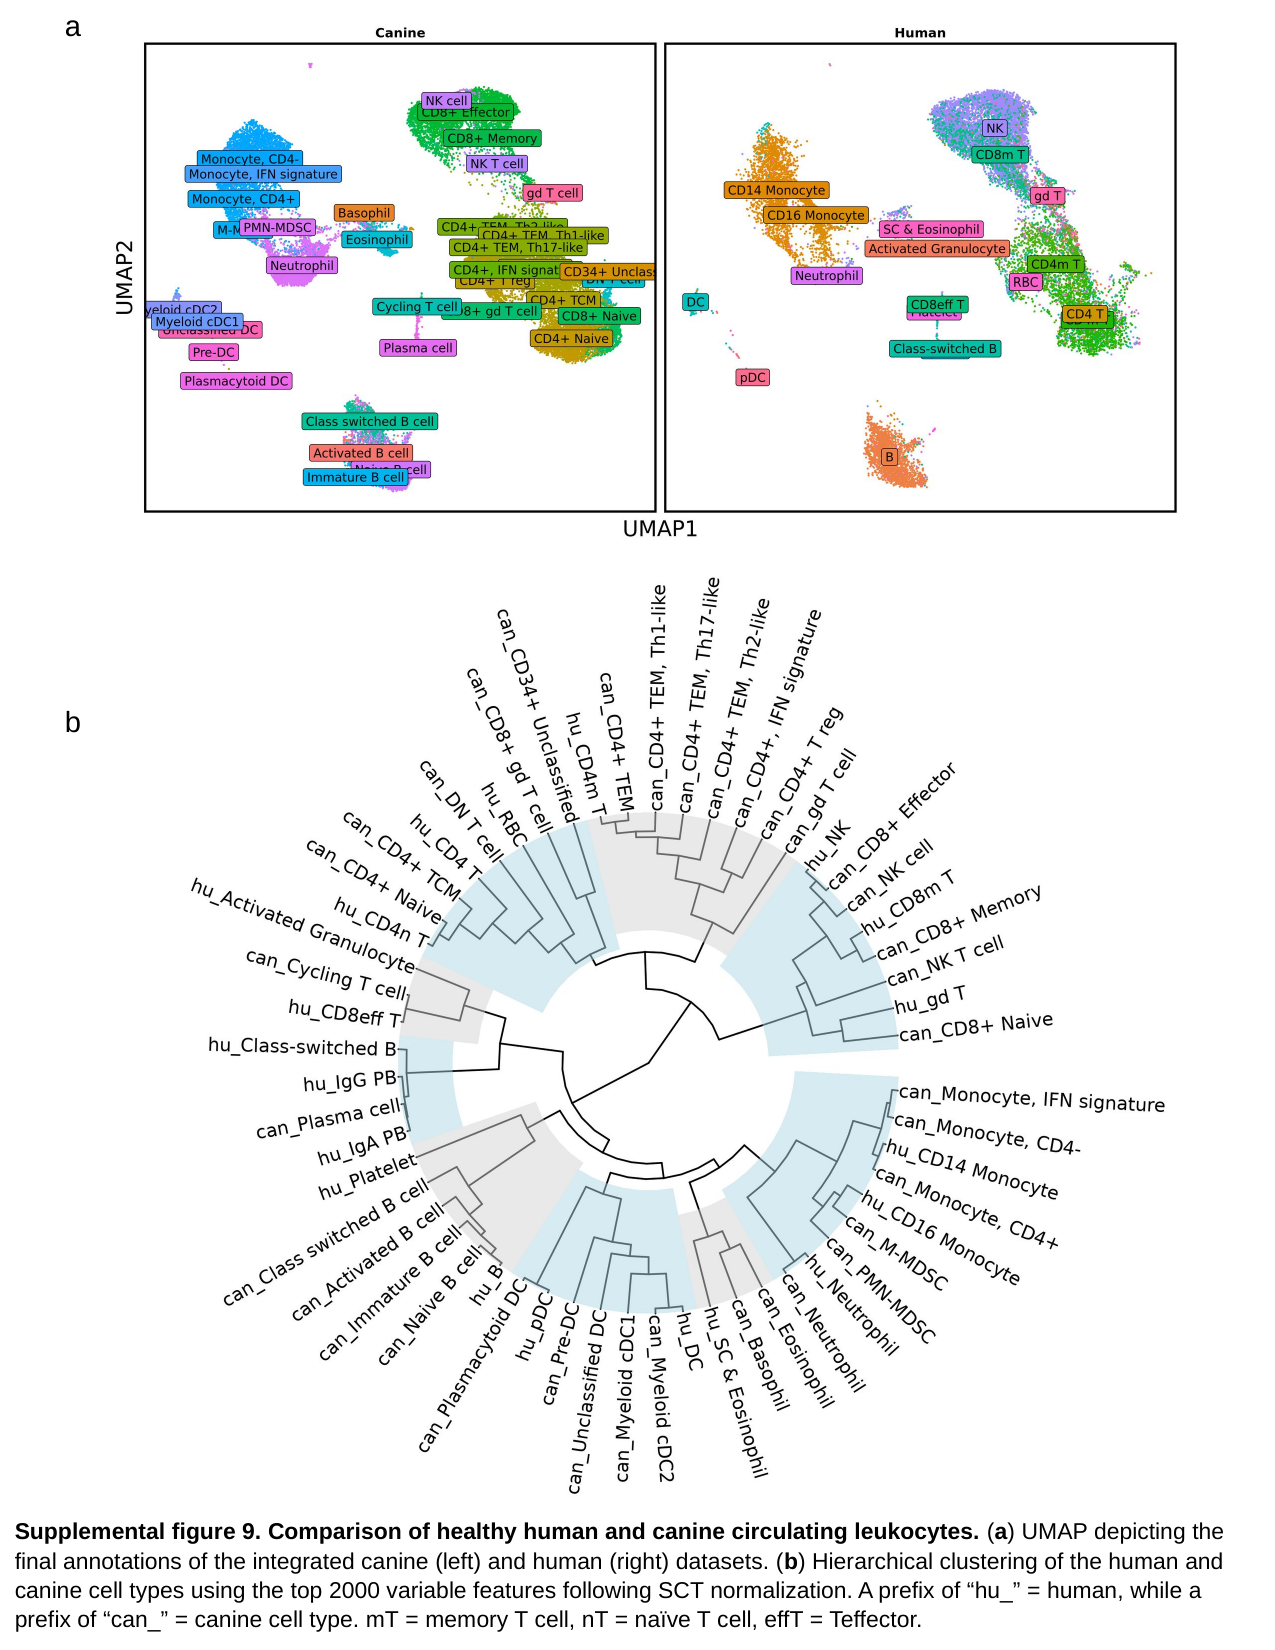

a
b
Supplemental figure 9. Comparison of healthy human and canine circulating leukocytes. (a) UMAP depicting the final annotations of the integrated canine (left) and human (right) datasets. (b) Hierarchical clustering of the human and canine cell types using the top 2000 variable features following SCT normalization. A prefix of “hu_” = human, while a prefix of “can_” = canine cell type. mT = memory T cell, nT = naïve T cell, effT = Teffector.

How the deposited data were processed for this re-analysis (not part of the article)

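The values used were counts of unique molecular identifiers (UMIs) per gene and cell barcode, as deposited by the authors in 1 matrix per dog. According to the authors, the counts were made with Cell Ranger on the CanFam3.1 genome, once with and once without intronic reads, and which of these the deposited counts hold is not known. Raw reads and reads per cell were not analysed here. TRDC, CD14, FCGR3A, CD8B, NKG7, CD247, ORM1, PF4, GP9, HBA1 and HBB have no entry among the genes counted under these names and were not analysed here. Flow cytometry, the integration with human cells and pseudotime were not analysed here.

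Condition, replicate number, age and sex came from the sample records and the paper. Matrices held 39341 barcodes of healthy dogs and 53672 of dogs with OS, 93013 in all, of which 84345 passed the limits on genes, UMIs and mitochondrial counts. Scrublet as called from scanpy scored doublets in each dog, and the highest scores up to the expected rate were removed, 3606 in all, where Scrublet's automatic threshold would have called 2157. Clustering used counts scaled to the same total per cell on the log scale, 2000 variable genes chosen by dispersion within dogs, 30 principal components, a soft k-means correction across dogs with the model of Harmony in code written for this purpose, a shared-neighbor graph of 20 neighbors, and the Leiden method at a resolution of 1.0 with seed 1. Clusters were named from lists of marker genes set before the data were examined, and the thresholds of the naming were set after the clusters had been seen: a log2 fold of at least 0.3 for common classes, 1 for other T cells, 1.5 for other myeloid cells and B cells, 2 for mixed droplets and 4 for platelets and erythrocytes, with at least 3 markers detected. The 131 genes named for comparisons, ribosomal protein genes and mitochondrial genes took no part in clustering or naming. In alternatives that clustered the cells again, each cluster took the name that most of its cells had with the main choices.

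The genes named in the text followed a rule: each gene that the paper's text names for the comparison, of which some values had been seen in the paper's supplementary tables and figures, and for each count of genes between dogs with OS and healthy dogs the 3 genes with the largest absolute log2 fold change in each direction among those past both thresholds at a mean of at least 10 CPM. No gene was past both thresholds, so the second part of the rule named none. Counts of a population were summed per dog, with at least 25 cells per dog, and tested with edgeR's quasi-likelihood test after TMM normalization for genes with at least 10 counts. Shares were tested with the exact two-sided Wilcoxon rank-sum test. The alternatives tried were a looser filter on cells, doublets kept, no correction across dogs, clustering resolutions of 0.5 and 1.5, clustering with the named genes, another seed, another denominator, another test of shares, DESeq2, DESeq2's size factors, other filters on genes, a minimum of 10 cells, age or sex as a covariate, a block by replicate number, and each dog left out in turn.

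The procedures were tested on simulated data. With 3-fold changes put into 200 genes, edgeR called between 28.5 and 70.5% of all changed genes (47% in M-MDSCs, 28.5% in IFN signature monocytes). Of those with a mean of at least 50 counts per sum it called between 71.43 and 100%. At most 3 unchanged genes were called in each of the 12 comparisons simulated. The clustering returned 4 of 4 simulated groups with 100% of cells in the cluster of their own group. This simulation held 2400 cells in groups of similar size, each with its own raised genes, at a resolution below 1.0. It therefore does not show how well rare or similar classes were separated in the dogs. The test of shares gave a p below 0.05 in 4.2% of 1000 simulations without a difference, in 40.4% with a difference of 1 SD and in 94.7% with a difference of 2 SD.

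Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Some of the genes named in the paper are not reported here.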

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

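The tests of library quality in this part, of recorded sex and of CD4 without healthy dog 7 (picked from the alternatives that leave out each dog) were chosen only after the result was seen. In each of 207 groups of 4 to 10 dogs, the highest and the lowest dog were compared with the nearest other dog, and a dog counted as far out where this gap over the range of the group passed Dixon's 95% critical value. A dog was far out in 39 groups (32 of 156 shares, 3 of 18 measures of quality, 4 of 31 genes and 0 of 2 similarities), in 13 dogs. Chance alone puts a dog far out in about 1 in 20 groups, and shares of nested classes repeat each other. The design gives no condition that sets 1 dog of a group apart, so no biological explanation was tested for a single dog.

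Healthy dog 7 lay far above the other healthy dogs in all neutrophils (38.9% of total leukocytes), in neutrophils without an IFN signature (32.1% of total leukocytes, 59.6% of myeloid cells) and in IFN signature neutrophils (6.46% of total leukocytes, 12.0% of myeloid cells), and in Tregs (9.26% of CD4 T cells). It lay far below them in CD4 T cells (20.2% of total leukocytes), and far above them in CPM of the CD4 gene in all cells (748) and in myeloid cells (1406). The low CD4 T cell share fits neutrophils in the denominator: among other cells the gap over the range was 0.316, below the critical value. Of its CD4 counts, 87.8% in all cells and 95.1% in myeloid cells lay in neutrophils. A library of unusual depth or quality cannot be told apart from other causes: the dog was far out in 0 measures of depth or quality, but was the lowest healthy dog in median UMIs (3709) and genes (1571) per cell and in mitochondrial counts (median 1.72%). Density centrifugation that let more neutrophils through may explain the neutrophil share and was not tested, since 0.316 bears on the CD4 T cell share and not on the cause of the neutrophils.

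In healthy dog 1, activated B cells (3.88% of total leukocytes), Th1-like cells (7.79% of total leukocytes) and IL1B in myeloid cells (958 CPM) were far above the other healthy dogs. Healthy dog 2 was far above in granulocytes (13.2% of total leukocytes, 39.6% of myeloid cells), healthy dog 3 in unclassified dendritic cells (0.393% of total leukocytes, 1.21% of myeloid cells), healthy dog 4 in class-switched B cells (21.8% of B cells) and healthy dog 6 in plasmacytoid dendritic cells (3.75% of myeloid cells).

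Dog 2 with OS was far above the other dogs with OS in PMN-MDSCs (15.8% of myeloid cells), in LTF in myeloid cells (2777 CPM) and in Th2-like cells (6.96% of total leukocytes). Its LTF goes with its PMN-MDSCs, which carry this gene. Dog 3 with OS was far below in barcodes (1332), cells analysed (1199) and doublets (1.13%), where the number of barcodes sets the rate of doublets removed. It was far above in cycling T cells (0.834% of total leukocytes), unclassified dendritic cells (0.250% of total leukocytes), unassigned monocytes (39.5% of myeloid cells) and naïve B cells (70.8% of B cells). The 3 measures follow the number of barcodes, and median UMIs per cell (4934) lay within those of the other dogs with OS. Counting error in a small library may account for cycling T cells and unclassified dendritic cells. The interval did not reach the next dog's value for unassigned monocytes (95% Clopper-Pearson interval 34.0 to 45.3%, next dog 27.4%) and naïve B cells (58.9 to 81.0%, next dog 54.2%). The next dog's own counting error was not weighed, so counting error is not excluded for these 2 shares. Other effects of this library cannot be told apart from other causes.

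Dog 4 with OS was far above in activated B cells (2.24% of total leukocytes), plasmacytoid dendritic cells (3.89% of myeloid cells) and pre-DCs (2.65% of myeloid cells). Dog 5 with OS was far above in monocytes (44.3% of total leukocytes), CD4- monocytes (26.3% of total leukocytes), cDC2 (1.93% of total leukocytes), CD8+ gd T cells (17.0% of CD8/NK cells) and DN T cells (11.7% of CD8/NK cells), and was far out in 0 measures of depth or quality. This does not exclude an unusual library, and the dog had the most genes per cell (median 2321) and the fewest mixed droplets (0.126%) of the dogs with OS. Dog 7 with OS was far above in granulocytes (10.8% of total leukocytes), dog 8 with OS in plasma cells (2.33% of total leukocytes), and dog 9 with OS in immature B cells (1.31% of total leukocytes). Counting error of the dog far out was weighed for each share, and that of the next dog was not. The 95% Clopper-Pearson interval reached the next dog's value for 2 shares, cycling T cells and unclassified dendritic cells of dog 3 with OS. It did not for the other 30.

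The paper does not analyse the sex of the cells. X chromosome genes, 12 listed before their values were seen, read the recorded sex in 7 of 7 healthy dogs and in 6 of 10 dogs with OS, in each of CD4 T cells, CD8/NK cells, monocytes and B cells. The other 4 dogs with OS were dogs 6 and 9, recorded as male, and dogs 7 and 8, recorded as female. The recorded sexes separated the dogs with OS no better than 55, 100, 79 and 107 of 210 splits of these dogs into groups of the same sizes, in the same order of populations. The cell makeup of the samples is excluded as the cause, since the same dogs went against the record in 4 separate populations. Mislabelled sexes or samples may be the cause and were not tested, since the 4 dogs against the record in each population are the pattern itself. Genes that do not read sex in dogs with OS are not excluded. By 10 other X chromosome genes picked on the healthy dogs, at most 5 of 10 dogs with OS matched the record. These genes put dogs 3, 6, 9 and 10 against it in 4 of 4 populations and dogs 7 and 8 in 0. The scores of the 12 listed genes argue against this explanation for those 12 genes. In the 4 populations every dog with OS scored at least 0.256 or at most -0.0868. Healthy females scored at least 0.242 and healthy males at most -0.228. The 10 other genes go with the explanation, so it stays open. Mislabelling is a hypothesis, and no dog was given another label.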

How the results depend on the processing

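The tests with the nearest monocyte cluster joined to M-MDSCs, without the 4 dogs of doubtful recorded sex, and of genes in PMN-MDSCs with each dog left out were chosen only after the result was seen, as alternatives added after seeing the data; the other alternatives were set before the data were examined. Values for shares are p values of the exact two-sided Wilcoxon rank-sum test unless another test is named. Of 819 alternatives for 32 results on shares, 721 kept the direction and the side of 0.05, 47 fell back across it, 42 passed it and 9 changed direction, and 7 results kept both throughout. Subset shares that reached a p below 0.05 in no setting were kept out of these counts for that reason. Of 1303 alternatives for these 50 shares, 78 changed direction, in 30 of them. Apart from the settings whose construction is given, the cause was not tested. Alternatives that clustered the cells again took over the names of the main clustering, so they did not test the naming.

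The lower DN T cell share of total leukocytes kept its direction and a p below 0.05 in each alternative, none with clusters named anew. The lower B cell share lost it without healthy dog 1 or 3 or without dog 1, 2, 3, 5 or 10 with OS (each dog left out in turn: 0.0115 to 0.0727), and naïve B cells without healthy dog 1, 2 or 3 or dog 1, 2, 5 or 10 with OS (0.0110 to 0.0727). Without the correction across dogs, p was 0.109 for class-switched B cells (0.00967 with it), 0.0180 for activated B cells (0.109 with it) and 0.161 for M-MDSCs of total leukocytes and of myeloid cells. Activated B cells passed 0.05 without healthy dog 2 or dog 4 with OS (0.0312 to 0.220). M-MDSCs of total leukocytes had p = 0.138 without the dogs of doubtful sex and 0.0553 with the nearest cluster. M-MDSCs of myeloid cells had p = 0.0702 with the named genes in the clustering, with another seed and with the nearest cluster, and 0.0513 without the dogs of doubtful sex. They also lost a p below 0.05 without healthy dog 5, 6 or 7 or dog 1, 2, 3, 6, 9 or 10 with OS (0.00787 to 0.0727).

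TCM of CD4 T cells lost a p below 0.05 (0.0431 with all dogs) without healthy dog 2, 3, 4, 5 or 6 or dog 2, 4, 6, 7, 8 or 10 with OS (0.0115 to 0.0934) and without the dogs of doubtful sex (0.0513). IFN signature monocytes of myeloid cells lost it (0.0250 with all dogs) with the looser filter (0.0553), without healthy dog 5 (0.00524 to 0.0559) and without the dogs of doubtful sex (0.138). Of CD4 T cells, Th17-like cells passed 0.05 without dog 9 with OS (0.0229 to 0.147) and without the dogs of doubtful sex (0.0350).

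DN T cells of CD8/NK cells passed 0.05 with doublets kept (0.0250), another seed (0.0330) and an exact permutation of means (0.0426), and without healthy dog 5 or 7 or dog 5, 6 or 8 with OS (0.0229 to 0.118). Monocytes passed it without healthy dog 3 or dog 2 or 4 with OS (0.0164 to 0.118), and CD34+ cells with the looser filter (0.0330). The direction changed for CD4 T cells without healthy dog 7 or dog 2 with OS (0.492 to 1), for neutrophils without healthy dog 7 (0.220 to 0.792), for granulocytes without healthy dog 2 (0.713 to 1), for plasma cells with the looser filter (0.364) and without healthy dog 3 (0.313 to 0.875), and for cycling T cells with the looser filter (0.740), doublets kept (0.740) and the named genes in the clustering (0.813). By age, B cells in middle-aged against old dogs passed 0.05 without dog 4 with OS (0.0159 to 0.286). Healthy against middle-aged dogs passed it with neutrophils out of the denominator (0.0177 for B cells and for DN T cells), without dog 6 with OS (B cells 0.0424 to 0.315, DN T cells 0.0242 to 0.164), and for DN T cells with doublets kept (0.0303), another seed (0.0303) and an exact permutation of means (0.0366).

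Of 282 alternatives for 9 counts of genes, 275 gave 0 genes from edgeR or DESeq2, as with the main choices, where the counts at an unadjusted p below 0.05 ran from 365 to 937. DESeq2 called 3 genes in all cells (BCAR3, MSANTD3-TMEFF1 and SLCO5A1), 2 in myeloid cells (MSANTD3-TMEFF1 and BACH2) and 3 in monocytes (MSANTD3-TMEFF1, BACH2 and ENSCAFG00000023887). The looser filter gave 2 in myeloid cells (KCNN2 and STC1). Leaving out dogs in turn gave 0 to 1 genes in monocytes, with BACH2 called without healthy dog 7 and without dog 4 with OS. These genes were chosen after their values were seen.

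Replicate numbers do not pair the dogs: the deviations of dogs with the same number had a correlation above 0.1 in 3 of 7 pairs (mean 0.0514). With the number as a replicate block, 1 gene (ENSCAFG00000046583) was called in B cells, and no other count changed.

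Of 560 alternatives for 20 genes named between dogs with OS and healthy dogs, 27 changed direction. CD4 in all cells had a log2 fold change of 0.015 with DESeq2 and -0.81 to 0.011 with each dog left out, positive without healthy dog 7. DLA-DRA in M-MDSCs had 0.17 without the correction across dogs, and -0.26 without healthy dog 1. In IFN signature monocytes, the log2 fold changes with doublets kept were 0.074 for IFI44, 0.089 for MX2, 0.17 for ISG20 and -0.60 for CXCL10. With at least 10 cells per dog they were 0.081 for IFI44, 0.11 for IFI44L, 0.17 for ISG15, 0.17 for MX2, 0.18 for IFIT3, 0.34 for ISG20 and -0.63 for CXCL10. MX2 and ISG20 had 0.070 and 0.011 at the higher resolution, 0.10 and 0.056 with the named genes in the clustering, and 0.073 and 0.073 with another seed. CXCL10 had -0.35 with age as a covariate. Leaving out 1 of the 2 healthy dogs leaves a lone dog assumed to vary like the others. The direction changed without healthy dog 7 for IFI44L (-0.77 to 0.14), ISG15 (-1.23 to 0.37), MX2 (-0.53 to 0.10), IFIT1 (-1.23 to 0.52) and ISG20 (-0.67 to 0.35), and without healthy dog 3 for CXCL10 (-0.10 to 1.56). The median of the list was -0.027 with doublets kept, -0.16 at the higher resolution, -0.19 with the named genes, -0.22 with another seed, 0.095 with at least 10 cells, and -0.63 to 0.12 with each dog left out, positive without healthy dog 7. The call by camera held in neither fry nor with an estimated correlation.

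Of 284 alternatives for 25 genes of a cell class, 259 kept their call and 25 gained it, the latter for CD3E, CD3G and CD8A in NK cells. With at least 10 cells per dog, the similarity of naïve CD8 T cells held the same dogs and value, and the lower ribosomal share of M-MDSCs kept its direction and a p below 0.05 (a difference of -7.58 percentage points, against -7.62). No value was obtained for M-MDSCs with the looser filter, with doublets kept or at the lower resolution, for IFN signature monocytes without the correction, at the lower resolution or with the replicate block, for unassigned B cells and Tregs at the lower resolution, for TBX21 and FOXP3 with edgeR's filterByExpr, or for the IFN list with DESeq2. The simulations of M-MDSCs held 28 to 115 cells per dog and those of IFN signature monocytes 2 healthy dogs. Of the 200 genes changed, 29 and 56 had a mean of at least 50 counts per sum. Here edgeR called 94 and 57 of the 200.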

Differences from the paper's values

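The test of genes in PMN-MDSCs with each dog left out was chosen only after the result was seen, and the other alternatives named were set before the data were examined. A mean share counted as differing where it was more than 1.5 times apart from the paper's and by more than the larger SD, so that several-fold gaps in rare classes with a large SD did not count. A p value did so where it was more than 1.5 times apart, and a log2 fold change where it was apart by more than the larger standard error or had the other sign. By these rules, of 76 means of shares compared with Table 2 of the paper 4 differed, of 28 p values 10, and of 15 log2 fold changes 12. Of 38 classes taken from Table 2, p was compared for 8: 6 with p below 0.05 in the paper or here, and B cells and monocytes. The other 30 had p values of 0.05 or more in both.

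CD4 TEM made up 7.5% of total leukocytes in healthy dogs and 7.3% in dogs with OS in the paper, and 2.47% and 2.79% here, and none of 15 and 18 alternatives came within the paper's values. CD4 T cells left without a name made up another 5.25% and 4.95% here, among them a cluster for which the name CD4 TEM was refused, so the 2 classes do not hold the same cells. IFN signature CD4 T cells made up 0.3% and 0.4% in the paper and 0.156% and 0.168% here. Clustering with the named genes came within the paper's value for healthy dogs, and none of 18 alternatives did for dogs with OS.

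For shares between dogs with OS and healthy dogs, the paper's p for PMN-MDSCs was 0.0431 and the value here 0.315, and none of 25 alternatives reached it. For class-switched B cells the paper's p was 0.005 and the value here 0.00967, and an exact permutation of means came within it. For activated B cells the paper's p was 0.014 and the value here 0.109, and clustering without the correction across dogs came within it. The other 25 of 26 alternatives differed for each of these 2 subsets.

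In Fig. 2C of the paper, read by eye, p was about 0.74 for gd T cells, about 0.16 for monocytes and about 0.019 for B cells, and the values here were 0.417, 0.0702 and 0.0330. For gd T cells, doublets kept, another seed and 7 settings that leave out 1 dog (healthy dogs 2, 4 and 5, dogs 1, 3, 4 and 9 with OS) did not differ. For monocytes, an exact permutation of means and leaving out healthy dog 4, 5 or 7 or dog 5, 6, 7, 8 or 10 with OS did not differ. For B cells the looser filter and leaving out healthy dog 7 did not differ. The other 17, 17 and 24 alternatives did. Table 2 of the paper gives other p values than Fig. 2C, 0.088 for monocytes and 0.07 for B cells, and from these the values here, 0.0702 and 0.0553 (B cells with plasma cells), did not differ.

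In Fig. 3F, read by eye, the paper's p for DN T cells among CD8/NK cells was about 0.025 and the value here 0.0553; doublets kept, another seed, and leaving out healthy dog 5 or dog 5 or 6 with OS did not differ, and the other 20 alternatives did. In Fig. 5C, read by eye, the paper's p was about 0.043 for PMN-MDSCs and about 0.13 for M-MDSCs, and the values here were 0.364 and 0.0330. None of 25 alternatives came within the first, and clustering without the correction across dogs came within the second. In Supplementary Fig. 3, read by eye, p for monocytes in healthy against middle-aged dogs was about 0.048 and the value here 0.0303; the lower resolution, an exact permutation of means, neutrophils out of the denominator, and leaving out healthy dog 1, 2, 4, 5 or 7 did not differ, and the other 13 did.

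Log2 fold changes of a class against the other cells are given in Supplemental Data 3 of the paper. For DN T cells the paper's values were -4.90 for GZMB, -4.91 for NCR3 and -5.02 for KLRK1, and the values here -6.11, -7.57 and -5.84. DESeq2 and a minimum of 10 cells came within the paper's value for KLRK1, and none of 12 alternatives did for the other two. For NK cells the paper's values were -3.77 for CD3E, -4.66 for CD3G, -4.47 for CD8A, 1.85 for GZMA and 1.82 for CD96, and the values here -1.48, -1.18, -1.17, 1.38 and 1.16. Another seed came within the value for CD3E, the looser filter for CD8A, and none of 12 for CD3G. The fall was larger than the paper's without the correction across dogs (-6.00, -6.31 and -7.33 for CD3E, CD3G and CD8A). It was also larger with the named genes in the clustering (-6.83 and -7.59 for CD3E and CD3G), and for CD3E with the looser filter (-4.65). CD8A also fell further with the named genes, but its value of -11.31 leaves almost no counts in NK cells. The size of that fall is therefore not exact. The looser filter, no correction across dogs, clustering with the named genes and another seed did so for GZMA and CD96, and doublets kept for GZMA.

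In CD4 T cells the paper's values were 2.19 for IL18R1 in Th1-like cells, 1.48 for RORA in Th17-like cells, and 1.94 for CTLA4 and 4.23 for FOXP3 in Tregs, and the values here 2.04, 1.24, 1.503 and 2.73. The lower resolution, clustering with the named genes, DESeq2, DESeq2's size factors and edgeR's filterByExpr came within the value for IL18R1. None of 12 alternatives did for RORA, of 11 for CTLA4 and of 10 for FOXP3.

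The paper tested genes between dogs with OS and healthy dogs in Fig. 2D, 5E and 5G with cells as replicates, and here dogs were the replicates. The paper calls IL1B and LTF higher and CD4 lower, CCL5 higher and FCER1G and IL2RB lower in effector CD8 T cells, IL1B higher and DLA-DRA lower in M-MDSCs, and IFN genes lower in IFN signature monocytes. Here edgeR called 0 of these genes, and DESeq2 0, at directions that went with the paper for IL1B (1.43), LTF (1.64), CD4 (-0.68), CCL5 (1.20), FCER1G (-0.76), IL2RB (-0.51), and in M-MDSCs IL1B (0.74) and DLA-DRA (-0.58), and for 9 of 10 IFN genes, with CXCL10 (0.41) in the other direction. The legend of Fig. 3G puts FCER1G among the increased genes and the text of the paper among the decreased. The numbers of genes at an unadjusted p below 0.05 were 937 in all cells, 592 in effector CD8 T cells, 563 in M-MDSCs and 365 in IFN signature monocytes.

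In PMN-MDSCs the paper states that CD4, ISG20 and CXCL8 were higher in cells of healthy dogs. Here, with at least 10 cells per dog, the log2 fold changes in dogs with OS were 0.98, 1.92 and 1.52 (higher in dogs with OS). These rest on 2 healthy dogs, 3 and 7, which held 1 and 1 counts of CD4 and 0 and 2 counts of ISG20. So few counts do not settle a direction for these genes. CXCL8 rested on dog 2 with OS, without which its log2 fold change was -0.12, and healthy dogs 1 and 2, below 10 cells, held 9 and 5 counts of it in 58219 and 27721 UMIs. ISG20 was at 0.98 without healthy dog 3. Here edgeR called 0 genes with 371 at an unadjusted p below 0.05, and DESeq2 1. The paper calls CD3E, CD3G and CD8A lower in NK cells. Here edgeR did not call them with the main choices, and called each of them with the looser filter, doublets kept, no correction across dogs, the higher resolution, the named genes in the clustering, another seed, a minimum of 10 cells and the dog as a block, and CD3E at the lower resolution. No cluster here was named NK T cell.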

Other observations

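The splits in CD8/NK cells, and the use as tests of an explanation of neutrophils out of the denominator and of CD4 without healthy dog 7, both alternatives set before the data were examined, were chosen only after the result was seen. Each explanation below is a hypothesis tested on the dogs in which the pattern was found.

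Other splits of the dogs into groups of the same sizes were drawn 100 times in each of 8 populations. Since edgeR called 0 genes between dogs with OS and healthy dogs, each of the 100 splits gave as many. The number of genes at an unadjusted p below 0.05 was reached by 32 of 100 splits in all cells (937 genes, DESeq2 called 3), 26 in myeloid cells (844 genes, DESeq2 called 2), 75 in CD8/NK cells (475 genes), 58 in CD4 T cells (556 genes), 30 in B cells (648 genes), 48 in effector CD8 T cells (592 genes), 19 in M-MDSCs (563 genes) and 27 in monocytes (855 genes, DESeq2 called 3). A chance split of the dogs may therefore give these numbers of edgeR. Splits were not run with DESeq2.

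Among dogs with OS, the share of B cells had a Pearson correlation of -0.403 with age (permutation p = 0.242, adjusted p = 0.643 over 4 relations; Spearman rho -0.456, permutation p = 0.183; r = -0.731 without the 2 dogs farthest from the median age). For DN T cells r was -0.345 (permutation p = 0.322, adjusted p = 0.643; rho -0.450, permutation p = 0.194; r = -0.663 without those 2 dogs). Over the 24 ways of assigning the ages among the 4 dogs of doubtful sex, r ran from -0.430 to -0.303 for B cells and from -0.446 to -0.246 for DN T cells. In healthy dogs r was -0.206 and 0.229 (permutation p = 0.644 and 0.620), and 0.549 and 0.372 without the 2 dogs farthest from the median age. Over all dogs an effect of age cannot be told apart from one of OS, since dogs with OS reach higher ages than healthy dogs. The 5 middle-aged dogs with OS were by record younger on average than the healthy dogs. Their mean shares were still lower, at 8.16% against 12.2% for B cells and 0.938% against 1.43% for DN T cells. Exact Wilcoxon tests gave p = 0.149 and 0.0732, and p fell below 0.05 in some alternatives only. The recorded sex of 4 of these 5 dogs is in doubt, so this comparison does not settle the question.

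Neutrophils in the denominator are excluded as the cause of the lower shares: among cells other than neutrophils and PMN-MDSCs, B cells were 13.4% in healthy dogs and 7.18% in dogs with OS (exact Wilcoxon p = 0.00679) and DN T cells 1.57% and 0.832% (exact Wilcoxon p = 0.00072). Myeloid cells in the denominator are excluded in the same way, with B cells at 17.5% and 9.94% and DN T cells at 2.04% and 1.22% (exact Wilcoxon p = 0.0185 each). A rise of all monocytes may account for the higher M-MDSC share, since among monocytes it was 6.10% and 6.89% (exact Wilcoxon p = 0.161).

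Higher LTF in dogs with OS may come from PMN-MDSCs: with these cells taken out, the log2 fold change was 0.57 in all cells (1.64 with them) and 0.29 in myeloid cells (1.68 with them). PMN-MDSCs held 72.6% of the LTF counts of all cells in dogs with OS and 35.5% in healthy dogs. Lower CD4 may come from healthy dog 7 and its neutrophils: without this dog the log2 fold change in all cells was 0.011, and with neutrophils and PMN-MDSCs taken out it was -0.13 in all cells and -0.020 in myeloid cells.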
